# FoxO transcription factors actuate the formative pluripotency specific gene expression programme

**DOI:** 10.1038/s41467-024-51794-9

**Published:** 2024-09-09

**Authors:** Laura Santini, Saskia Kowald, Luis Miguel Cerron-Alvan, Michelle Huth, Anna Philina Fabing, Giovanni Sestini, Nicolas Rivron, Martin Leeb

**Keywords:** Embryonic stem cells, Stem-cell differentiation, Growth factor signalling, Differentiation

## Abstract

Naïve pluripotency is sustained by a self-reinforcing gene regulatory network (GRN) comprising core and naïve pluripotency-specific transcription factors (TFs). Upon exiting naïve pluripotency, embryonic stem cells (ESCs) transition through a formative post-implantation-like pluripotent state, where they acquire competence for lineage choice. However, the mechanisms underlying disengagement from the naïve GRN and initiation of the formative GRN are unclear. Here, we demonstrate that phosphorylated AKT acts as a gatekeeper that prevents nuclear localisation of FoxO TFs in naïve ESCs. PTEN-mediated reduction of AKT activity upon exit from naïve pluripotency allows nuclear entry of FoxO TFs, enforcing a cell fate transition by binding and activating formative pluripotency-specific enhancers. Indeed, FoxO TFs are necessary and sufficient for the activation of the formative pluripotency-specific GRN. Our work uncovers a pivotal role for FoxO TFs in establishing formative post-implantation pluripotency, a critical early embryonic cell fate transition.

## Abstract (web summary)

While the core regulators involved in maintenance of naïve and formative pluripotency have been described, less is known about the regulation of the transition between the two states. Here they show that FoxO transcription factors mediate the naïve to formative pluripotency transition and are regulated via AKT phosphorylation.

## Introduction

Pluripotent cells can give rise to all specialised cells that form an adult organism. During mouse embryonic development, a population of naïve pluripotent cells arises in the pre-implantation epiblast around embryonic day E3.5–E4.5^1^. During the transition from pre- to post-implantation development, epiblast cells navigate through a continuum of pluripotency states. Starting from a naïve state with unrestricted potential, cells transit through a formative state to acquire competence for somatic and germ cell lineage specification, ultimately entering a primed state where they initiate expression of lineage markers^2–5^.

The naïve pluripotent state of pre-implantation epiblast cells can be captured in vitro using mouse embryonic stem cells (mESCs)^6,7^. Maintenance of a homogeneous ground state of pluripotency requires the addition of two small molecule inhibitors to the culture media: PD0325901 (MEK1/2 inhibitor) and CHIRON (GSK3ɑ/β inhibitor), collectively referred to as 2i^8^. mESCs cultured in 2i resemble the E4.5 pre-implantation epiblast in terms of epigenetic and transcriptional status^1,9–11^. Naïve identity is defined by the expression of a self-reinforcing gene regulatory network (GRN) that comprises the core pluripotency transcription factors (TFs) *Oct4* (gene name: *Pou5f1*) and *Sox2*, and naïve-specific TFs including *Nanog*, *Esrrb*, *Tbx3, Klf4, Klf5* and others^12–15^.

A balanced interplay of several signalling inputs is responsible for the maintenance of the naïve-specific GRN^16^. The cytokine LIF (Leukaemia Inhibitory Factor) plays a key role in maintaining pluripotency and was the first identified exogenous factor that can support mouse ESC culture along with serum supplementation^17,18^. LIF mainly activates the JAK/STAT3 and PI3K/AKT pathways which are crucial to sustain naïve pluripotency^15^. Although the role of the JAK/STAT pathway has been intensively studied, the function of PI3K/AKT signalling in pluripotency has received much less attention^19^. Overexpression of a constitutively active form of AKT is sufficient to maintain mESCs in an undifferentiated state, even in the absence of LIF^20^. PI3K/AKT signalling is thought to support naïve pluripotency through inhibition of both the MEK/ERK and the GSK3 pathways^21–23^, although the underlying mechanisms are unclear. Furthermore, AKT signalling feeds directly into the naïve GRN by activating the expression of *Tbx3* and *Nanog*^15,24^.

Exit from the naïve pluripotent state and initiation of formative pluripotency can be recapitulated in vitro by releasing cells from 2i inhibition into basal N2B27 medium. This change in conditions leads to loss of self-renewal in the naïve state and an irreversible commitment to differentiate approximately 48 h after 2i withdrawal^22^. The exit from naïve pluripotency results in the dismantling of the naïve-specific GRN and the establishment of a new formative state-specific GRN. This is accompanied by a profound shift in the signalling landscape: LIF and AKT signalling are reduced, concomitant with an increase in FGF/ERK activity^15,25,26^. We and others found that *Pten*, a negative regulator of AKT, is among the top hits in genetic screens for drivers of ESC differentiation, highlighting the importance of downregulating the PI3K/AKT pathway to ensure timely exit from the naïve state^27–31^. However, how exactly *Pten* regulates the exit from naïve pluripotency remains elusive.

In this study, we find that FoxO transcription factors are regulated by AKT and play a previously unrecognised but critical role in the transition from naïve to formative pluripotency. Our findings indicate that AKT acts as a gatekeeper by maintaining FoxO TFs in the cytoplasm in the naïve state. At the initiation of differentiation, elevated PTEN levels lead to a reduction in AKT signalling, allowing FoxO TFs to localise to the nucleus where they play a pivotal role in facilitating the transition from naïve to formative pluripotency by regulating a switch in operative GRNs. Our findings uncover an intricate mechanism that regulates the orderly transition between gene regulatory networks that determine distinct pluripotent states.

## Results

### PTEN controls pAKT for timely exit from naïve pluripotency

We previously found that mESCs lacking *Pten* exhibit a pronounced defect in the exit from naïve pluripotency^28^. Indeed, 24 h after 2i-removal in N2B27 medium (N24), *Pten* KO mESCs displayed higher Rex1-GFPd2 (Rex1-GFP) reporter activity than wild-type (WT) cells (Fig. 1a, b). *Rex1* is specifically expressed in the naïve state, and its downregulation coincides with irreversible commitment to differentiation^22,27^. This defect in exit from the naïve state in *Pten* KO ESCs was rescued by expressing *Pten* through transfection of a plasmid encoding 3xFLAG-PTEN (Supplementary Fig. 1a, b).

**Fig. 1:**
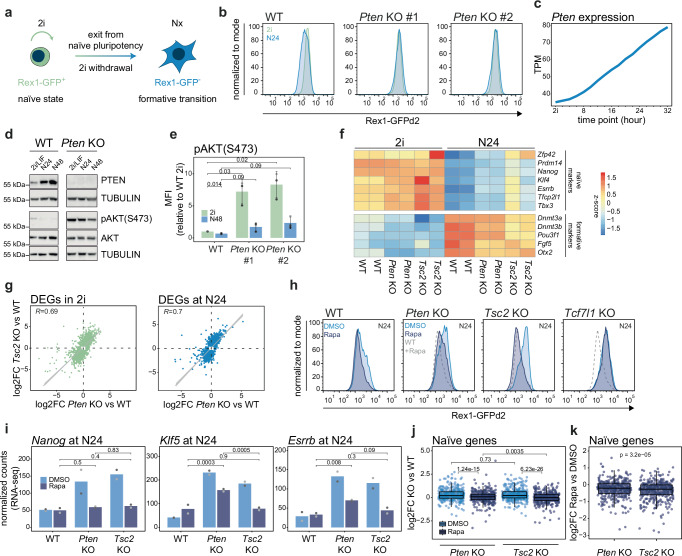
mTORC1 inhibition only partially rescues *Pten* KO phenotype. **a** Schematic representation of our experimental setup. Nx indicates differentiation time (x) after 2i withdrawal in N2B27 medium. **b** Flow cytometry analysis of Rex1-GFP levels in WT and two independent *Pten* KO clones in naïve pluripotency supporting conditions (2i, green) and 24 h after 2i removal (N24, blue). One representative of *n* = 11 independent experiments is shown. **c** *Pten* expression levels (transcript per million, TPM) from a 2 h-resolved RNA-seq differentiation time course in WT^28^. **d** Western blot analysis for indicated proteins in WT and *Pten* KO in 2i/LIF, at N24 and N48. TUBULIN served as a loading control. **e** Quantification of pAKT (S473) levels by flow cytometry in indicated cells and conditions. Mean and standard deviation (SD) of mean fluorescence intensity (MFI) from *n* = 3 independent experiments (distinct shades of grey) are shown. *p* values result from paired, two-tailed *t*-tests. **f** Heatmap showing row-normalised expression values of indicated naïve and formative genes in indicated genotypes and conditions. **g** Scatter plots showing correlation between differentially expressed genes (DEGs, *p* adj. ≤ 0.05, |log2foldchange (log2FC)| ≤ 0.5) in *Pten* or *Tsc2* KO in 2i and N24. Trend lines with 95% confidence intervals, and Pearson’s correlation coefficients (*R*) are shown. **h** Flow cytometry analysis of Rex1-GFP levels in indicated cell lines at N24, after indicated treatments. Rapamycin-treated WT cells are shown as dashed grey line. One representative of *n* = 5 independent experiments is shown. **i** Expression levels of indicated genes in indicated cell lines at N24 after indicated treatments measured by RNA-seq. *p* adj. values resulting from DESeq analysis are indicated in the plot. **j** Box plot showing expression of 377 naïve genes (naïve early and naïve late genes^33^) in indicated KOs and conditions measured by RNA-seq. *p* values from two-tailed Wilcoxon signed rank tests are indicated. **k** Box plot showing the expression of 377 naïve genes in indicated KOs and conditions measured by RNA-seq. *p* value from two-tailed Wilcoxon signed rank test is indicated. All box plots in this paper show the 25th and 75th percentiles and median. Whiskers indicate minimum and maximum values.

*Pten* mRNA and protein levels increase during exit from naïve pluripotency, while phospho-AKT (pAKT) levels are concomitantly reduced (Fig. 1c–e), suggesting that PTEN may promote the transition to formative pluripotency by decreasing AKT activity. In *Pten* KOs, phospho-AKT levels were significantly higher than in WT cells (Fig. 1d). Thus, we set out to delineate the molecular mechanism by which PTEN-mediated AKT inhibition might drive exit from naïve pluripotency.

When active, AKT phosphorylates several targets that play crucial roles in distinct cellular processes. Among AKT targets, TSC2 (Tuberous Sclerosis 2), GSK3 (Glycogen Synthase Kinase 3), and the FOXO (Forkhead box O) class of transcription factors are strong candidates for mediating changes in mESC differentiation states. Indeed, these factors have been identified as hits in genetic screens for differentiation drivers^27–31^, suggesting that the AKT/mTORC1, AKT/GSK3 and AKT/FOXO signalling axes could all participate in the regulation of the transition from naïve to formative pluripotency.

Therefore, we started by investigating the involvement of AKT/mTORC1. AKT-mediated phosphorylation leads to TSC2 inhibition and consequent mTORC1 activation. mTORC1 is one of two distinct complexes containing the serine/threonine protein kinase mTOR and regulates essential cellular processes, including cell growth, protein synthesis and autophagy via phosphorylation of S6K, 4EBP-1 and ULK1, respectively^32^. ESCs lacking *Tsc2* retained higher Rex1-GFP levels at N24 compared to WT cells, similar to *Pten* KO cells^28^ (Supplementary Fig. 1c, d).

To evaluate whether *Pten* acts through the AKT/mTORC1 axis to regulate the exit from naïve pluripotency, we inspected RNA sequencing (RNA-seq) data from *Pten* and *Tsc2* KO mESCs^28^ (Supplementary Fig. 1e). Both KOs showed delayed downregulation of naïve and delayed upregulation of formative marker genes at N24, with more pronounced effects observed in *Tsc2* KOs (Fig. 1f). Both in 2i and at N24, *Pten* and *Tsc2* KOs deregulated a similar set of genes (differentially expressed genes, DEGs; Fig. 1g). In 2i, DEGs were enriched for terms associated with lysosomal and metabolic regulation, in line with the known role of mTORC1 in regulating those processes^27,31,32^ (Supplementary Fig. 1f). Consistent with the observed naïve exit defect, genes upregulated at N24 were enriched for terms related to pluripotency (Supplementary Fig. 1g).

Next, we inspected the phosphorylation level of direct targets of mTORC1 in WT, *Pten* KO and *Tsc2* KO ESCs. Phospho-4EBP1 (p4EBP1) and phospho-S6K (pS6K) were similarly increased in both KOs, confirming that *Pten* or *Tsc2* deletion increases mTORC1 pathway activity. Addition of the mTORC1 inhibitor Rapamycin reduced mTORC1 activity in both KOs (Supplementary Fig. 1h, i).

We then assessed whether this reduction restored normal differentiation potential. Rapamycin treatment promoted faster downregulation of Rex1-GFP in WT ESCs, and resulted in a complete rescue of the differentiation defect of *Tsc2* KO cells (Fig. 1h), in line with previously published data^27^. In contrast, in *Pten* KO cells Rapamycin achieved only a partial rescue. The restoration of differentiation potential was specific for ESCs depleted for members of the PI3K/AKT/mTOR pathway. Naïve exit-defective ESCs lacking the WNT/GSK3 pathway effector *Tcf7l1*^22,28^ did not restore Rex1-GFP downregulation kinetics upon Rapamycin treatment.

To evaluate the extent of phenotypic rescue of *Pten* KO cells by Rapamycin, we performed RNA-seq using WT, *Pten* KO and *Tsc2* KO mESCs, differentiated in presence of DMSO or Rapamycin (Supplementary Fig. 1j). Changes in naïve pluripotency expression upon Rapamycin treatment were TF-specific: While addition of Rapamycin restored *Nanog* expression to WT levels in both *Pten* and *Tsc2* KOs, *Esrrb* and *Klf5* expression remained elevated in *Pten* KOs compared to *Tsc2* KOs (Fig. 1i). Further corroborating an incomplete rescue of *Pten* KOs by mTORC1 inhibition, a set of 377 previously identified naïve pluripotency-specific genes^33^ showed a significantly stronger reduction in expression levels upon Rapamycin treatment in *Tsc2* compared to *Pten* KOs (Fig. 1j, k). Together, these results highlight that the *Pten* KO phenotype is not exclusively determined by hyperactivity of mTORC1.

This prompted us to next investigate the role of AKT-mediated phosphorylation of GSK3 on Serine 9, which tags it for degradation and thereby stabilises β-catenin^22^. GSK3 phosphorylation was recently proposed to be crucial for maintaining pluripotency in *Pten* KO mESCs^23^. Consistently, phospho-GSK3 (pGSK3) levels are increased in *Pten* KO cells (Supplementary Fig. 1k). We hypothesised that if indeed deactivation of the GSK3-TCF7L1 axis of the WNT pathway leads to the differentiation defect in *Pten* KO cells, then the resulting WNT pathway hyperactivity should be epistatic to the pharmacological inhibition of GSK3 by CHIRON. Such an epistatic interaction was observed in *Tcf7l1* KOs, where the activity of the β-catenin destruction complex is rendered obsolete and, hence, the addition of CHIRON had no additional effect (Supplementary Fig. 1l). In contrast, treatment of *Pten* KOs with CHIRON resulted in delayed differentiation speeds akin to WT cells. Furthermore, we did not previously observe a transcriptional signature typical of increased WNT activity in *Pten* KO ESCs^28^. This suggests that AKT-hyperactivity-dependent phosphorylation of GSK3 in *Pten* mutants has little causative impact on the exit from naïve pluripotency in our cellular system.

Collectively, these data show that *Pten* regulates pathways in addition to mTORC1 that are relevant for proper exit from naïve pluripotency. As the role of GSK3 appeared minor, we focussed our attention on FoxO TFs, the third signalling axis downstream of AKT.

### FoxO nuclear translocation promotes naïve pluripotency exit

FoxO TFs regulate several crucial cellular processes, including cell cycle, apoptosis and DNA repair^34^. AKT-mediated phosphorylation retains FoxO TFs in the cytoplasm. In both WT and *Pten* KO ESCs cultured in 2i, immunofluorescence (IF) analysis revealed a largely cytoplasmic localisation of FOXO1. Upon exit from the naïve state in WT cells, we observed that FOXO1 translocated to the nucleus, concomitant with reduced ESRRB levels (Fig. 2a, b) and a downregulation of AKT activity (Fig. 1d, e)^35^. Increased nuclear FOXO1 levels could be observed as early as 8 h after 2i withdrawal (N8) and increased further until N24. This nuclear translocation of FOXO1 at the onset of ESC differentiation was severely impaired in *Pten* KO cells, which maintained a clear cytoplasmic FOXO1 localisation at N24 (Fig. 2a, c). Nucleo-cytoplasmic fractionation experiments showed similar results for FOXO3 (Supplementary Fig. 2a). Sequestration of FOXO1 in the cytoplasm is regulated through pAKT-mediated FOXO1 phosphorylation (pFOXO1). Consistently, we observed a decrease in pFOXO1 concomitant with an increase in total FOXO1 during the exit from naïve pluripotency in WT. In *Pten* mutant cells pFOXO1 levels are elevated in 2i and at N24 (Supplementary Fig. 2b).

**Fig. 2:**
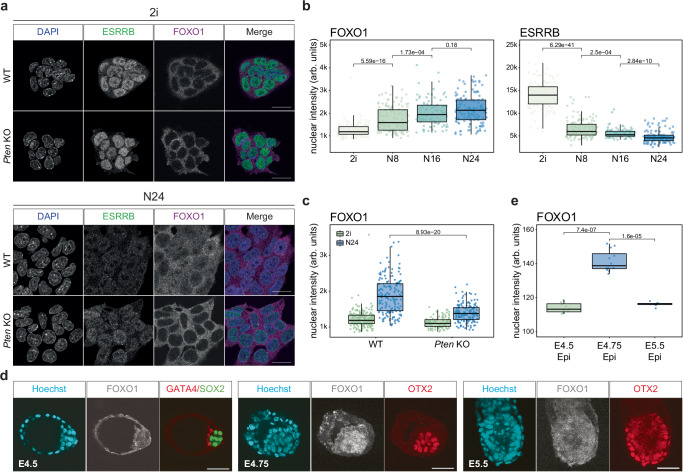
FoxO TFs translocate into the nucleus upon exit from naïve pluripotency. **a** Confocal microscopy images after IF, showing FOXO1 (purple) and ESRRB (green) in WT and *Pten* KOs in 2i and at N24. DAPI staining is shown in blue. One representative image from *n* = 3 independent experiments is shown. Scale bar = 20 μM. **b** Quantification of FOXO1 and ESRRB nuclear intensity (in arbitrary unit, arb. units) measured from confocal images of WT cells in 2i (*n* = 135) and 8 h (N8, *n* = 136), 16 h (N16, *n* = 88) and 24 h (N24, *n* = 127) after 2i withdrawal. Data were obtained from *n* = 2 independent experiments. *p* values are derived from a two-tailed Wilcoxon rank sum test. **c** Quantification of FOXO1 nuclear intensity (arb. units) based on images of WT (*n* = 189 [2i] and *n* = 164 [N24]) and *Pten* KO (*n* = 100 [2i] and *n* = 153 [N24]), as in (**a**). Data were obtained from *n* = 2 independent experiments. *p* values were calculated as in (**b**). **d** Confocal microscopy images after IF showing FOXO1 (white), SOX2 (green), GATA4 (red), or OTX2 (red) in WT E4.5, E4.75 and E5.5 embryos. Hoechst staining is shown in cyan. One representative image of *n* = 3 independent experiments is shown. Scale bar = 100 μM. **e** Quantification of FOXO1 nuclear intensity (arb. units) measured from confocal images of WT epiblast from E4.5 (*n* = 12), E4.75 (*n* = 12) and E5.5 (*n* = 8) embryos, as in (**d**). Data were obtained from *n* = 3 independent experiments. Indicated *p* values are derived from a two-tailed Wilcoxon rank sum test.

Supporting a functional relevance of nuclear shuttling of FoxO TFs in vivo, we detected transient nuclear FOXO1 in the OTX2-positive epiblast of E4.75 embryos. This was not detectable in E4.5 or in E5.5 epiblast cells (Fig. 2d, e and Supplementary Fig. 2c). This is consistent with the hypothesis that FOXO1 nuclear shuttling is involved in the initiation of formative pluripotency in in vivo peri-implantation development.

To test whether nuclear translocation of FOXO1 was indeed AKT-dependent, we analysed the nuclear vs. cytoplasmic localisation of FOXO1 after treatment with the specific allosteric AKT inhibitor MK-2206^36^. MK-2206 treatment elevated levels of nuclear FOXO1, in both 2i and at N24, and resulted in expedited downregulation of Rex1-GFP in WT cells (Supplementary Fig. 2d–f), consistent with a requirement for reducing AKT activity to enable and possibly trigger the exit from naïve pluripotency.

Our results support the hypothesis that nuclear translocation of FoxO1 is crucial to induce proper exit from naïve pluripotency. To test this hypothesis, we performed doxycycline-induced expression of a constitutively nuclear version of FoxO1 (3xFLAG-FoxO1^nuc^)^37^. This treatment was sufficient to extinguish naïve pluripotency in WT cells cultured in 2i within 8 h in a dose-dependent manner (Supplementary Fig. 2g–j). Underscoring a causal link between aberrant localisation of FOXO1 in *Pten* mutant ESCs and defects in naïve exit, 3xFLAG-FoxO1^nuc^ expression in *Pten* KO ESCs rescued their differentiation defect (Supplementary Fig. 2k). Interestingly, overexpression of nuclear FoxO1 in *Pten* KO cells had distinct results on different naïve markers: While it reduced the expression of *Nanog* and *Esrrb*, in line with the global rescue of the differentiation defect of *Pten* mutants, it upregulated the expression of *Klf5* in a dose-dependent manner (Supplementary Fig. 2l). This indicates that FoxO1 can exert target-specific activator or silencer function. We also noted that prolonged exposure to high levels of nuclear FoxO1 (>24 h) was cytotoxic, probably due to induction of the pro-apoptotic programme by FoxO1^38^.

In summary, our data show that AKT-mediated nuclear translocation of FoxO1, and possibly other FoxO TFs, is essential for the timely exit from naïve pluripotency. We conclude that lack of nuclear translocation of FoxO TFs underlies, at least in part, the differentiation defect observed in *Pten* KO mESCs.

### FoxO TFs bind enhancers activated in formative pluripotency

To explore the molecular role of FoxO TFs in the transition from naïve to formative pluripotency, we performed chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) analysis for FOXO1 and FOXO3 in WT and *Pten* KO cells. This analysis was performed in 2i and at N24, that is, 24 h into the formative transition (Fig. 3a and Supplementary Fig. 3a–c). In WT cells, we observed a strong increase in the number of genomic loci bound by FOXO1 and FOXO3 at N24 compared to 2i. We detected 1314 and 391 peaks in 2i and 2840 and 623 peaks at N24 for FOXO1 and FOXO3, respectively. This is consistent with increased nuclear localisation of FoxO TFs at the exit from naïve pluripotency. In agreement with the largely cytoplasmic localisation in the absence of *Pten*, FOXO TF ChIP-seq signals were barely detectable in *Pten* KO cells (Supplementary Fig. 3b, c). Of note, due to low amounts of precipitated DNA in 2i, ChIP-seq library-prep will most likely have amplified signal in 2i relative to N24. Hence, a direct quantitative comparison between 2i and N24 FOXO TF signal is not possible.

**Fig. 3:**
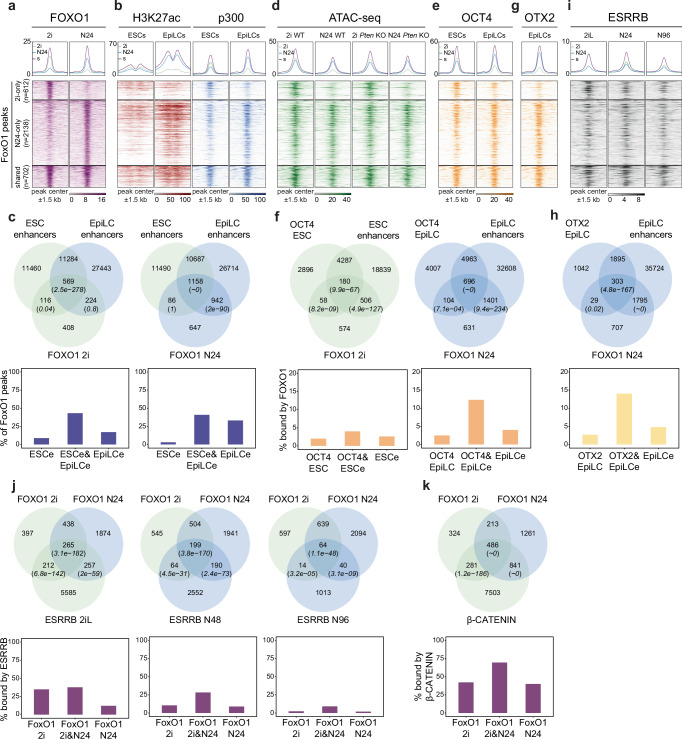
Chromatin dynamics of FoxO TFs upon exit from the naïve pluripotent state. **a** Heatmap displaying FoxO1 signal within a 1.5 kb window around FoxO1 peak-centres in WT cells at 2i and N24, categorised into 2i-only (*n* = 612, green), N24-only (*n* = 2138, blue) and shared peaks (*n* = 702, purple). **b** Heatmaps showing H3K27ac (left) and p300 (right) signal in ESCs and EpiLCs^39^ in a 1.5 kb window around FoxO1 peak-centres. **c** Venn diagrams showing overlaps between FoxO1 peaks in 2i and N24 with ESC and EpiLC enhancers (top). Bar plots display the percentage of FoxO1 peaks overlapping with ESC-specific (ESCe), EpiLC-specific (EpiLCe) or shared (ESCe&EpiLCe) enhancers (bottom). *p* values are derived from hypergeometric tests. **d** Heatmap showing ATAC-seq signal within a 1.5 kb window around FoxO1 peak-centres in WT and *Pten* KOs in 2i or at N24. **e** Heatmaps showing Oct4 signal in ESCs and EpiLCs^39^ in a 1.5 kb window around FoxO1 peak-centres. **f** Venn diagrams showing the overlap between FoxO1 peaks in 2i or at N24 with Oct4 peaks in ESCs or EpiLCs (top). Bar plots showing the percentage of OCT4-bound enhancers overlapping with FoxO1 peaks (bottom). *p* values are derived from hypergeometric tests. **g** Heatmap showing Otx2 signal in EpiLCs^39^ in a 1.5 kb window around FoxO1 peak-centres. **h** Venn diagram showing the overlap between FoxO1 peaks at N24 with Otx2 peaks in EpiLCs (top). Bar plots showing the percentage of OTX2-bound enhancers overlapping with FoxO1 peaks (bottom). *p* values are derived from hypergeometric tests. **i** Heatmap showing Esrrb signal in WT cells in 2iL, N48 and N96^33^ in a 1.5 kb window around FoxO1 peak-centres. **j** Venn diagrams showing the overlap between FoxO1 peaks in 2i and at N24 with Esrrb peaks in 2iL, N48 or N96 (top). Bar plots showing the percentage of FoxO1 peaks (2i-only, N24-only or shared) that overlap with Esrrb peaks (bottom). *p* values are derived from hypergeometric tests. **k** Venn diagrams showing the overlap between FoxO1 peaks in 2i and at N24 with β-catenin peaks (top). Barplots showing the percentage of FoxO1 peaks in indicated categories overlapping with β-catenin peaks (bottom). *p* values are derived from hypergeometric tests.

FOXO1 and FOXO3 ChIP-seq data showed a significant overlap. Almost 50% of FOXO3 peaks overlapped with FOXO1 peaks, and FOXO1 signal was detected at virtually all FOXO3 peaks (Supplementary Fig. 3c, d). Based on this finding, we performed all downstream analysis with the group of FOXO1-bound loci, if not otherwise stated. We then divided FOXO1-bound regions into three groups depending on peak-calling results: 2i-only peaks (612), N24-only peaks (2138) and shared peaks (702) (Fig. 3a). KEGG and REACTOME pathway enrichment analyses (EA) showed an enrichment for ubiquitin mediated proteolysis in the 2i-specific peaks and for PI3K/AKT signalling, focal adhesion and actin cytoskeleton related terms in the N24 specific peaks. Shared peaks were enriched for terms related to general pluripotency and TGF-β signalling (Supplementary Fig. 3e and Supplementary Data 1). All peak categories were enriched for FoxO-motifs (Supplementary Data 1).

FoxO TF peaks were located mainly outside of promoter regions (Supplementary Fig. 3f), indicating a potential contribution of FoxO TFs to enhancer regulation. To test this, we utilised published ChIP-seq datasets^39^ for the enhancer marks H3K27ac and p300, obtained in ESCs and in epiblast-like cells (EpiLCs). EpiLCs represent the in vitro counterpart of formative epiblast cells of the E5.5 blastocyst^40^ and correspond to a developmental state akin to mESCs at N24. We found that strong H3K27ac and p300 signals in EpiLCs overlapped with the regions we identified as bound by FoxO TFs at N24 (Fig. 3b). Moreover, regions bound by FoxO TFs in 2i were significantly enriched in ESC-specific enhancers and enhancers active in ESCs and EpiLCs^41^ (Fig. 3c), whereas EpiLC-specific enhancers were not significantly bound by FOXO1 in 2i. In contrast, N24 FoxO1-peaks significantly overlapped with shared and EpiLC-specific enhancers while showing no significant overlap with ESC-specific enhancers. A striking total of 74% of FoxO1 peaks at N24 are found on EpiLC enhancers. Consistently, we detected a significant enrichment of FoxO1 and FoxO3 motifs in EpiLC-specific enhancers (Supplementary Fig. 3g). This is consistent with a role for FoxO TFs in activating formative-specific regulatory regions upon exit from the naïve state.

To assess a potential role of AKT signalling in mediating chromatin accessibility, we performed assay for transposase-accessible chromatin using sequencing (ATAC-seq) in WT and *Pten* KO cells, in 2i and at N24 (Fig. 3d and Supplementary Fig. 3h). 

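The ATAC-seq experiment held 8 samples, 2 replicates each of WT and *Pten* KO cells in 2i and at N24. ATAC-seq marks open chromatin by the places at which the transposase Tn5 can insert sequencing adapters into DNA. 2i is N2B27 medium with the MEK inhibitor PD0325901 at 1 µM and the GSK3 inhibitor CHIR99021 at 3 µM, and N24 is 24 h after their withdrawal. For each sample 250000 cells were submitted and 50000 nuclei were tagmented. The authors mapped the reads to mm10 (GRCm38), called peaks with Genrich and kept as consensus the peaks that overlapped by at least 50% between replicates. The 2 consensus lists of WT cells were analysed, 1 for 2i and 1 for N24, and *Pten* KO cells were not analysed here. The N24 list carries a label of 25 h, whereas the paper gives 24 h, and it was taken as the list of WT cells at N24. Each list pools 2 replicates and gives positions and a score per region set by the authors, so the reads behind a region and the spread between replicates are unknown, and a region missing from a list is one with no consensus peak, not one without signal.

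In 2i, 70800 regions covered 49.8 Mb with a median width of 610 bp, and at N24, 56639 regions covered 39.3 Mb with a median width of 608 bp. The score stood at its ceiling of 1000 in 58.7% of the 2i regions and in 52.9% of the N24 regions. Regions that overlapped by at least 1 bp were counted as shared. In the 2i list 47754 regions (67.4%, 95% Wilson interval 67.1% to 67.8%) had an N24 region, and 23046 were 2i-only. In the N24 list 48020 regions (84.8%, interval 84.5% to 85.1%) had a 2i region, and 8619 were N24-only. There were thus 2.67 2i-only regions for each N24-only region (interval 2.61 to 2.74), and 1.02 once both lists were limited by score to the same length, a setting that brings the ratio near 1 by its construction. Intervals cover counting error only.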

Regions that showed FoxO TF binding exclusively in 2i were open only in the naïve state and showed weak ATAC-seq signal at N24. In contrast, regions exhibiting FoxO TF binding at N24 showed near equal ATAC-seq signal in both 2i and at N24. 

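At *Nr5a2* and *Tfcp2l1*, genes of naïve pluripotency TFs at which the paper reports FoxO1 binding only in 2i (Fig. 4c), most open regions of the 2i list, taken over both genes, had no counterpart at N24. Of the 25 regions assigned to these 2 genes, 15 were 2i-only (60%, 95% Wilson interval 40.7% to 76.6%), 9 were shared and 1 was N24-only. *Nr5a2* lies on chromosome 1 of GRCm38 from 136842571 to 136960448 on the minus strand and had 9 2i-only regions, 3 shared regions and 1 N24-only region. Its widest 2i-only region, from 136952109 to 136953355, had its midpoint 898 bp from a TSS, and another promoter region, from 136948989 to 136950042, was shared. *Tfcp2l1* lies on chromosome 1 from 118627945 to 118685168 on the plus strand and had 6 2i-only regions, 6 shared regions and no N24-only region. The widest of its 2i-only regions ran from 118625311 to 118626927, with its midpoint 1827 bp from the TSS, while the promoter region from 118627484 to 118628847 was shared.

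**Figure D1:**
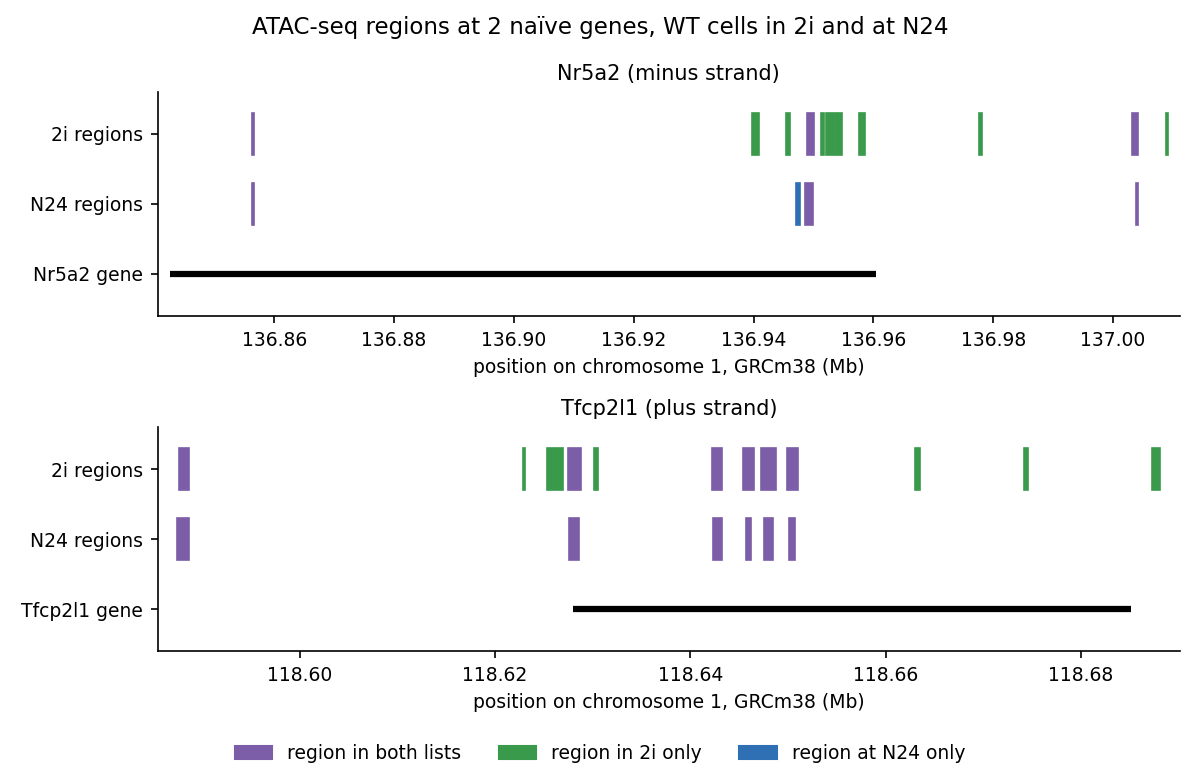
Regions assigned to *Nr5a2* and *Tfcp2l1* in WT cells in 2i (upper row) and at N24 (lower row), drawn to scale against the position on chromosome 1 of GRCm38 in Mb, with the gene as a black line. Green marks regions in 2i only, blue at N24 only and purple in both lists. *Nr5a2* has 9 green regions and 1 blue region, and *Tfcp2l1* has 6 green regions and no blue region.

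The 10 core naïve genes examined were those that the paper's text names as bound by FoxO1, and *Tbx3*, which is fewer than the paper's full set. All of them had more 2i-only than N24-only regions, with 84 2i-only, 3 N24-only and 70 shared regions in total. The 2i-only share of 53.5% (interval 45.7% to 61.1%) stood at percentile 99.99 of 10000 random gene lists matched on the number of regions, whose median was 33.3%, a comparison added after the data were seen. *Esrrb*, which encodes an orphan nuclear receptor of the naïve network, had 17 2i-only and 2 N24-only regions. *Tbx3* had 15 2i-only regions, *Prdm14* 12 and *Nanog* 3, each with no N24-only region. At the 9 naïve and formative genes with FoxO1 binding in both conditions, such as *Nanog* and *Otx2*, 57 of 144 regions were 2i-only (39.6%, interval 32.0% to 47.7%), and the difference from *Nr5a2* and *Tfcp2l1* was not tested. The formative genes among these 9, *Dnmt3a*, *Otx2* and *Lef1*, had 3 of 20, 4 of 14 and 4 of 16 regions 2i-only. The 39.6% thus mixes naïve and formative genes. At the naïve genes among these 9, the 2i-only part ran from 3 of 11 regions at *Nanog* to 6 of 10 at *Klf2*. It was 9 of 13 at *Nr5a2*, 6 of 12 at *Tfcp2l1* and 15 of 20 at *Tbx3*, which the paper's text does not name as bound. Among naïve genes alone the values by FoxO1 binding thus overlapped, and these few genes show no clear difference by binding.

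Regions were assigned to the nearest TSS within 100 kb, and the positions of FoxO1 peaks were not used here. With a reciprocal overlap of at least 50% required, 20 regions of the core naïve genes were N24-only.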

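At the 6 genes for which the paper reports FoxO1 binding only at N24 (*Klf5*, *Dnmt3b*, *Pou3f1*, *Fgf5*, *Sall2* and *Pim2*; Fig. 4c), 28 of 46 regions were open in both 2i and at N24 (60.9%, 95% Wilson interval 46.5% to 73.6%), 11 were 2i-only and 7 were N24-only. Over all protein-coding genes, 61.5% of 66178 assigned regions were shared (interval 61.2% to 61.9%). Both shares count 2i-only regions, so they do not give the part of the N24 regions that was open in 2i. N24-only regions made up 15.2% (interval 7.57% to 28.2%) at the 6 genes and 10.3% (interval 10.1% to 10.6%) over all genes. At *Hes6*, *Sox12*, *Sox3* and *Tead2*, formative genes that the paper calls non-targets of FoxO1, 11 of 13 regions were shared (84.6%, interval 57.8% to 95.7%), and the differences between these groups of genes were not tested. *Dnmt3b*, a de novo DNA methyltransferase gene, had 4 shared regions and 1 2i-only region, and *Pim2* had 3 shared regions and no others. *Pou3f1*, which encodes a POU-domain TF, had 4 shared and 2 N24-only regions. *Fgf5* had 3 shared regions and 1 N24-only region, on chromosome 5 from 98283625 to 98284350. *Sall2* had 4 shared, 4 N24-only and 2 2i-only regions. *Klf5*, the naïve gene among the 6, held 8 of the 11 2i-only regions and no N24-only region.

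Over the 12 core formative genes there were 61 shared, 16 2i-only and 14 N24-only regions. *Pou3f1*, *Fgf5* and *Sall2* had more N24-only than 2i-only regions, 6 genes had more 2i-only regions, among them *Otx2* with 4 against 2 and *Lef1* with 4 against 3, and 3 genes had equal numbers. The 2i-only share of 17.6% (interval 11.1% to 26.7%), likewise compared after the data were seen, stood at percentile 1.45 of the matched random gene lists, whose median was 31.1%, and at percentiles 10.2, 4.5 and 3.53 with the upper part of each list by score, with regions at the score ceiling and with lists of the same length. Housekeeping genes (8%, percentile 0.04) and neural markers (13.2%, percentile 0.06) stood lower still. The random lists were not matched on location, and fewer 2i-only than shared regions lay at promoters (5.80% against 26.9%). The N24-only share of the core formative genes, 15.4% (interval 9.39% to 24.2%), stood at percentile 89.2, with a random median of 10.1%. With lists of the same length it rose to 32.6% (percentile 97.4), and the random median rose to 21.1%. In the other alternatives this share stood at percentiles 66.5 to 94.2.

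The paper amplified 5 enhancers of formative genes or of *Enpp2* after CUT&RUN (Supplementary Data 3). Of these amplicons, 4 overlapped an N24 region by at least 1 bp and 1 a 2i region, and the pair at *Dnmt3b* lay wholly inside theirs. The second *Dnmt3b* amplicon, on chromosome 2 from 153642924 to 153642993 and 6491 bp from the nearest TSS of the gene, reads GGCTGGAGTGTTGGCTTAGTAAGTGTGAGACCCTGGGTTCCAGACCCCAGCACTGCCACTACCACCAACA. It lay in a 2i region of 1238 bp (153642319 to 153643556) and an N24 region of 1497 bp (153642285 to 153643781), both with a FOXO core motif (TGTTTAC on either strand) at 153642839. The first *Dnmt3b* amplicon, from 153641419 to 153641488, lay in an N24 region that overlaps a 2i region 219 bp away. The *Sall2* amplicon, on chromosome 14 from 52329439 to 52329511, lies 713 bp from the nearest TSS, upstream of the gene, and reads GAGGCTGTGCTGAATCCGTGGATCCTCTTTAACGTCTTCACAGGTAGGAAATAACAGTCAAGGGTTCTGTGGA. The N24-only region that it partly overlaps ran from 52329468 to 52329729, and the nearest 2i region was 2728 bp away. The *Enpp2* amplicon, on chromosome 15 from 54835831 to 54835900 and 84095 bp from the nearest TSS, reads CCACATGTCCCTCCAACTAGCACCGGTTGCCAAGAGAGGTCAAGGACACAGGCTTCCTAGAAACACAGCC. It partly overlapped an N24-only region (54835852 to 54836447) with a FOXO core motif at 54836120. The *Pou3f1* amplicon, on chromosome 4 from 124646105 to 124646190, lay 122 bp from an N24 region and 454 bp from the 2i region that the latter overlaps. None of the amplicons lies inside a protein-coding gene of the annotation, and that of *Sall2* is at a promoter by the 1 kb definition.

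**Figure D2:**
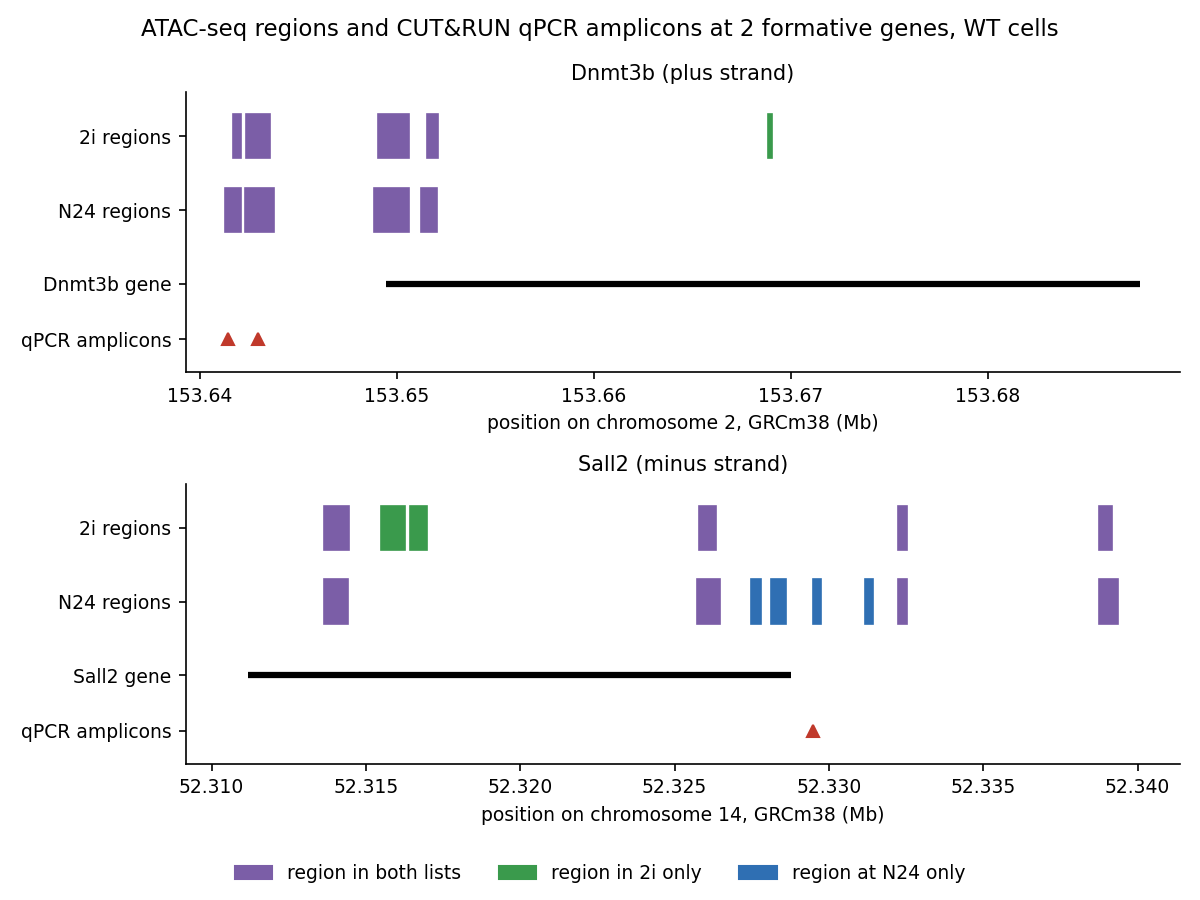
Regions assigned to *Dnmt3b* and *Sall2* in WT cells in 2i (upper row) and at N24 (lower row), drawn to scale against the position on GRCm38 in Mb, with the gene as a black line and the qPCR amplicons as red triangles. Purple marks regions in both lists, green in 2i only and blue at N24 only. *Dnmt3b* has 4 regions in both lists, and *Sall2* has 4 regions at N24 only, 1 of them at its amplicon.

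With a margin of 500 bp, 5 amplicons were near an N24 region and 3 near a 2i region, and with the upper part of each list by score 2 amplicons overlapped an N24 region.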

At the resolution of our analysis, ATAC-seq signal was indistinguishable between WT and *Pten* KO cells, in which FoxO TF translocation to the nucleus is largely abolished. This suggests that FoxO TFs are unlikely to act as pioneer factors that open chromatin during the naïve to formative transition. Instead, our data is consistent with a role of FoxO TFs in activating already open poised chromatin as suggested before^42^ also during the exit from naïve pluripotency.

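Most regions that were open at N24 were already open in 2i, at promoters more often than elsewhere. Of the 13868 N24 regions within 1 kb of a TSS, 93.0% had a 2i region (95% Wilson interval 92.6% to 93.4%), and of the 42771 N24 regions farther away, among which most enhancers lie, 82.1% did (interval 81.7% to 82.5%). N24 regions in gene bodies and between genes had shares of 81.7% and 82.4%. Of the 2i regions, 90.6% of those at promoters (interval 90.1% to 91.0%) and 61.7% of those over 1 kb from a TSS (interval 61.3% to 62.1%) had an N24 region. With lists of the same length, these shares were 81.6% and 70.0% for N24 regions and 94.6% and 66.4% for 2i regions. N24-only regions lay at promoters in 11.2% of cases (interval 10.6% to 11.9%), in gene bodies in 37.5% and between genes in 44.3%, and 2i-only regions lay at promoters in 5.80% (interval 5.50% to 6.11%). *Pten*, the phosphatase gene deleted in the KO cells, had 3 shared, 2 N24-only and no 2i-only regions in WT cells. *Foxo1* had 4 shared, 3 2i-only and 2 N24-only regions, *Foxo3* had 6, 4 and 1 and *Foxo4* had 2 shared regions and no others.

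**Figure D3:**
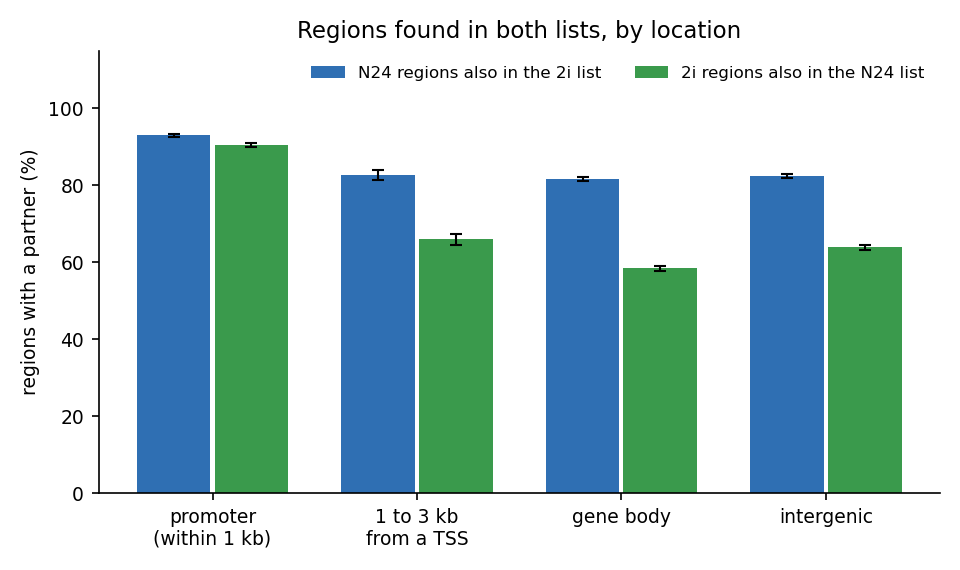
Percentage of regions with an overlapping region in the other list, by the location of the region's midpoint. Blue bars are N24 regions, green bars are 2i regions and error bars are 95% Wilson intervals. N24 regions stand at 93.0% at promoters and at 81.7% in gene bodies, and 2i regions at 90.6% and 58.4%.

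With promoters taken as 3 kb around a TSS, 18.2% of N24-only and 12.1% of 2i-only regions lay at promoters, and with TSSs of all gene types 8.95% of 2i-only regions did. After reporting the ATAC-seq signal in 2i, at N24 and in *Pten* KO cells, the paper proposes that FoxO TFs are unlikely to open chromatin as pioneer factors and may instead activate chromatin that is already open and poised.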

OCT4 and OTX2 are key regulators of general and formative pluripotency, respectively. OTX2 causes relocation of OCT4 from ESC- to EpiLC-specific enhancers upon the exit from the naïve state^39^. FoxO1 2i peaks showed a significant but relatively weak overlap with OCT4-bound ESC enhancers, and 4% of all OCT4-bound ESC enhancers were FoxO1 targets (Fig. 3e, f). In contrast, OCT4-bound EpiLC enhancers showed a stronger and highly significant overlap with FOXO1 at N24, and 12% of OCT4-bound EpiLC-enhancers were FoxO1 targets at N24 (Fig. 3f). A similarly large portion of 14% of OTX2-bound EpiLC enhancers were bound by FOXO1 at N24 (Fig. 3g, h). Moreover, our analysis clearly showed that colocalization of FOXO1 with OCT4 and OTX2 occurs nearly exclusively on enhancers, suggesting that FoxO TFs regulate enhancer activation in cooperation with pluripotency-state specific TFs.

Recently it was shown that *Esrrb*, originally identified as a naïve pluripotency-specific TF, performs additional functions in the initiation of the formative transcription programme^33^. To investigate whether FoxO TFs cooperate with ESRRB, we examined the overlap on chromatin between FOXO1 and ESRRB throughout the pluripotency continuum (Fig. 3i, j). These analyses showed that a significant 35% of 2i-specific and 38% of shared FoxO1 peaks are also bound by ESRRB in 2i (Fig. 3j). Regions bound by ESRRB at N48 still showed a highly significant overlap with FOXO1 binding, with 28% of shared FoxO1 peaks also decorated by ESRRB at N48. These FOXO1-ESRRB co-bound loci were in close proximity to, and thus potentially regulate, known formative (*Otx2*, *Dnmt3a*, *Lef1*) and naïve marker genes (*Nanog*, *Esrrb*, *Zfp42*, *Klf2*, *Klf4*, *Klf5*, *Tfcp2l1*, *Nr5a2*, *Prdm14*) (Supplementary Data 2). Co-bound regions consistently show an overall stronger binding intensity of FOXO1 and ESRRB and also exhibit higher overall H3K27ac and p300 levels compared to loci bound by only FOXO1 or only ESRRB (Supplementary Fig. 3i*)*. We also noted that regions only bound by ESRRB exhibited weaker ATAC-seq signal, indicating that ESRRB requires additional factors such as FOXO1 to achieve full chromatin activation. FOXO1-only bound regions, in turn, showed clear enhancer activity in 2i and at N24, suggesting that FOXO1 can work independently of ESRRB.

FoxO TFs have been shown to interact with the WNT pathway effector β-catenin to enhance transcriptional output^43^. In line with this, a highly significant 50% of all FOXO1-bound regions were also occupied by β-CATENIN (Fig. 3k), suggesting a functional interaction of FoxO TFs and β-catenin during the transition to formative pluripotency.

In sum, our findings reveal that FoxO TFs bind to a large set of enhancers that are activated upon the exit from naïve pluripotency. FoxO1 cooperates with core components of the naïve and formative TF-repertoire. We hypothesise that this is to ensure faithful firing of the formative GRN.

### FoxO TFs instruct rewiring of the naïve to the formative GRN

We next sought to identify the transcriptional consequences of FoxO TF induced changes to chromatin at the exit from naïve pluripotency. We specifically wanted to know which components of the formative state-specific GRN might be functionally dependent on regulation by FoxO TFs. To this end, we compared the changes in transcript levels upon exit from naïve pluripotency^28^ between distinct sets of FoxO1-bound genes as defined above. Overall, FoxO1 targets were highly enriched in genes differentially expressed within the first 24 h of ESC differentiation (Supplementary Fig. 4a). 2i-specific FoxO1 targets were overall downregulated at N24, while genes bound by FOXO1 at N24 showed an overall upregulation during naïve exit (Fig. 4a and Supplementary Fig. 4b). The expression of targets bound in both conditions (2i&N24) did not show a strong and consistent directional change in gene expression during the exit from naïve pluripotency. To further investigate the expression kinetics of FoxO1 target genes during the exit from naïve pluripotency, we followed their transcript levels across a 32 h differentiation time course at a 2 h-resolution^28^. We found that 2i-specific FoxO1 targets showed a largely continuous downregulation, N24-specific targets a continuous upregulation, and 2i&N24 targets a lack of clear directionality (Supplementary Fig. 4c).

**Fig. 4:**
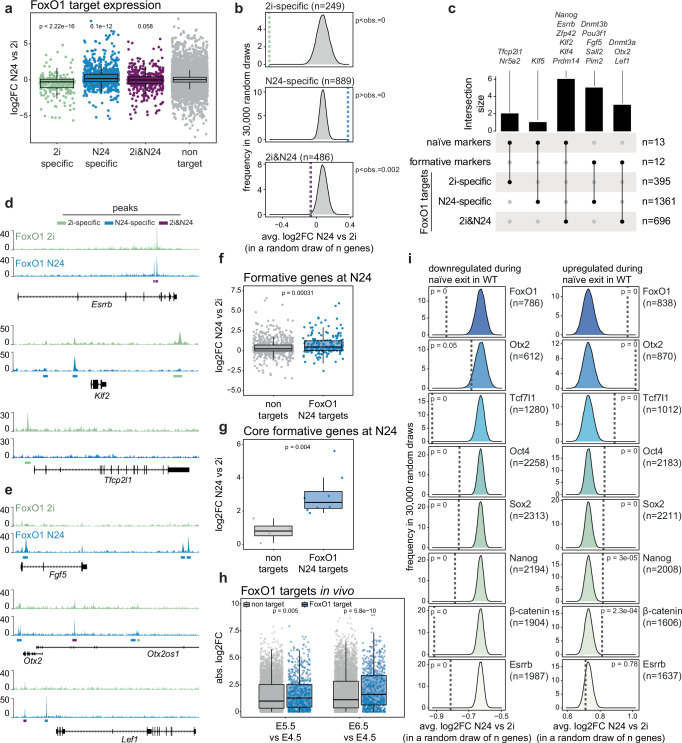
FoxO TF targets are key players in the naïve to formative pluripotency transition. **a** Boxplot illustrating expression of 2i-specific (*n* = 249, green), N24-specific (*n* = 889, blue), and 2i&N24 (*n* = 486, purple) FoxO1 targets in WT cells at N24, measured by RNA-seq. Data show log2FC relative to 2i and *p* values from Wilcoxon rank sum tests. Non-targets are shown in grey. **b** Bootstrapping analysis (30,000 draws) for gene-sets of the same size as the sample gene-sets (2i-specific, 249 genes; N24-specific, 889 genes; 2i&N24, 486 genes). The distribution of average log2FC is plotted, with *p* values indicating the probability of the predicted exceeding the measured effect-size. **c** Upset plot showing the overlap of FoxO1 targets with core naïve and formative markers. **d** Genome browser snapshots displaying FoxO1 ChIP-signal in WT on selected naïve markers in 2i (green) and N24 (blue). Called peaks are indicated (2i-only: green, N24-only: blue, shared: purple). **e** Genome browser snapshots showing FoxO1 ChIP-signal in WT cells on selected formative markers in 2i (green) and N24 (blue). Called peaks are indicated (2i-only: green, N24-only: blue, shared: purple). **f** Box plot depicting expression of formative genes (*n* = 832) in WT cells at N24, divided into FoxO1 N24 targets (blue) or non-targets (grey), as measured by RNA-seq. Data are shown as log2FC relative to 2i. *p* value from two-tailed Wilcoxon rank sum tests is indicated in the plot. **g** Box plot showing the expression of core formative genes (*n* = 12) in WT cells at N24, divided into FoxO1 N24 targets (blue) or non-targets (grey), measured by RNA-seq. Data are shown as log2FC relative to 2i. *p* value from two-tailed Wilcoxon rank sum test is indicated. **h** Box plot showing the expression of FoxO1 targets (*n* = 726, blue) and non-targets (*n* = 5061, grey) in E5.5 and E6.5 embryos^28,68^. Absolute log2FC relative to E4.5 are shown. *p* values from two-tailed Wilcoxon rank sum test are indicated. **i** Similar to (**b**), bootstrapping analysis (30,000 draws) for gene-sets of the same size as the sample gene-sets (*n* = group size). The distribution of average log2FC is plotted, with *p* values indicating the probability of the predicted exceeding the measured effect-size.

To further determine whether the observed gene expression changes were stronger than expected by chance, we computed the distribution of average log2 fold changes (log2FC) across 30,000 randomly sampled gene groups. Sampled gene groups were matched in size to different FoxO1 target groups (Fig. 4b) and individual genes were drawn from RNA-seq data comparing expression between 2i and N24. The results showed that 2i- and N24-specific FoxO1 targets by far exceed the levels of gene expression changes observed in any randomly sampled gene group. Specifically, FoxO1 2i targets are highly significantly more downregulated, and N24 FoxO1 targets are highly significantly more upregulated during the exit from naïve pluripotency than randomly selected gene sets. These findings suggest that FoxO1 binding is a major determinant of gene expression changes during differentiation.

Recent work reported transcriptome analysis of differentiating mESCs up to 96 h after 2i withdrawal and defined 6 distinct groups based on gene expression kinetics: naïve early and naïve late (downregulated early or late upon naïve exit), formative early and formative late (upregulated during naïve exit), committed early and committed late (upregulated late during naïve exit)^33^. We found that 2i-specific FoxO1 targets were enriched for naïve and formative early genes, whereas N24-specific and 2i&N24 FoxO1 targets were enriched for naïve early, formative (early and late) and committed early genes (Supplementary Fig. 4d).

As these results indicated a link between FoxO TFs and central components of the naïve and formative GRNs, we further tested whether FoxO1 binds and potentially regulates core members of the naïve or formative GRN. We found that 9 out of 13 core naïve marker genes (modified from ref. ^44^) were bound by FoxO1 in 2i (*Tfcp2l1*, *Nr5a2*), in both 2i and at N24 (*Nanog*, *Esrrb*, *Zfp42*, *Klf2*, *Klf4, Prdm14*) or only at N24 (*Klf5*) (Fig. 4c, d and Supplementary Data 2). N24-specific binding of *Klf5* might explain why this naïve marker gene is further up- instead of down-regulated, when nuclear FOXO1 is expressed in *Pten* KOs during differentiation (Supplementary Fig. 2l*)*. Conversely, 8 out of 12 key formative marker genes^44^ (hereafter referred to as core formative genes) were bound by FoxO1 at N24 (*Dnmt3b*, *Pou3f1*, *Fgf5*, *Sall2*, *Pim2*) or under both conditions (*Dnmt3a*, *Otx2*, *Lef1*) (Fig. 4c, e and Supplementary Fig. 4e). Notably, formative genes (early and late, as described above) and core formative genes that are direct FoxO1 targets showed a significantly stronger upregulation during the exit from naïve pluripotency than non FoxO1-targets (Fig. 4f, g).

Notably, in vivo FoxO1 targets are upregulated more strongly than non-targets between E4.5 and E5.5 (Fig. 4h). This is consistent with our previous results showing high nuclear FoxO1 levels in E4.75 blastocysts (Fig. 2d, e), and we hypothesise that transient nuclear localisation of FoxO1 in rosette-stage blastocysts at E4.75 facilitates the establishment of the formative post-implantation like pluripotency programme.

Among the FoxO1 targets, we identified a significant number of genes that were also found in a genetic screen for genes controlling the exit from naïve pluripotency, here referred to as ‘exit factors’ (Supplementary Fig. 4f)^28,29^. Among exit factors that are upregulated during naïve exit, FoxO1 targets showed significantly stronger regulation (Supplementary Fig. 4g). This suggests that FoxO TFs might function by facilitating the activity of multiple processes required for proper differentiation.

In total, 22% of genes differentially expressed between WT and *Pten* KOs at N24 were FoxO1 target genes (Supplementary Fig. 4h). Furthermore, those components of the core formative GRN that are FoxO1 targets exhibited a stronger deficiency in upregulation compared to non-targets in *Pten* mutant cells at N24 (Supplementary Fig. 4i). Further highlighting a causal link between inactivation of the FoxO-signalling axis in *Pten* KOs and the molecular defects observed in these mutants, FoxO1 2i target genes showed a significantly stronger downregulation compared to non-targets in *Pten* KO ESCs (Supplementary Fig. 4j, k).

To finally assay the impact of FoxO1 relative to other known master regulators of pluripotency, we again performed bootstrapping experiments, akin to the ones described above (Fig. 4b). We generated the distribution of average log2FC during naïve exit across 30,000 random sampled groups of genes, each matched to the size of the respective TF-target group (Fig. 4i). Our analyses show that FoxO1 targets exhibit both a stronger positive and negative transcriptional response during naïve exit than targets of well-established pluripotency TFs, such as OCT4, SOX2, ESRRB or NANOG. Only OTX2-bound genes exhibited a slightly stronger upregulation and TCF7L1- and β-CATENIN bound genes a stronger downregulation than FoxO1 target genes. Notably, even within OTX2-bound genes, genes co-bound by OTX2 and FOXO1 showed the strongest transcriptional upregulation, suggesting an interaction between OTX2 and FOXO1 at the initiation of the formative GRN (Supplementary Fig. 4l). Genes co-bound by FOXO1 and TCF7L1 in ESCs showed a significantly stronger transcriptional downregulation during differentiation compared to single factor targets and non-targets (Supplementary Fig. 4m), suggesting a cooperative role of FOXO1 and TCF7L1 in silencing the naïve pluripotency specific GRN. Together, these data support a dual role for FoxO1 in activation of the formative and silencing of naïve specific genes, depending on the chromatin context.

In sum, our data suggest that FoxO1 acts as a key regulator of the naïve to formative transition by binding to and regulating major components of the naïve and formative-specific GRNs. This function is potentially performed in cooperation with core pluripotency TFs such as OCT4, ESRRB, NANOG, TCF7L1 and OTX2 which are known to regulate multiple pluripotency states and transitions. Our analysis further indicates that the effect size of FoxO1 regulation surpasses that of most other core pluripotency TFs. Together, this positions FoxO1 as central TF to regulate the transition from naïve to formative pluripotency.

### FoxO TFs are required for proper exit from naïve pluripotency

To investigate a potential requirement for *FoxO1* for the transition from naïve to formative pluripotency, we analysed the differentiation capacity of ESCs after FoxO1 depletion. To this end, we turned to knockdown (KD) experiments using short-interfering RNAs (siRNAs). Treatment with siRNAs against *FoxO1* resulted in the downregulation of transcript and protein levels (Supplementary Fig. 5a, b). Cells with reduced levels of *FoxO1* (siFoxO1) retained higher expression of Rex1-GFP at N24 compared to cells treated with scrambled siRNAs (siScr), suggesting that *FoxO1* is required for proper exit from naïve pluripotency (Fig. 5a).

**Fig. 5:**
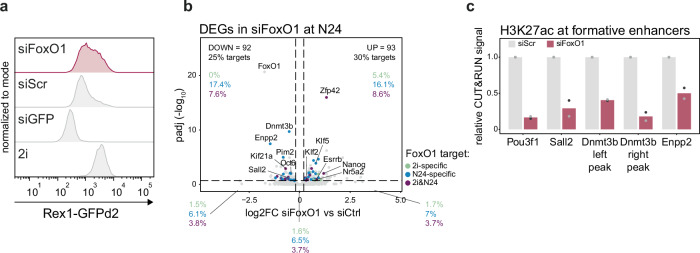
Interference with FoxO1 nuclear shuttling impairs the transition from the naïve to the formative GRN. **a** Flow cytometry analysis of Rex1-GFP levels in WT cells transfected with control (siGFP and siScr, grey) or siRNAs targeting FoxO1 (siFoxO1, red). One representative of *n* = 3 independent experiments is shown. **b** Volcano plot showing RNA-seq data of WT cells at N24, treated with siRNA against *FoxO1*. DEGs (*p* adj. ≤ 0.2) that are bound by FoxO1 are colour coded depending on whether they are bound only in 2i (green), only at N24 (blue) or in both conditions (purple). Selected naïve and formative genes are indicated in the plot. For each quadrant, percentages (%) of FoxO1 2i-only, N24-only and 2i&N24 targets are indicated. **c** CUT&RUN analysis of H3K27ac levels on indicated enhancers after FoxO1 siRNA treatment. Signal was normalised to a genomic background region that did not exhibit any H3K27ac signal in WT cells. Data were further normalised to a H3K27ac peak found in *Drosophila* spike-in cells. Data are shown as relative to siScr control. *n* = 2 biological replicates. An independent experiment with further *n* = 2 biological replicates shown in Supplementary Fig. 5g.

KEGG pathway enrichment analysis after RNA-seq analysis of FoxO1-siRNA treated cells at N24 showed that upregulated genes were enriched for signalling pathways associated with pluripotency maintenance (Supplementary Data 1), confirming the differentiation defect. Further consistent with the differentiation delay upon FoxO1 depletion, we observed that naïve pluripotency markers failed to be down- and formative markers upregulated upon FoxO1 KD (Supplementary Fig. 5c). Both genes that were up- and downregulated upon FoxO1 depletion were highly enriched in FoxO1 ChIP-seq targets (Fig. 5b and Supplementary Fig. 5d), with 30% and 25%, respectively, being bound by FOXO1.

Overall, genes up- or downregulated in *Pten* KOs at N24 were also up- or downregulated in siFoxO1-treated cells at N24 (Supplementary Fig. 5e) and FoxO1 target genes showed a stronger deregulation in the absence of either *Pten* or *FoxO1* compared to non-targets (Supplementary Fig. 5f). This further supports the proposition that the *Pten* KO phenotype is caused, in part, by misregulated FoxO TF localisation.

To evaluate whether activation of formative-specific enhancers depends on FoxO1 action, we performed CUT&RUN experiments. We assayed H3K27ac levels as a proxy for enhancer activity on a set of known formative gene enhancers in presence and after depletion of *FoxO1*. These experiments showed that indeed activity of enhancers of *Dnmt3b*, *Pou3f1* and *Sall2* and the enhancer of the known FoxO1 target *Enpp2* are dependent on normal *FoxO1* levels (Fig. 5c and Supplementary Fig. 5g).

Together, our results show that proper levels of FoxO1 are required for the effective exit from naïve pluripotency and that loss of FoxO1 abrogates proper formative pluripotency-specific enhancer activation.

### Formative GRN activation by forced nuclear FoxO1 shuttling

If nuclear shuttling of FoxO TFs is indeed involved in initiating the formative GRN, then artificial inactivation of AKT in the naïve pluripotent state and consequent nuclear accumulation of FoxO TFs should trigger expression of formative-specific genes. To test this hypothesis, we performed RNA-seq after treatment with the AKT inhibitor MK-2206 in 2i and at N24. Consistent with data shown before (Supplementary Fig. 2f), PCA analysis indicated that MK-2206 treatment propelled cells towards a more differentiated state, both when added to naïve ESCs and to cells exiting naïve pluripotency. (Supplementary Fig. 6a). Importantly, FoxO1 targets identified by ChIP-seq represented 27% and 30% of all deregulated genes upon MK-2206 treatment in 2i cells or at N24, respectively (Fig. 6a). Moreover, 44 out of the 105 DEGs in 2i that were not direct FoxO1 targets were differentially expressed during naïve exit in WT cells. MK-2206 treatment in the naïve state led to a highly significant upregulation of FoxO1 N24 targets but had less of an impact on genes that are already FoxO1 targets in 2i (Fig. 6b).

**Fig. 6:**
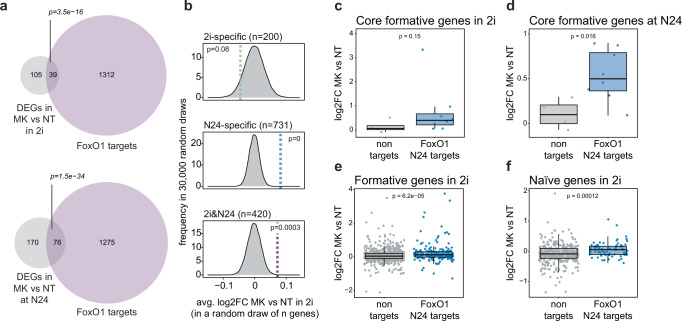
Enforcing nuclear FoxO1 shuttling impairs the transition from the naïve to the formative GRN. **a** Venn diagrams showing the overlap between FoxO1 targets (purple) and genes differentially expressed upon MK-2206 treatment in 2i (top) or at N24 (bottom) (DEGs, *p* value ≤ 0.05, grey). *p* values derived from hypergeometric tests of the overlaps are indicated. **b** Bootstrapping analysis (30,000 draws) of gene-sets of the same size as the sample gene sets (2i-specific, 200 genes; N24-specific, 731 genes; 2i&N24, 420 genes). The distribution of average log2FC is plotted. Empirical *p* values for the observed log2FC changes in FoxO1 target gene groups are shown. **c** Box plot showing the expression of core formative genes (*n* = 12) in WT cells after MK-2206 treatment in 2i, divided into FoxO1 N24 targets (blue) and non-targets (grey). Data are shown as log2FC relative to NT cells. *p* value from two-tailed Wilcoxon rank sum test is indicated. **d** Box plot showing the expression of core formative genes (*n* = 12) in WT cells after MK-2206 treatment at N24, divided into FoxO1 N24 targets (blue) or non-targets (grey). Data are shown as log2FC relative to NT cells. *p* value from two-tailed Wilcoxon rank sum test is indicated. **e** Box plot showing the expression of formative genes (*n* = 814) in WT cells treated with MK-2206 in 2i, divided into FoxO1 N24 targets (blue) or non-targets (grey). Data are shown as log2FC relative to NT cells. *p* value from two-tailed Wilcoxon rank sum test is shown. **f** Box plot showing the expression of naïve genes (*n* = 411) in WT cells treated with MK-2206 in 2i, divided into FoxO1 N24 targets (blue) or non-targets (grey). Data are shown as log2FC relative to NT cells. *p* value from two-tailed Wilcoxon rank sum test is indicated.

Core formative FoxO1 targets *Pou3f1*, *Pim2*, *Dnmt3b*, *Lef1*, *Fgf5*, *Otx2* and *Sall2* showed a stronger response to MK-2206 treatment in both 2i and at N24 than non-targets (*Hes6*, *Sox12*, *Sox3*, *Tead2*) (Fig. 6c, d). Consistent results were obtained using a larger set of formative-specific genes (Fig. 6e). Interestingly, FoxO1-bound components of the naïve GRN also showed a positive response to MK-2206 treatment in 2i medium (Fig. 6f). A specific response to FoxO signalling rather than mTORC1 deregulation is shown by the fact that treatment with Rapamycin had no specific effect on FoxO1 targets (Supplementary Fig. 6b). Together, this suggests that AKT inhibition and subsequent nuclear FOXO1 translocation is sufficient to initiate major components of the formative GRN, even in ground state culture conditions in 2i medium.

In sum, our work uncovers a role for FoxO TFs downstream of AKT signalling in facilitating the transition from a naïve to a formative pluripotency specific GRN. Our data shows that this is achieved by FoxO1 targeting and regulating large parts of the formative and naïve specific GRNs. Hence, FoxO TFs are pivotal factors in mediating the transition from naïve to formative pluripotency.

## Discussion

In this work, we uncovered a mechanism through which PTEN-mediated AKT regulation controls the transition from naïve to formative pluripotency by regulating nuclear FoxO TF localisation. We demonstrate that FoxO TFs play a fundamental role in orchestrating the exit from naïve pluripotency. Their activity is precisely gated by the activity of PTEN and released once the exit from naïve pluripotency commences (Fig. 7). We propose a mechanism for FoxO1 akin to an actuator in mechanical systems that converts control signals into physical action. Accordingly, FoxO1 acts as an actuator by converting signalling inputs into biological outcomes. By facilitating coordinated dismantling of the naïve and ordered establishment of the formative GRNs, FoxO1 ensures timely and faithful differentiation.

**Fig. 7:**
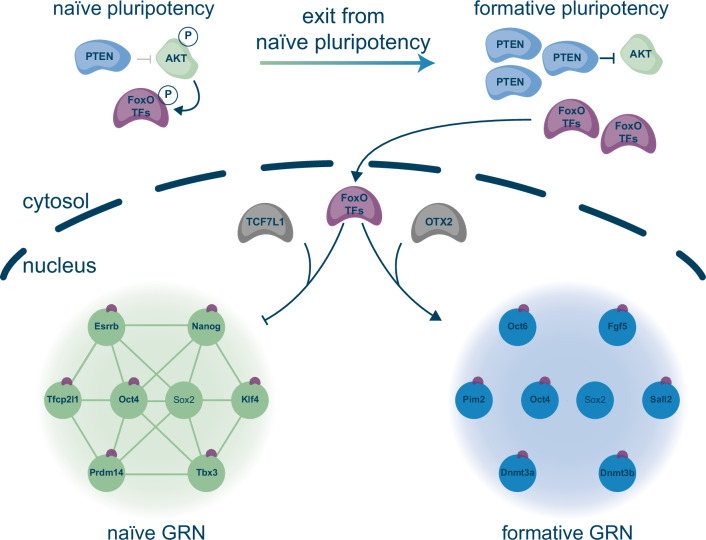
AKT signalling regulation of the naïve to formative pluripotency transition through FoxO TFs. Schematic illustration of the proposed model of FoxO TF action at the exit from naïve pluripotency.

FoxO TFs are well-established regulators of multiple fundamental cellular processes including stress response, DNA repair, cell cycle and apoptosis, metabolism and ageing^45^. Although mostly studied for their role in apoptosis, longevity, and cancer, previous studies have reported a function for FoxO TFs in the regulation of cell fate^38,46–51^. A recent report has shown an important role for FoxO1 in regulating diapause in mouse embryos^52^. Moreover, consistent with a role in establishing formative pluripotent identity, FoxO TFs are reported inhibitors of reprogramming to a naïve pluripotent ESC state^53,54^.

FoxO4 was proposed to be the only FoxO TF family member necessary for human ESC differentiation into the neuronal lineage^49^, whereas FoxO1 depletion resulted in loss of ESC pluripotency in human and mouse ESCs^51^. Consistent with the latter findings, we could not establish FoxO1 KO ES cells. We cannot exclude that this was due to technical rather than biological hurdles, but note that exclusively in 2i, FoxO1 binds to a number of E3-ligases including *Mdm2*, *Fbx17* and *Huwe1* and REACTOME pathway analysis of 2i-only bound genes shows an enrichment for the term ‘Regulation of TP53 Expression and Degradation’. This could indicate a possible role for FoxO1 in maintenance of proper protein homoeostasis or cell cycle control in ESCs.

Relocating transcription factors from the cytoplasm to the nucleus or vice versa allows cells to rapidly respond to changes in signalling inputs by providing a cell state switch with rapid on-off kinetics. A relevant example is the regulation of TFE3, a bHLH transcription factor that is relocated from the nucleus to the cytoplasm. TFE3 is found in the nucleus of naïve ESCs, where it sustains the naïve GRN via transcriptional control of *Esrrb*^27^. Induced by a metabolic shift, mTORC1-dependent and mTORC1-independent nutrient-sensing pathways converge to cause TFE3 export from the nucleus, thus contributing to the extinction of the naïve GRN^27,31^. Whether the export of TFE3 and the import of FoxO TFs are coordinated remains an interesting open question.

Once translocated to the nucleus, FoxO TFs play key roles in the establishment of the formative GRN and contribute to the expression of many genes that are themselves required for the exit from naïve pluripotency. Our ChIP-seq experiment revealed that FoxO1 binds to multiple genomic locations even in naïve conditions and that FoxO1 2i targets are part of the core naïve TF-network. Hence, FoxO1 could be necessary for the maintenance of naïve identity by directly regulating the naïve TF-network. However, FoxO TFs remain bound to multiple core naïve genes even 24 h after the onset of differentiation, when most of them have been transcriptionally inactivated. These binding dynamics pose the question of whether FoxO TFs can act not only as activators, but also as repressors depending on cellular context. Such a role is consistent with the large cohort of naïve TFs bound by FoxO TFs during differentiation, the observed downregulation of several naïve genes upon FoxO1 nuclear overexpression and the increased levels of FoxO TF-bound core naïve genes after FoxO1 siRNA treatment.

But how can such a silencing function be reconciled with the fact that FoxO TFs are mainly known as activators of gene expression? In a recent study on human transcriptional effector domains it was shown that FoxO1 can display activator and repressor activity^55^. Hence, whether FoxO TFs act as activators or repressors might depend on cellular environment, post-translational modifications, or on the co-binding of other TFs and co-factors. This potential dual role of FoxO TFs in mediating both activation and silencing will be an exciting question for future research.

Our data show that many FoxO TF-bound genomic regions are enhancers that are also bound by ESRRB, OCT4, NANOG, OTX2, β-CATENIN and TCF7L1. This places FoxO TFs as a core component of both naïve and formative GRNs. β-CATENIN was reported to physically interact with FOXO4^56,57^ to increase its activity^43^. Interaction between FoxO TFs and TCF transcription factor derived peptides, in turn, was reported to disrupt β-CATENIN condensate formation, thereby interfering with β-catenin-driven gene expression^58^. Consistent with a repression enhancing role for *FoxO1* in cooperation with *Tcf7l1*, FOXO1-TCF7L1 co-bound genes show a significantly stronger downregulation compared to single factor targets. These results are exciting, because they suggest that AKT regulates Wnt signalling not only through phosphorylation of GSK3 but achieves both positive and negative regulation of Wnt signalling target genes through interaction of FOXO1 with β-CATENIN and TCF7L1, respectively.

It is also tempting to speculate about a function for cytoplasmic phosphorylated FoxO TFs, which are abundant in the naïve state. Cytoplasmic phosphorylated FoxO TFs can bind to the scaffold protein IQGAP1, and this interaction prevents IQGAP1-mediated ERK-activation^59^. Such an interaction would enable cytoplasmic phospho-FoxO to stabilise naïve identity by inhibiting ERK signalling. Nuclear translocation of FoxO TFs at the onset of differentiation would release ERK inhibition and facilitate the exit from naïve pluripotency. Hence, FoxO nuclear shuttling could execute a dual role to firstly transcriptionally control the naïve and formative core GRNs, and secondly to allow ERK to exert its crucial function at the exit from naïve pluripotency. This would position FoxO TFs as a central cell fate switch that can both shield naïve identity and disrupt it under differentiation-permissive conditions but remains pure speculation.

FoxO TFs are classically seen as tumour suppressors, but a pro-tumorigenic role has been proposed^60,61^. Whether the control of cell fate specific programmes in response to a shift in signalling states, as reported here, contributes to the role of FoxO TFs in tumour biology remains to be investigated.

Our work shows that AKT functionally controls at least two major regulatory axes that regulate the transition to post-implantation-like pluripotency, mTORC1 and FoxO TFs. Our epistasis experiments suggest only a minor role for GSK3, which was reported before^23^. However, in the absence of experimental evidence, we cannot formally exclude a contribution of other targets apart from mTORC1 and FoxO TFs that might contribute to proper cell fate transition to formative identity.

Interestingly, FoxO1 is not only regulating embryonic peri-implantation development, but also acts on the maternal side of the pregnancy as critical regulator of endometrial receptivity in vivo^62,63^. This suggests a concomitant pivotal dual role for FoxO1 at the time of implantation: to initiate post-implantation epiblast fate in the embryo and to prepare the uterus for proper implantation of the same.

In sum, our work highlights a previously unappreciated role of AKT in safeguarding pluripotency by ensuring cytoplasmic sequestration of FoxO TFs. Upon nuclear translocation, FoxO TFs play a key role in the shutdown of the naïve pluripotent identity and the initiation of the formative gene expression programme. Our findings place FoxO transcription factors, and specifically FoxO1, as a crucial component of the pluripotency TF-network with a pivotal role to instruct formative fate. Signalling-instructed translocation of lineage determining TFs such as FoxO1 provides a paradigm that allows the precise and effective control of delicately balanced GRNs that govern stem cell transitions.

## Methods

### Cell culture

Mouse embryonic stem cells (mESCs) were cultured on gelatin-coated (Sigma-Aldrich, G1890) plates in DMEM high-glucose medium (Sigma-Aldrich, D5671) supplemented with 10% FBS (Gibco, 10270-106), 2 mM L-Glutamine (Sigma-Aldrich, G7513), 0.1 mM NEAA (Sigma-Aldrich, M7145), 1 mM Sodium Pyruvate (Sigma-Aldrich, S8636), 10 µg/ml penicillin-streptomycin (Sigma-Aldrich, P4333), 55 µM β-mercaptoethanol (Fisher Scientific, 21985-023), 10 ng/ml LIF (batch tested, in-house) and 2i (1.5 μM PD0325901 and 3 μM CHIR99021), referred to here as ES DMEM-2i medium. mESCs were passaged every second day and routinely tested negative for mycoplasma infection^28,64^.

All cell lines used in this study were derived from a parental cell line carrying a Rex1-GFPd2 reporter (destabilised version of the GFP transgene (GFPd2) under control of the endogenous Rex1 promoter^22^) and a Cas9 transgene (EF1alpha-Cas9 cassette targeted to the Rosa26 locus (RC9 cells)^30^. Cells lacking *Pten*, *Tsc2* or *Tcf7l1* (*Pten* KO, *Tsc2* KO and *Tcf7l1* KO) had been generated previously^28^. Pten-rescue cell lines were generated by cloning the *Pten* coding sequence (amplified by PCR from RC9 genomic DNA) into a pCAG-3xFLAG-empty-pgk-hph vector^27^.

All work reported here complies with all relevant ethical regulations applicable to research conducted at the Max Perutz Laboratories and the University of Vienna. All animal experiments were approved by the IMP/IMBA animal house and performed in accordance with institutional guidelines.

### Monolayer differentiation

mESCs were plated on gelatin-coated plates at a final density of 1 × 10^4^ cells/cm^2^ in N2B27 medium (1:1 mix of DMEM/F12 (Gibco, 21331020) and Neurobasal medium (Gibco, 21103049) supplemented with N2 (homemade), B27 Serum-Free Supplement (Gibco, 17504-044), 2 mM L-Glutamine (Sigma-Aldrich, G7513), 0.1 mM NEAA (Sigma-Aldrich, M7145), 10 µg/ml penicillin-streptomycin (Sigma-Aldrich, P4333), 55 µM β-mercaptoethanol (Fisher Scientific, 21985-023)) and 2i (1 μM PD0325901 and 3 μM CHIR99021), here referred to as N2B27-2i medium. The following day, cells were washed with PBS and medium was exchanged to either N2B27 without 2i to induce differentiation for the indicated time, or to fresh N2B27-2i for undifferentiated controls.

### Rapamycin treatment

mESCs were plated on gelatin-coated plates in N2B27-2i + DMSO (Sigma-Aldrich, D2650) or N2B27-2i + 20 nM Rapamycin (Enzo Life Sciences, BML-A275-0005). The following day, cells were washed with PBS and medium was exchanged to N2B27 + DMSO or N2B27 + 20 nM Rapamycin to induce differentiation for the indicated time.

### MK-2206 treatment

mESCs were plated on gelatin-coated plates in N2B27-2i or N2B27-2i + 1 μM MK-2206 (Cayman Chemical, 11593). The following day, cells were washed with PBS and medium was exchanged to either N2B27 or N2B27 + 1 μM MK-2206 to induce differentiation for the indicated time, or to N2B27-2i or N2B27-2i + 1 μM MK-2206 for the undifferentiated controls.

### RNAi assay

mESCs were plated on gelatin-coated plates in N2B27-2i and transfected with FlexiTube siRNAs (Qiagen) using DharmaFECT 1 (Fisher Scientific, T-2001). The next day, cells were washed with PBS and medium was exchanged to either N2B27 without 2i to induce differentiation, or fresh N2B27-2i for the undifferentiated controls. Two siRNAs targeting FoxO1 (SI01005200, SI02694153) were used at a final concentration of 20 nM. As controls, siRNAs targeting GFP (siGFP) or scrambled siRNAs (siScr) were used.

### Expression of nuclear FoxO1

A FoxO1 coding sequence carrying three mutations (T24A, S253D and S316A) was cloned from an Addgene vector (Plasmid #12149)^65^ into a pB-TetOn-3xFLAG-Empty-PolyA-Puro vector. The resulting plasmid, here referred to as 3xFLAG-FoxO1^nuc^, was transfected into RC9 and *Pten* KO cells. Single cell derived, independent clones were selected and expanded for further experiments. For experiments in differentiation-permissive conditions, RC9-based and *Pten* KO-based clones were plated on gelatin-coated plates in N2B27-2i. The following day, cells were washed with PBS and medium was exchanged to N2B27 with or without 500 ng/ml of doxycycline (Sigma-Aldrich, D9891). After 8 h, medium was changed to N2B27, and cells were differentiated for further 16 h. For the experiments in naïve conditions, RC9-based clones were plated in N2B27-2i and cultured for 48 h. The last 8 h before harvesting, 500 ng/ml of doxycycline was added to the medium.

### Flow cytometry analysis

After the indicated amount of time in differentiation (N2B27-based) or control (N2B27-2i-based) medium conditions, cells were harvested using 0.25% trypsin/EDTA and resuspended in ES-DMEM medium to neutralise trypsin. Rex1-GFPd2 levels were measured using the LSR Fortessa flow cytometer (BD bioscience) and then analysed with the FlowJo software (v10, BD bioscience).

### Real-time PCR analysis

After the indicated amount of time in differentiation (N2B27-based) or control (N2B27-2i-based) medium conditions, cells were washed with PBS and harvested in RNA Lysis buffer containing 1% (v/v) 2-mercaptoethanol and stored at −80 °C before isolation of RNA. RNA was extracted using the ExtractMe kit (Blirt, EM15) following the manufacturer’s instructions. 0.25–1 µg of RNA was reverse-transcribed into cDNA using the SensiFAST cDNA Synthesis Kit (Bioline, BIO-65054). Real-time PCR was performed on the CFX384 Touch real-time PCR detection system (Bio-Rad) using the Sensifast SYBR no Rox kit (Bioline, BIO-98020). Data analysis and visualisation was performed using Microsoft Excel (Office 365) and R (v4.2.2). Used primers are listed in Supplementary Data 3.

### Immunoblotting analysis

After the indicated amount of time in differentiation (N2B27-based) or control (N2B27-2i-based) medium conditions, cells were washed with PBS and harvested in 1x RIPA buffer (Sigma-Aldrich, 20-188) supplemented with Complete Mini EDTA-free protease inhibitor cocktail (Roche, 04693159001) and PhosSTOP (phosphatase inhibitor cocktail (Roche, 04906845001). Protein extraction was performed by incubating the samples on ice for 15 min and then collecting the supernatant after centrifugation at 14,000 × *g* at 4 °C for 30 min. Protein concentration was determined using a Bradford Assay (Bio-Rad). Eight to twenty µg whole cell lysates were separated on 8–12% SDS–PAGE gels (depending on the molecular weight of the target proteins) and subsequently blotted on 0.2 µm nitrocellulose membranes (Amersham). Membranes were blocked at RT for 1 h with 5% milk diluted in PBS (Sigma-Aldrich, P4417) containing 0.1% Tween-20 (PBS-T). Primary antibodies were incubated overnight at 4 °C or for 1 h at room temperature (RT). Secondary antibodies were incubated for 1 h at RT. The following primary antibodies were diluted in PBS-T containing 5% BSA and used 1:1000 for anti-phospho-Akt(Ser473) (rabbit; Cell Signalling, 4058), 1:1000 for anti-phospho-Akt(Thr308) (rabbit; Cell Signalling, 13038), 1:1000 for anti-pan-Akt (rabbit; Cell Signalling, 4691), 1:1000 for anti-phospho-GSK3β(Ser9) (rabbit; Cell Signalling, 9336), 1:1000 for anti-GSK3β (rabbit; Cell Signalling, 12456), 1:1000 for anti-phospho-4E-BP1(Ser65) (rabbit; Cell Signalling, 9451), 1:1000 for anti-4E-BP1 (rabbit; Cell Signalling, 9644), 1:1000 for anti-phospho-p70 S6 kinase(Thr389) (rabbit; Cell Signalling, 9234), 1:1000 for anti-p70 S6 kinase (rabbit; Cell Signalling, 2708), 1:1000 for anti-PTEN (rabbit; Cell Signalling, 9559), 1:1000 for anti-TSC2 (rabbit; Cell Signalling, 4308), 1:1000 for anti-FoxO1 (rabbit; Cell Signalling, 2880), 1:1000 for anti-phospho-FoxO1(Ser256) (rabbit; Cell Signalling, 9461) and 1:1000 for anti-FoxO3a (rabbit; Cell Signalling, 2497). The following primary antibodies were diluted in PBS-T containing 5% milk and used 1:1000 for anti-Oct4 (rabbit; Abcam, ab19857), 1:5000 for anti-Tubulin (mouse; Sigma-Aldrich, T8203), 1:10,000 for anti-GAPDH(G-9) (mouse; Santa Cruz Biotechnology, sc-365062) and 1:10,000 for anti-Vinculin(H-10) (mouse; Santa Cruz Biotechnology, sc-25336). Secondary antibodies were diluted in 5% milk and used 1:10,000 for anti-rabbit IgG (Amersham, NA934) and 1:15,000 for anti-mouse IgG (goat; Santa Cruz Biotechnology, sc-2064). Chemiluminescence signal was detected using the ECL Select detection kit (GE Healthcare, GERPN2235) with a ChemiDoc system (Bio-Rad). Data analysis was performed using ImageLab (v5.2.1). Uncropped images are available in the Source Data File.

### Immunofluorescence analysis

mESCs were plated at a final density of 1 × 10^4^ cells/cm^2^ on fibronectin-coated (MM Merck Millipore, FC010) µ-Slide 8 Well Glass Bottom Chamber Slides (Ibidi, 80827) in N2B27-2i medium. The following day, cells were washed with PBS and medium was exchanged to either N2B27 without 2i to induce differentiation, or to fresh N2B27-2i for the undifferentiated controls. After the indicated amount of time, cells were washed with PBS and fixed for 15 min at RT with freshly diluted 4% PFA (16% paraformaldehyde diluted in 1:4 in PBS) (SCI Science Services, E15710). Cells were washed in PBS and subsequently permeabilized with PBS containing 0.1% Triton-X for 10 min at RT. Cells were washed 3x in PBS-T and then blocked using PBS-T containing 5% BSA (blocking buffer) for 30 min at 4 °C. Primary antibodies were incubated overnight at 4 °C. Cells were washed 3x with PBS-T. Secondary antibodies were incubated for 1 h at RT. Cells were washed 2x with PBS-T. Nuclei were stained with 1 µg/ml DAPI (Sigma-Aldrich, D9542) for 10 min at RT. Cells were washed 3x with PBS and stored in PBS at 4 °C until the image acquisition procedure. Primary and secondary antibodies were diluted in blocking buffer and used 1:100 for anti-FoxO1 (rabbit; Cell Signalling, 2880), 1:100 for anti-ESRRB (mouse; R&D Systems, PP-H6705-00), 1:250 for anti-FLAG M2 (mouse; Sigma-Aldrich F1804), 1:200 for anti-NANOG (rabbit; NovusBio, NB100-58842), 1:500 for anti-mouse Alexa-555 (donkey; Cell Signalling, 4409), 1:500 for anti-rabbit Alexa-647 (goat; Cell Signalling, 4414). Images were acquired using a Zeiss LSM 980 confocal microscope with a Plan-Apochromat 63x/1.4 Oil DIC M27 (WD 0.19 mm) objective. Images were analysed using Fiji/ImageJ (v2.9.0/1.54f). For quantifying the nuclear intensity of the stained proteins, segmentation was performed on the DAPI channel with cellpose with the following settings: cell diameter (in pixels) = 170, flow_threshold = 0.4, cellprob_threshold = 0.0, stitch_threshold = 0.0, model = cyto2. The obtained nuclei outlines were imported into Fiji/ImageJ and used to create mask objects. The latter were used to measure the mean fluorescence intensity of each nucleus in all recorded channels. Nuclei out of focus were manually removed from the analysis. Data analysis and visualisation was subsequently performed in R.

### Intracellular staining

After the indicated amount of time in differentiation (N2B27-based) or control (N2B27-2i-based) medium conditions, cells were harvested using 0.25% trypsin/EDTA and resuspended in ES-DMEM medium to neutralise trypsin. Cells were centrifuged, and cell pellets were washed twice with PBS before fixation with 2% PFA for 15 min at RT. Cells were washed with FACS buffer (PBS containing 5% BSA) and subsequently permeabilized with ice-cold MeOH for 10 min on ice. After 3 washes in FACS buffer, cells were incubated in FACS buffer for 10 min in the dark. Subsequently, cells were incubated with primary antibodies for 1 h at RT. Cells were then washed 3x with FACS buffer and incubated with secondary antibodies for 15 min on ice. Cells were washed 3x with FACS buffer and stored in FACS buffer until flow cytometry analysis at the LSR Fortessa flow cytometer. Primary and secondary antibodies were diluted in FACS buffer and used 1:100 for anti-phospho-Akt(Ser473) (rabbit; Cell Signalling, 4058) and 1:500 for anti-rabbit Alexa-647 (goat; Cell Signalling, 4414). Flow cytometry data was analysed with the FlowJo software. Mean fluorescence intensities (MFI) for stained samples were calculated by subtracting the MFI of their relative controls (cells stained only with the secondary antibody). Data analysis and visualisation was performed in R.

### Embryo staining

Blastocysts from B6CBAF1 mice were isolated at embryonic stages E3.5, E4.5, E4.75 and E5.5. The samples were fixed with 4% paraformaldehyde for 30 min and stored in 1X PBS at 4 °C. To prepare samples for IF, they were permeabilized with 0.3% PBST (PBS + Triton) for 60 min at room temperature before incubating with Blocking buffer (10% Donkey Serum, in 0.3% PBST) for 3 h. Primary antibody incubation was performed overnight at 4 °C in blocking buffer. All primary antibodies were used at a dilution of 1:200. Prior adding the secondary antibody, samples were washed three times with 0.3% PBST.

The embryos were incubated with the secondary antibody for 1 h at room temperature before washing three times with 0.3 % PBST. All the secondary antibodies and Hoechst staining were used at a dilution of 1:300. The samples were then stored at 4 °C in PBS prior imaging. The following antibodies were used: Gata4 (Monoclonal, Mouse, Santa Cruz Biotechnology, sc-25310) + Secondary Ab (Anti-Mouse, Donkey, AF 647, Invitrogen A31571), Cdx2 (Monoclonal, Mouse, Emergo Europe/BioGenex MU392A-5UC) + Secondary Ab (Anti-Mouse, Donkey, AF 647, Invitrogen A31571), FoxO1 (rabbit C29H4) + Secondary Ab (Anti-Rabbit IgG, Donkey, AF 568, Invitrogen A10042), Sox2 (Monoclonal, Rat Invitrogen 14-9811-82) + Secondary Ab (Anti-Rat, Donkey, AF 488, Invitrogen A21208), Hoechst (Life Technology Corporation, 33342). Images were obtained on an Olympus spinning disk confocal (inverted) with 40x/0.75 (Air) WD 0.5 mm objective. Images were analysed using Fiji/ImageJ (v2.0.0/1.53t). For each embryonic stage, at least 3 embryos were analysed. Single nuclei were manually segmented at multiple z-sections, and the mean intensity was calculated using the Fiji Measure tool.

### Nucleo-cytoplasmic fractionation

Subcellular fractionation experiments were performed following a protocol adapted from Rockland (https://www.rockland.com/resources/nuclear-and-cytoplasmatic-extract-protocol/). A total of 1 × 10^4^ cells/cm^2^ of WT and *Pten* KO cells were plated in 10 cm gelatine-coated plates. The next day, cells were washed with PBS and medium was exchanged to either N2B27 without 2i to induce differentiation, or to fresh N2B27-2i for the undifferentiated controls. After 24 h cells were harvested. 1/20 of cells were processed as described above for total protein extraction. The rest was used for the nucleo-cytoplasmic fractionation. Cell pellets were resuspended in 5 pellet volumes of CE buffer adjusted to pH 7.6 (10 mM HEPES, 60 mM KCl, 1 mM EDTA, 0.075% NP-40, 1 mM DTT, 1 mM PMSF) and incubated on ice for 3 min. Samples were pelleted by centrifugation at 300 × *g* for 4 min at 4 °C and the supernatant (the cytoplasmic fraction) was transferred to clean tubes. The nuclei were washed carefully with 5 pellet volumes of CE buffer (without NP-40), and then pelleted at 300 × *g* for 4 min at 4 °C. The supernatant was discarded, and the nuclei were resuspended in 1 pellet volume of NE buffer adjusted to pH 8.0 (20 mM Tris Cl, 420 mM NaCl, 1.5 mM MgCl2, 0.2 mM EDTA, 1 mM PMSF, 25% glycerol) and the salt concentration was then adjusted to 400 mM with 5 M NaCl. An additional pellet volume of NE buffer was added to the extracts before incubating them for 10 min on ice. The extracts were vortexed every 3 min during the incubation time. Both cytoplasmic and nuclear fractions were spun at maximum speed to pellet any remaining nuclei. Cytoplasmic and nuclear fractions were transferred to clean tubes; 20% glycerol was added to the cytoplasmic fraction. Both fractions were stored at −80 °C.

### RNA-sequencing analysis

For differentiation experiments using RC9, *Pten* KO and *Tsc2* KO cells, and for the 2h-resolved time course, count tables generated in a previous study were used^28^. QuantSeq analysis was performed for all the other RNA-seq experiments described in the manuscript. For the Rapamycin experiment, WT, *Pten* KO and *Tsc2* KO cells treated with DMSO or Rapamycin from two independent differentiation assays were sequenced (duplicates). For the FoxO1 knockdown experiment, WT cells were treated either with an individual siRNA sequence targeting *FoxO1* transcript, or with a combination of both siRNAs (triplicates, siRNA #1, siRNA#2, siRNA#1 + siRNA#2) in a reverse transfection approach^64^. For the control sample (siCtrl), two siGFP samples combined with 1 siScr sample were considered a triplicate. For the MK-2206 experiment, WT cells left untreated or treated with MK-2206 from two independent differentiation assays were sequenced (duplicates). Library preparation (according to the Lexogen 3’ mRNA Seq Library Prep Kit), multiplexing (by qPCRs) and sequencing on an Illumina NextSeq2000 P3 platform was carried out at the VBCF NGS facility. Five to ten million of single-end reads at 50 bp read length were generated per sample. The resulting fastq files were analysed with a Nextflow 23.04.1.5866/nf-core/rnaseq v3.10.1 pipeline. Quality control was performed using fastQC (v0.11.9), and transcripts were mapped to the mm10 assembly mouse reference genome using Salmon (v1.9.0) as a pseudoaligner and STAR (v2.7.10a) as an aligner. DESeq2 (v1.38.3) was used to generate normalised count tables and to perform differential expression analyses (FDR-adjusted *p* value ≤ 0.05; H0: log2FC = 0). pheatmap (v1.0.12), EnhancedVolcano (v1.16.0), UpsetR (v1.4.0), eulerr (v7.0.0) and ggplot2 (v3.4.0) were used for data visualisation in R. Combined lists of upregulated and downregulated genes in *Pten* KO and *Tsc2* KO were generated by selecting genes differentially expressed (DEGs) in both KOs (log2FC ≥ 0.5 for the upregulated genes, and log2FC ≤ −0.5 for the downregulated genes). Whenever we compared gene groups from published transcriptomics datasets, we only considered genes that are present also in our datasets.

### Chromatin immunoprecipitation (ChIP)

FoxO1 and FoxO3 ChIP were performed as described^41^. 1.5 × 10^4^ cells/cm^2^ of WT and *Pten* KO cells were plated in duplicate (for *Pten* KO cells, each replicate corresponded to a different clone) on 15 cm gelatine-coated plates. The next day, cells were washed with PBS and medium was exchanged to either N2B27 without 2i to induce differentiation, or to fresh N2B27-2i for the undifferentiated controls. After 24 h, cells were harvested. Cells were washed with PBS, and then cross-linked directly on the plate with 1% formaldehyde in PBS for 10 min. Subsequently, 0.125 M glycine was added to the plates for 10 min to quench cross-linking. The plates were washed 2x with PBS, and then cells were scraped off in ice-cold PBS containing 0.01% Triton-X. Cells were pelleted by centrifugation at 500 × *g* for 5 min and flash-frozen in liquid nitrogen. Cell pellets were resuspended in 5 ml LB1 (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% TX-100, 1 mM PMSF, 1 × Complete Mini EDTA-free protease inhibitor cocktail) to extract nuclei and rotated vertically for 10 min at 4 °C. Nuclei were pelleted by centrifugation at 1350 × *g* for 5 min at 4 °C, and then resuspended in 5 ml LB2 (10 mM Tris pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA1, mM PMSF, 1xComplete Mini EDTA-free protease inhibitor cocktail), and rotated vertically for 10 min at RT. Samples were pelleted by centrifugation at 1350 × *g* for 5 min at 4 °C and then resuspended in 1.5 ml LB3 (10 mM Tris–HCl pH 8.0, 100 mM NaCl, 1 mM EDTA 0.5 mM EGTA, 0.1% Na-deoxycholate, 0.5% N-lauroylsarcosine, 1 mM PMSF, 1xComplete Mini EDTA-free protease inhibitor cocktail) and 200 μl sonication beads (diagenode) in Bioruptor® Pico Tubes (diagenode). Chromatin was sonicated for 13 cycles with 30 s on, 45 s off parameters. Sonicated samples were transferred to fresh tubes and centrifuged at 16,000 × *g* at 4 °C to pellet cellular debris. 1.1 ml of supernatant were collected and transferred to fresh tubes. A total of 110 μl of 10% Triton-X were added to a final concentration of 1%. For each sample, 50 μl were collected as input and 1 ml was used for immunoprecipitation. Chromatin was incubated with 20 μl (1:50 dilution) of anti-FoxO1 (rabbit; Cell Signalling, 2880) or anti-FoxO3a (rabbit; Cell Signalling, 2497) antibodies overnight at 4 °C with vertical rotation. Samples were collected after 14 h. A total of 100 μl of Dynabeads protein G (Thermo Fisher Scientific, 10765583) per sample were washed in ice-cold blocking solution (PBS containing 0.5% BSA) and then incubated with the antibody-bound chromatin solutions for 4 h. Beads were washed 5x in ice-cold RIPA wash buffer (50 mM HEPES pH 7.5, 500 mM LiCl, 1 mM EDTA, 1% NP-40, 0.7% Na-Deoxycholate), and then 3x with TE + 50 mM NaCl. Samples were eluted in 210 μl elution buffer (50 mM Tris pH 8.0, 10 mM EDTA, 1% SDS) for 15 min at 65 °C. Supernatant containing the antibody-bound chromatin fraction was separated from the beads. Three volumes of elution buffer were added to the input samples. Decrosslinking was performed by incubating both input and ChIP samples at 65 °C overnight. The next day, one volume of TE and RNaseA (to a 0.2 mg/ml final concentration) were added to the input and ChIP samples, followed by incubation for 2 h at 37 °C. Final salt concentration was adjusted to 5.25 mM CaCl_2_ with 300 mM CaCl_2_ in 10 mM Tris pH 8.0. Samples were then incubated with 0.2 mg/ml Proteinase K for 30 min at 55 °C. DNA was extracted with phenol-chloroform using Phase Lock GelTM tubes (Quantabio, 733-2478) and then precipitated in EtOH. DNA pellets were dissolved in H_2_O.

### ChIP-sequencing analysis

Libraries were prepared at the VBCF NGS facility and sequenced on an Illumina NovaSeq platform. Within the FoxO1 ChIP experiment, 20–40 million paired-end reads at 150 bp read length were generated for the input samples, and 80–130 million reads for the ChIP samples. Within the FoxO3 ChIP experiment, ~ 25 million single-end reads at 100 bp read length were generated for both input and ChIP samples. RC9-based FoxO3 ChIP samples were re-sequenced to increase sequencing depth, and an additional ~ 60 million of paired-end reads at 150 bp read length per sample were generated. R1 reads from the two sequencing runs were concatenated before data processing. FoxO1 ChIP and input reads were processed using a paired-end mode, while FoxO3 ChIP and input samples following a single-end mode. Quality control of fastq files was performed using fastQC (v0.11.9) before and after trimming sequencing adaptor fragments with trim-galore (v0.6.7) and cutadapt (v3.5). Additional 2 bp at the 3’ end were removed with the parameters *--three_prime_clip_R1 2* (*--three_prime_clip_R2 2* in case of paired-end reads). The trimmed reads were aligned to the mm10 assembly mouse reference genome with bowtie2 (v2.4.4), with an alignment rate of 80–98%. The obtained sam files were converted to bam files with samtools (v1.13), and uniquely mapping reads were extracted by removing duplicate reads (as potential PCR artefacts) with samtools *markdup*. Peak calling was performed on bam files with macs2 (v2.2.7.1) on combined ChIP duplicates, using all input samples as control files. Potential artefactual regions listed in the mm10 blacklist (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm10-mouse/mm10.blacklist.bed.gz) were removed from the obtained bed files using bedtools (v2.31.0). Peaks assigned to unidentified regions (chrUn) were manually removed.

### ATAC-sequencing

A total of 1 × 10^4^ cells/cm^2^ cells were plated on gelatine-coated plates. The next day, cells were washed with PBS and medium was exchanged to either N2B27 without 2i to induce differentiation, or to fresh N2B27-2i for the undifferentiated controls. After 24 h cells were harvested and counted. 250,000 cells per sample were submitted to the VBCF NGS facility for further processing and ATAC-seq library preparation (Bulk ATAC-seq Illumina). In brief, cells were lysed with 0.5x lysis buffer (0.01 M Tris-HCl pH 7.5, 0.01 M NaCl, 0.003 M MgCl_2_, 1% BSA, 0.1% Tween-20, 0.05% NP-40, 0.005% Digitonin, 0.001 M DTT, 1 U/μl RNAse inhibitor), and tagmentation reaction (Tn5 Illumina) was performed on 50,000 isolated nuclei. Libraries were prepared with the Nextera DNA Library Preparation kit and sequenced on an Illumina NovaSeq platform. A total of 80–170 million of paired-end reads at 150 bp read length were generated per sample. The resulting fastq files were analysed with a Nextflow 23.04.1.5866/nf-core/atacseq v2.0 pipeline. Quality control was performed using fastQC (v0.11.9), and reads were mapped to the mm10 assembly mouse reference genome using bowtie2 (v2.4.4). Peak calling was performed on the bam files generated by the nfcore pipeline with Genrich (v0.6.1). Consensus peaks were defined as peaks with at least a 50% overlap between replicates and generated with samtools *intersect*. Bed files were filtered for the mm10 blacklist using bedtools. Peaks assigned to unidentified regions (chrUn) were manually removed.

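Both lists held regions on chromosomes 1 to 19, X and Y and on no others. Chromosome 11 was the most densely covered, with 39.4 regions per Mb in 2i and 31.9 at N24, and X had 10.7 and 8.83. On each of the autosomes and X the N24 list was the shorter, with 0.749 (chromosome 12) to 0.837 (chromosome 19) N24 regions per 2i region. Y had 125 N24 regions and 92 2i regions, a ratio of 1.36. Of these N24 regions 67.2% had a 2i region, and 84.8% of them held sequence that occurs more than once in the chromosomes.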

### CUT&RUN analysis

The ChIC/CUT&RUN Assay Kit (Active Motif, catalogue No. 53180) was used for the CUT&RUN experiment. FoxO1 siRNA treatment was performed as described before using siRNAs directed against FoxO1 and scrambled siRNAs as controls. A total of 125,000 to 500,000 cells were collected per condition in biological duplicates from two independent experiments (*n* = 4). As spike-in, 25,000 *Drosophila melanogaster* S2 cells were added to each sample. CUT&RUN was performed according to the manufacturer’s protocol, but ethanol precipitation performed to purify DNA instead of column purification. One µg of Histone H3K27ac antibody (rabbit pAb, Thermo Fisher Scientific, 39133) was used per sample. IgG antibody supplied with the CUT&RUN kit was used as a control. DNA was eluted in 100 µL and used as qPCR template. FoxO1 bound H3K27ac positive enhancer sequences near formative genes and control regions not bound by either FOXO1 or H3K27ac were amplified to assay H3K27ac levels. A known H3K27ac decorated region in *Drosophila* S2 cells (chr3L:4104063-4104149, Aug. 2014- BDGP Release 6 + ISO1 MT/dm6), was used to normalise signal between samples. The qPCR primers used are listed in the Supplementary Data 3.

### Motif enrichment analyses

Motif enrichment analysis was performed with Homer (v4.11). For finding motifs enriched in FoxO1 or FoxO3-bound regions, *findMotifsGenome.pl* was used with default settings. For finding enriched motifs in ESCs or EpiLCs enhancers, enhancer lists from the Bücker lab were used (filtered to exclude TSS^41^). A list of overlapping enhancers between ESCs and EpiLCs was generated with bedtools and used as background to identify ESC-specific and EpiLC-specific enriched motifs with *findMotifsGenome.pl* using default settings. According to the Homer documentation, a motif can be considered robustly enriched when its associated *p* value is lower than 1 × 10^−50^.

### Data integration analyses

Downstream analyses for ChIP-seq and ATAC-seq were performed with Deeptools (v3.5.1). BigWigs were generated from single bam files with *bamCoverage* using a binsize of 10 bp and a normalisation coverage to 1x mouse genome size (RPGC) excluding the X chromosome. Principal component analysis (PCA) was performed with *multiBigwigSummary* and *plotPCA*. Bigwig replicates were merged using *bigWigMerge*, and heatmaps were plotted on merged BigWigs using *computeMatrix* and *plotHeatmap*. Heatmaps were sorted based on FoxO1 or FoxO3 signals. Three lists of peaks (separately for FoxO1 and FoxO3 ChIP) were generated with bedtools by intersecting WT (RC9) bed files: 2i-only peaks, N24-only peaks and shared peaks. Peak to gene association was performed on these peak lists in R with ChIPSeeker (v1.34.1). Oct4 and Otx2 ChIP BigWigs and peak lists were obtained from ref. ^39^. Esrrb ChIP BigWigs and bed files were obtained from published data^33^. β-catenin ChIP bed files^66^ were downloaded from CODEX (https://codex.stemcells.cam.ac.uk/), and mm9 coordinates were converted into mm10 coordinates using the liftOver tool from UCSC (https://genome.ucsc.edu/cgi-bin/hgLiftOver). Overlap between genomic regions was performed with ChIPPeakAnno (v3.32.0). 

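Merging the 2i and N24 lists of WT cells gave 79306 open regions, which covered 56.3 Mb or 2.07% of the chromosomes of GRCm38. With this number as the background and the FoxO1 and FoxO3 peak counts of Supplementary Fig. 3d, 34.3 shared peaks would be expected by chance, and the paper's overlap is 9.96 times as large. The hypergeometric test gave a −log10 p of 248.8. The sources used here do not settle whether the paper's background held regions beyond these lists. With the upper part of each list by score, merging gave 42265 regions, and with regions at the score ceiling 47538.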

For the FoxO1-FoxO3 ChIP overlap, the background for the hypergeometric test was set to the total number of detected open chromatin regions (generated by merging ATAC-seq peaks in 2i with ATAC-seq peaks at N24 with ESC). For all other overlaps, the background used was obtained by merging all ATAC-seq peaks with the lists of ESC and EpiLC enhancers^41^. Genome tracks shown in Fig. 4 were generated using karyoploteR (v1.24.0) in R. Lists of NANOG, OCT4, SOX2 and TCF7L1 targets were obtained from ref. ^67^. Gene expression changes during peri-implantation development in vivo were assessed using previously described and processed data^68,28^.

### Enrichment analyses

All enrichment analyses presented in this work were performed in R with hypeR (v2.0.1). For KEGG pathway enrichment analysis, mouse KEGG database was downloaded from http://rest.kegg.jp/link/mmu/pathway and transformed into a hypeR-compatible gene-set using the gsets function. The mouse REACTOME dataset was downloaded using the msigdb_gsets function within hypeR. 

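Of 21911 protein-coding genes, 17842 (81.4%) were the nearest gene of at least 1 open region of the merged 2i and N24 lists, with a median of 3 regions per gene. Within 100 kb, all 10 core naïve genes examined, such as *Nanog* and *Klf4*, and all 12 core formative genes, such as *Dnmt3b* and *Fgf5*, had a region. So did all 12 housekeeping genes examined, such as *Actb* and *Gapdh*. Of the neural markers 12 of 13 and of the fibroblast markers 9 of 10 had one, although such genes mark other cell types. With all gene types of the annotation, 32955 of 55304 genes had a region.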

As background, for FoxO1 target enrichment analyses a list of genes associated to any accessible region as detected by ATAC-seq was used, while for the other enrichment analyses the list of all detected genes in the relative RNA-seq experiment was used. Custom gene-sets were also generated with the gsets function. As background for FoxO TF-based enrichments, a list of genes associated with all open chromatin regions was used. Enrichment results were visualised with ggplot2.

### Statistical analysis and data representation

All statistical analyses were performed in R with the ggpubr (v0.6.0) package. Information on statistical tests and replicate numbers are provided in the figure legends. Wherever necessary, correction for multiple testing was performed. All box plots show the 25th percentile (Q1), median (Q2) and 75th percentile (Q3); whiskers indicate minimum (Q1 − 1.5 * inter quartile range [IQR]) and maximum (Q3 + 1.5*IQR) values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Source data

Source Data

## Data Availability

The NGS data generated in this study have been deposited in the GEO database under accession code GSE253480. Data from the following accession numbers were used in this study: GSE56138; GSE184137; GSE43565. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files. Source data are provided with this paper.

# Supplementary material for: FoxO transcription factors actuate the formative pluripotency specific gene expression programme
**Source:** Nat Commun. 2024 Sep 9;15:7879. doi: 10.1038/s41467-024-51794-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

FoxO transcription factors actuate the formative pluripotency specific gene expression programme

Laura Santini^{1,2}, Saskia Kowald¹, Luis Miguel Cerron-Alvan^{1,2}, Michelle Huth^{1,2}, Anna Philina Fabing¹, Giovanni Sestini^{2,3}, Nicolas Rivron³ and Martin Leeb^{1*}

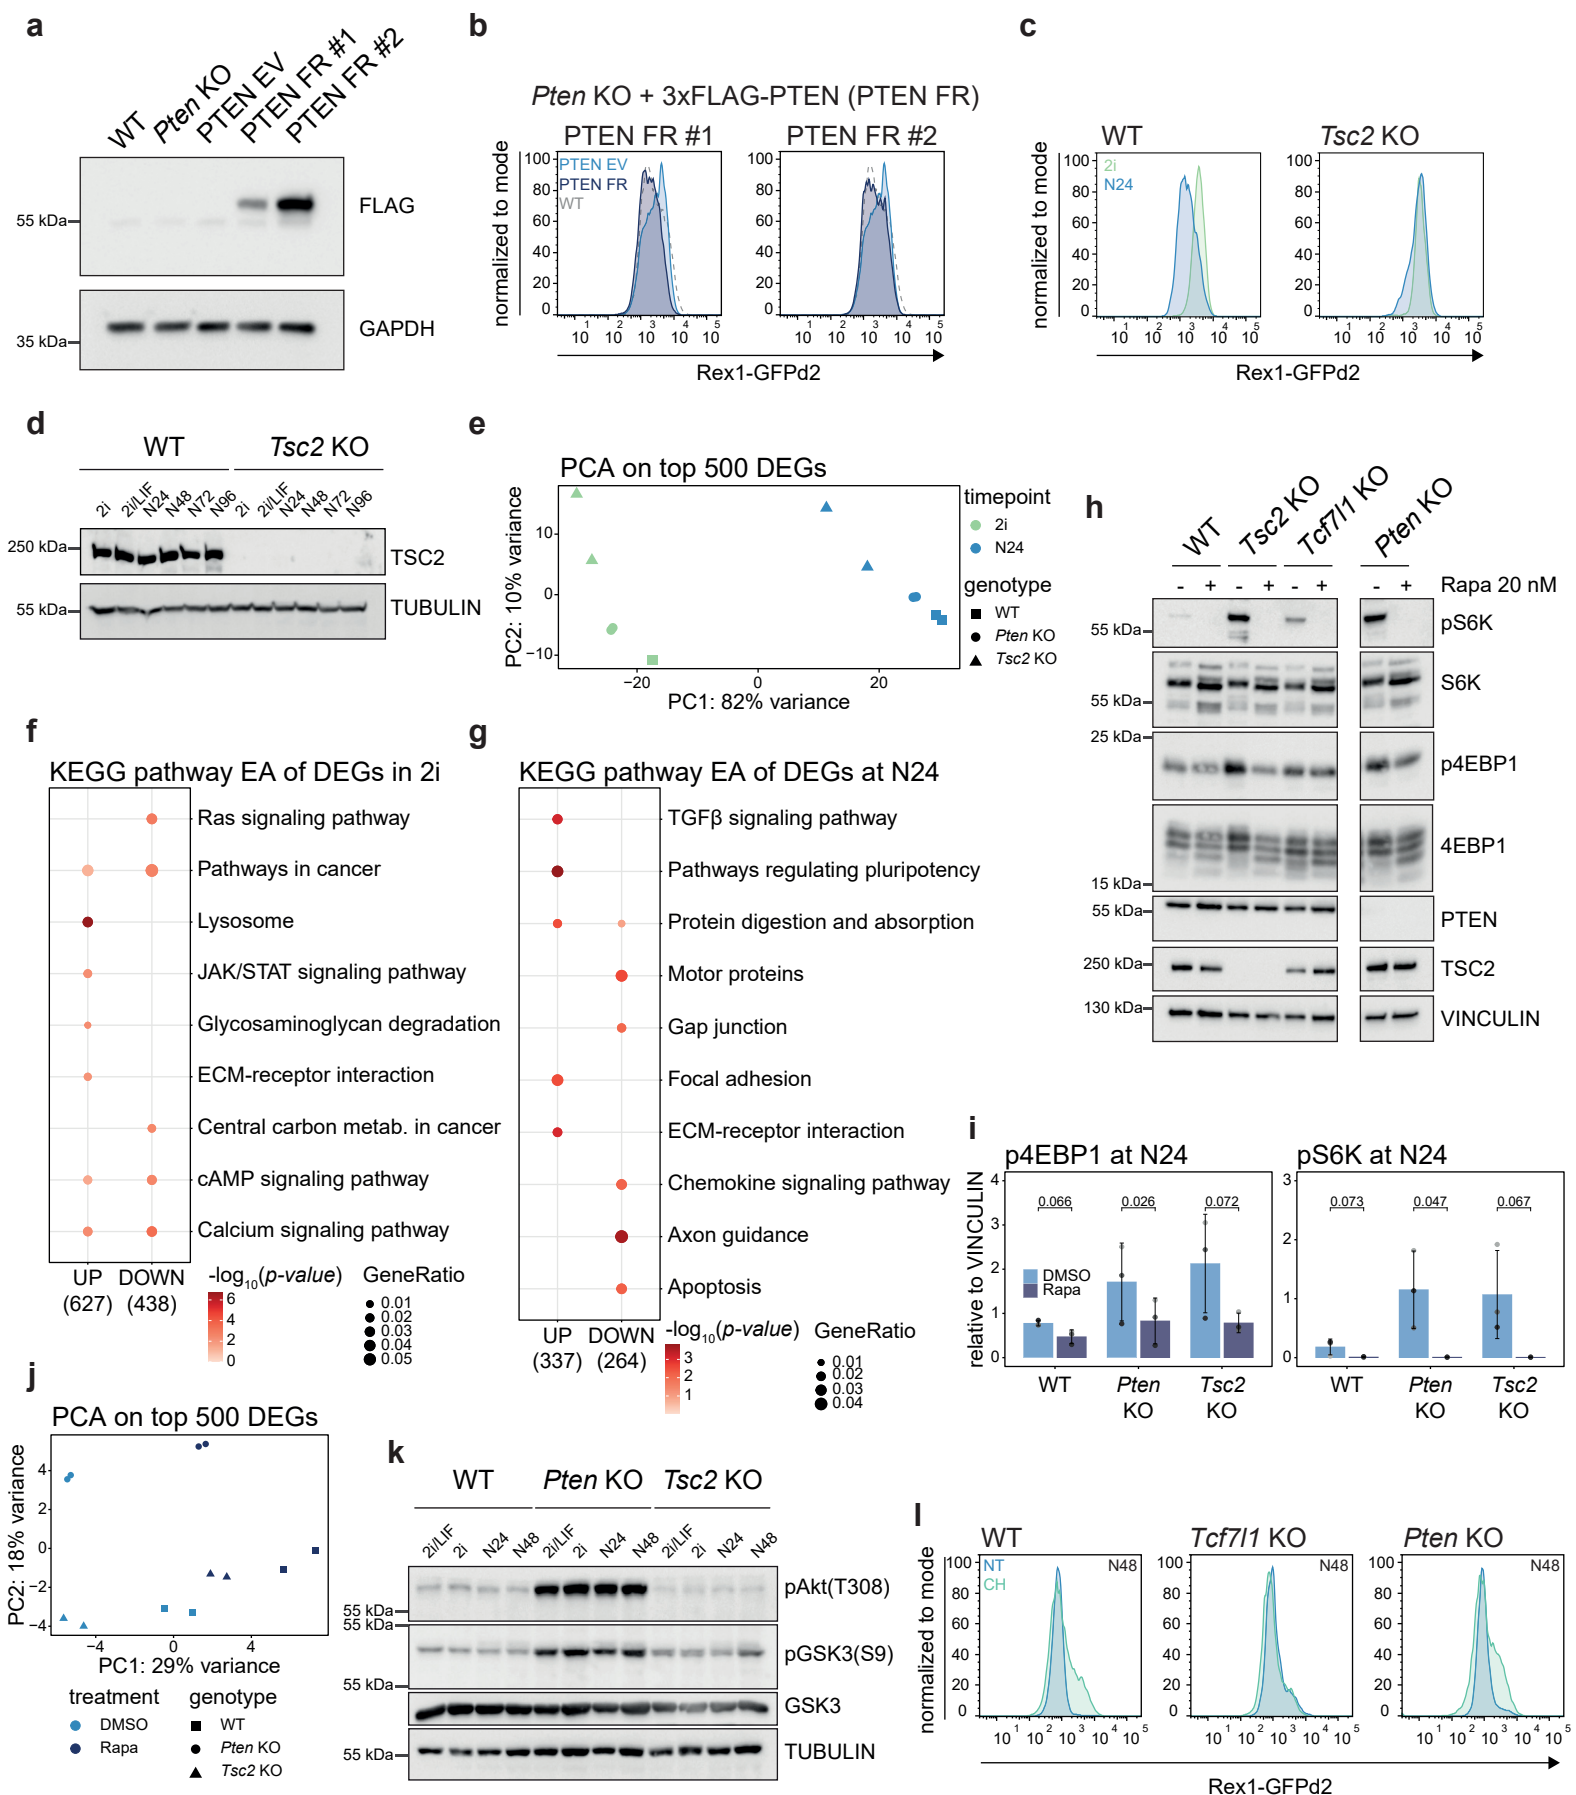

Supplementary Fig. 1 | mTORC1 inhibition only partially rescues *Pten* KO phenotype.

a, Western blot for FLAG expression in indicated cell lines (FR=flag rescue, EV=empty vector). TUBULIN serves as loading control.

b, Flow cytometry analysis of Rex1-GFP levels in WT (grey dashed), PTEN EV (light blue) and PTEN FR mESCs (dark blue) at N24. Representative of n=3 independent experiments.

c, Flow cytometry analysis of Rex1-GFP levels in WT and in *Tsc2* KO cells in 2i (green) and at N24 (blue). One representative of n=10 independent experiments is shown.

d, Western blot for TSC2 expression in WT and *Tsc2* KOs in 2i, 2i/LIF, N24, N48, N72 and N96. TUBULIN serves as loading control.

e, Principal component analysis (PCA) based on top 500 DEGs in RNA-Seq data of WT, *Pten* and *Tsc2* KOs in 2i (green) and N24 (blue).

f, KEGG pathway enrichment analysis (EA) on upregulated (UP) and downregulated (DOWN) genes in *Pten* and *Tsc2* KO ESCs. Top 5 categories for each list are shown. Dot colour indicates *p* values (only $p \leq 0.1$ are shown). Dot size indicates GeneRatio (overlap size/category size).

g, Similar to **f** for DEGs at N24.

h, Western blot analysis for indicated proteins in WT, *Pten*, *Tsc2* and *Tcf7l1* KO ESCs at N24 after DMSO(-) or Rapamycin(+) treatment. VINCULIN serves as loading control. Representative of n=3 independent experiments.

i, Quantification of p4EBP1 and pS6K by Western blot analysis in WT, *Pten* and *Tsc2* KO cells at N24 after DMSO (light blue) or Rapamycin (dark blue) treatment. Expression was normalised to VINCULIN. Mean and SD for n=3 independent experiments (distinguished by greyscale) are shown. Samples from the same experiment were processed in parallel in the same blot. *p* values from paired, one-tailed t-tests.

j, PCA analysis based on the top 500 DEGs in RNA-Seq data of WT, *Pten* and *Tsc2* KO ESCs at N24 after DMSO (light blue) or Rapamycin (dark blue) treatment.

k, Western blot for indicated proteins in WT, *Pten* and *Tsc2* KO ESCs in 2i, 2i/LIF, N24 and N48. TUBULIN served as loading control.

l, Flow cytometry analysis of Rex1-GFP in WT, *Tcf7l1* and *Pten* KO cells at N48 after CHIRON treatment (CH, green) or without (NT, blue). Representative of n=3 independent experiments.

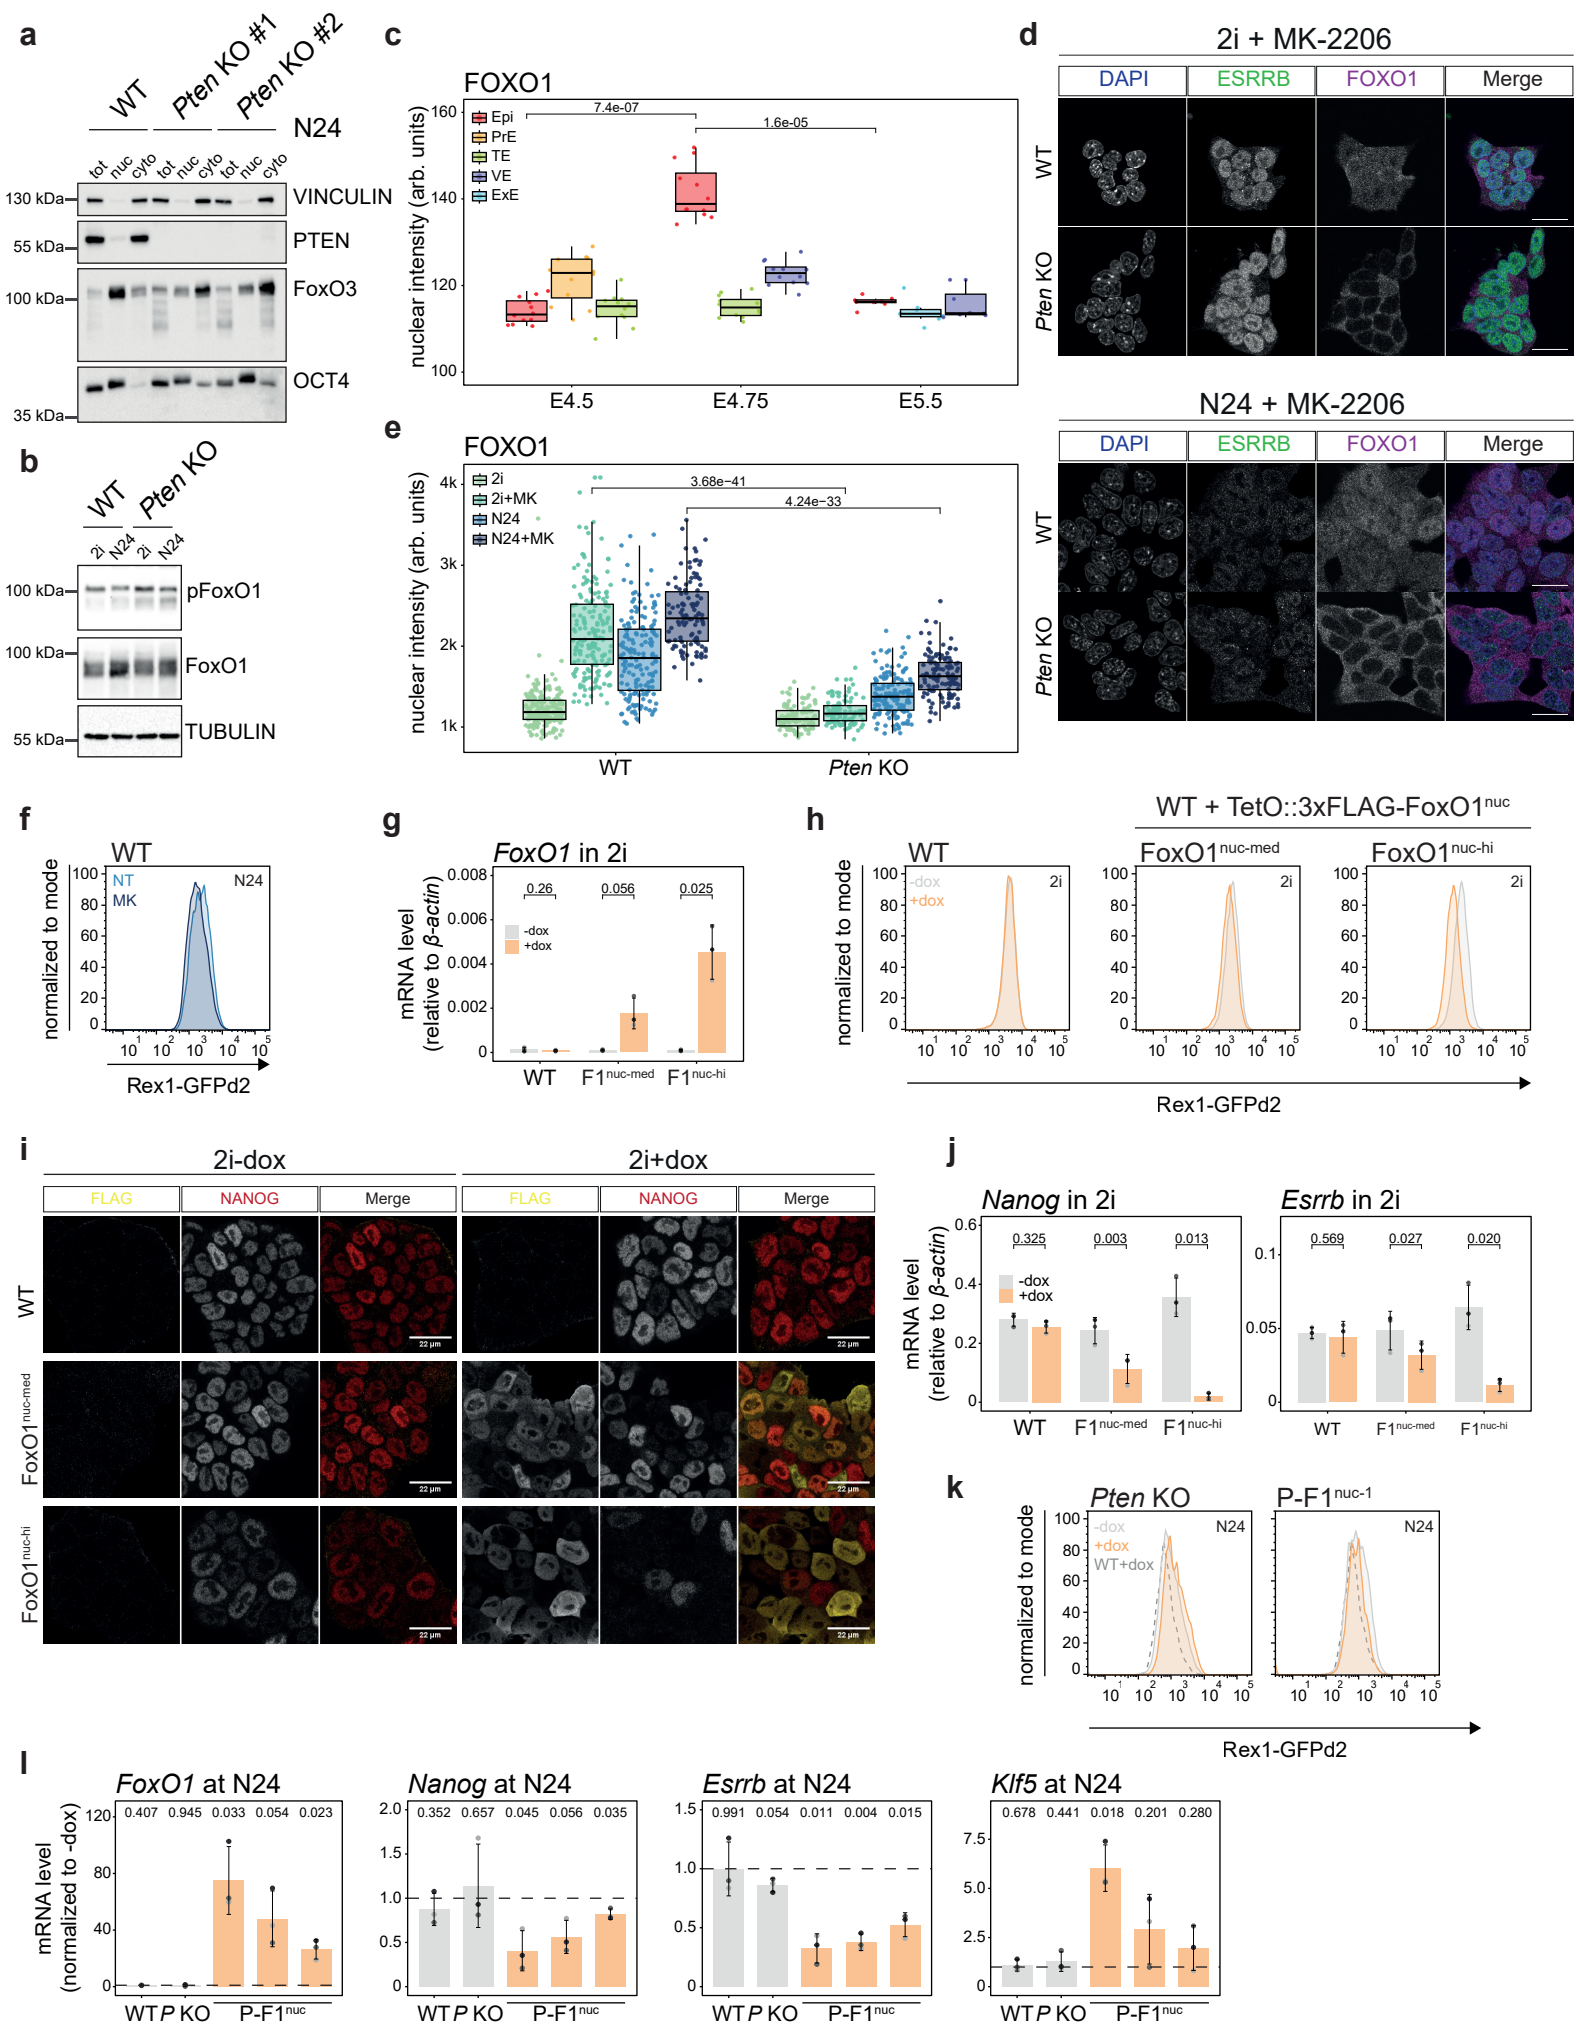

Supplementary Fig. 2 | FoxO TFs translocate into the nucleus upon exit from naïve pluripotency.

a, Western blot of nucleo-cytoplasmic fractionation experiments in indicated cell lines at N24. VINCULIN and OCT4 are controls for the cytoplasmic and nuclear fractions, respectively.

b, Western blot for indicated proteins in WT and *Pten* KO cells in 2i and N24. TUBULIN served as loading control.

c, Quantification of FOXO1 nuclear intensity (arb. units) measured from confocal images of E4.5 (n=12), E4.75 (n=12) and E5.5 (n=8) embryos. Colours indicate epiblast (Epi), primitive endoderm (PrE), trophoblast (TE), visceral endoderm (VE), extraembryonic ectoderm (ExE). n=3 independent experiments. *p* values from two-tailed Wilcoxon rank sum tests.

d, Confocal microscopy images after IF showing FOXO1 (purple) and ESRRB (green) in WT and *Pten* KO cells in 2i and N24 after MK-2206 treatment. DAPI staining is blue. Representative of n=2 independent experiments. Scale bar=20µM.

e, Quantification of FOXO1 nuclear intensity measured from confocal images of untreated WT (n=189 [2i] and n=164 [N24]), *Pten* KO (n=100 [2i] and n=153 [N24]) and MK-2206 treated cells (WT: n=176 [2i] and n=111 [N24]; *Pten* KO: n=100 [2i] and n=121 [N24]). Representative of n=2 independent experiments. *p* values from two-tailed Wilcoxon rank sum tests.

f, Flow cytometry analysis of Rex1-GFP levels in untreated (NT, light blue) and MK-2206 treated (MK, dark blue) cells at N24. Representative of n=3 independent experiments.

g, *FoxO1* expression levels by RT-qPCR in WT expressing 3xFLAG-FoxO1^{nuc} (FoxO1^{nuc-med} and FoxO1^{nuc-hi}) in 2i after 8 hours with (+dox, orange) or without (-dox, grey) doxycycline treatment. WT cells are controls. Mean and SD of n=3 independent experiments (distinct shades of grey). Expression normalised to β -actin. *p* values from paired, two-tailed t-tests.

h, Flow cytometry of Rex1-GFP levels in WT, FoxO1^{nuc-med} and FoxO1^{nuc-hi} cells in 2i after 8 hours with (+dox, orange) or without (-dox, grey) doxycycline. Representative of n=3 independent experiments.

i, Confocal analysis after IF of 3xFLAG-FoxO1 (yellow) and NANOG (red) in WT, FoxO1^{nuc-med} and FoxO1^{nuc-hi} cells in 2i with (2i+dox) or without (2i-dox) 8h doxycycline treatment.

j, *Nanog* and *Esrrb* expression by RT-qPCR in WT expressing 3xFLAG-FoxO1^{nuc} (FoxO1^{nuc-med} and FoxO1^{nuc-hi}) in 2i after 8 hours with (+dox, orange) or without (-dox, grey) doxycycline treatment. n=3 independent experiments (distinct shades of grey). Expression was normalised to β -actin. *p* values from paired, two-tailed t-tests.

k, Flow cytometry of Rex1-GFP in *Pten* KO cells expressing 3xFLAG-FoxO1^{nuc} (P-FoxO1^{nuc}) at N24 after 8 hours with (+dox, orange) or without (-dox, grey) doxycycline treatment. Rex1-GFP levels of dox-treated WT cells are shown as a grey dashed line. Representative of n=2 independent experiments.

l, Expression of *FoxO1*, *Nanog*, *Esrrb*, *Klf4* and *Klf5* by RT-qPCR in *Pten* KO cells expressing 3xFLAG-FoxO1^{nuc} (P-FoxO1^{nuc}) at N24 after 8 hours of doxycycline treatment (orange). WT and *Pten* KO cells are controls (grey). n=3 independent experiments (distinct shades of grey). Expression was normalised to *Rpl32*, and corresponding -dox samples for each cell line were set to one (dashed line). *p* values from paired, two-tailed t-tests.

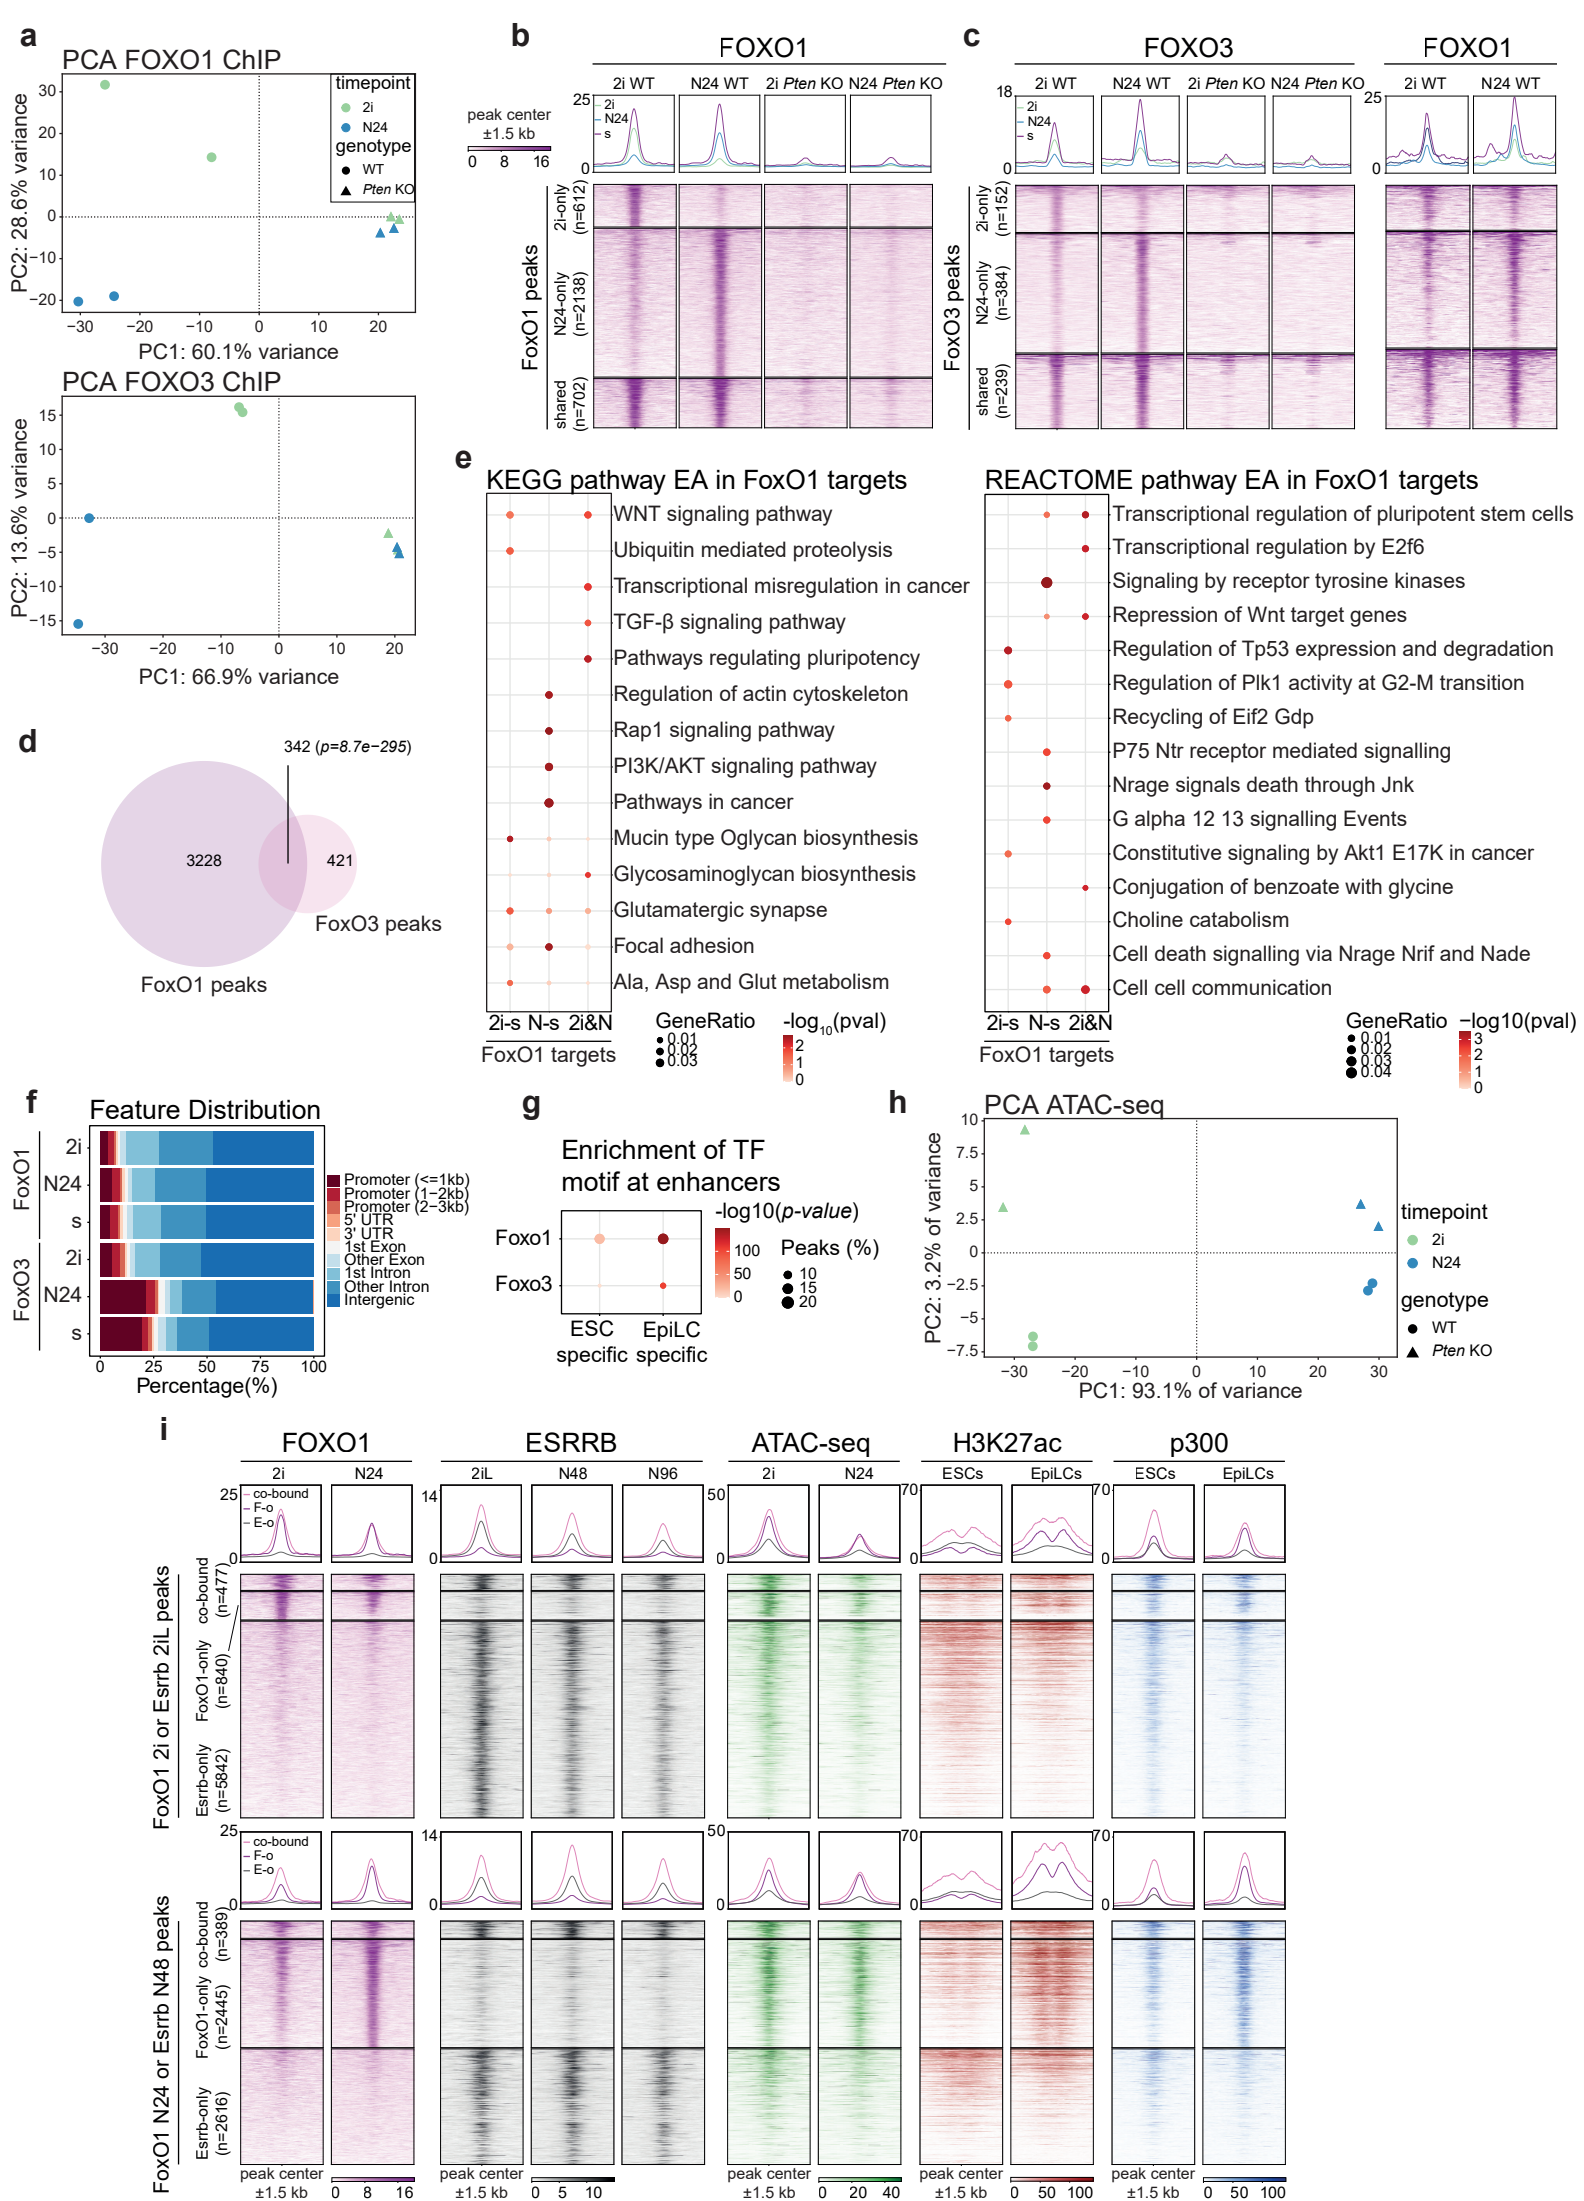

Supplementary Figure 3

Supplementary Fig. 3 | Chromatin dynamics of FoxO TFs at the exit from naïve pluripotency.

a, PCA analysis of FOXO1 (top) or FOXO3 (bottom) ChIP-Seq data in WT and *Pten* KO cells in 2i (green) and at N24 (blue). Each symbol refers to one specific cell line as indicated in the legend.

b, Heatmap showing FOXO1 signal in a 1.5 kb window around the center of FoxO1 peaks, divided in 2i-only peaks (n=612, green), N24-only peaks (n=2138, blue) and shared peaks (n=702, purple), in WT and *Pten* KO cells in 2i or at N24.

c, Heatmap showing FOXO3 signal (left) and FOXO1 signal (right) in a 1.5 kb window around the center of FoxO3 peaks, divided in 2i-only peaks (n=152, green), N24-only peaks (n=384, blue) and shared peaks (n=239, purple), in WT and *Pten* KO cells in 2i or at N24.

d, Venn diagram showing the overlap between FoxO1 (purple) and FoxO3 (pink) peaks. The resulting *p* value from the hypergeometric test of the overlap is shown in italics.

e, KEGG pathway (left) and REACTOME (right) enrichment analysis (EA) on genes associated with indicated FoxO1 peaks (x axis). Top 5 categories enriched in each list are shown on the y axis. Dot colour indicates *p*-values (only $p \leq 0.1$ are shown). Dot size indicates the GeneRatio (ratio between the overlap size and the category size).

f, Feature distribution of FoxO1 and FoxO3 peaks. The categories are indicated in the legend.

g, Enrichment analysis of FOXO1 and FOXO3 motifs in ESC- or EpiLC-specific enhancers. Dot colour and size indicate the *p*-values and the percentage of enhancers ("peaks") with the motif, respectively.

h, PCA analysis of ATAC-Seq data in WT and *Pten* KO cells in 2i (green) and at N24 (blue). Each symbol refers to one specific cell line as indicated in the legend.

i, Heatmaps showing FOXO1, ESRRB, ATAC-seq, H3K27ac and p300 signal in the indicated samples in a 1.5 kb window around the center of top) FoxO1 2i and Esrrb 2iL peaks, divided in co-bound peaks (n=477, pink), FoxO1-only peaks (n=840, purple) and Esrrb-only peaks (n=5842, grey); bottom) FoxO1 N24 and Esrrb N48 peaks, divided in co-bound peaks (n=389, pink), FoxO1-only peaks (n=2445, purple) and Esrrb-only peaks (n=2616, grey).

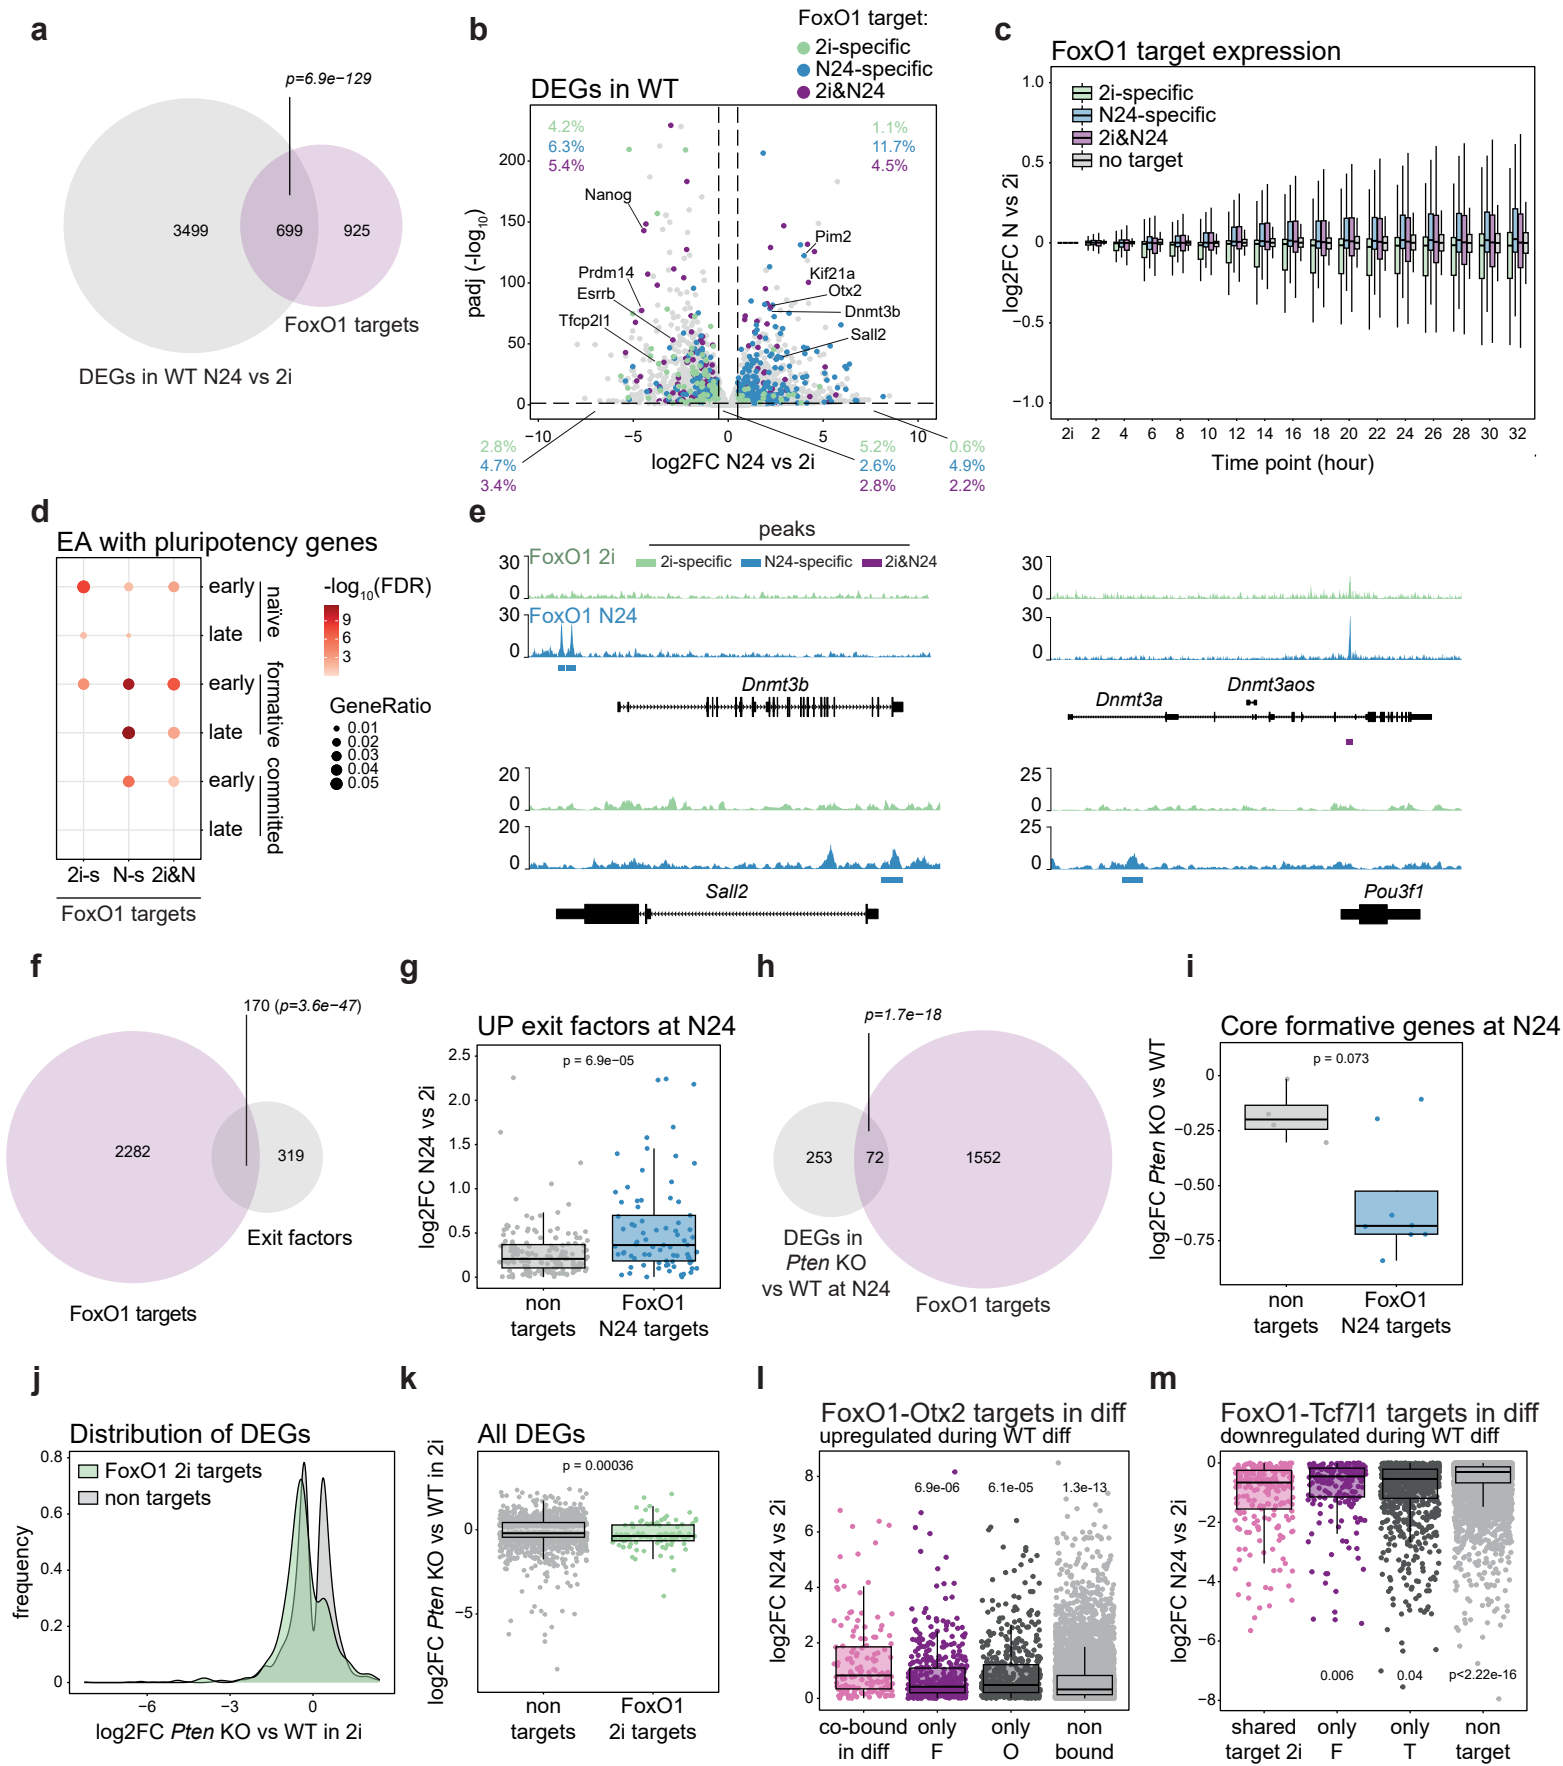

Supplementary Fig. 4 | FoxO TF targets are key players in the naïve to formative pluripotency transition.

a, Venn diagram showing the overlap between FoxO1 targets (purple) and DEGs during WT differentiation ($|\log_2\text{FC N24 vs 2i}| \geq 0.5$, $p\text{-adj.} \leq 0.05$, grey). p value from hypergeometric test of the overlap.

b, Volcano plot showing RNA-seq data from WT differentiation. DEGs bound by FoxO1 are colour coded (bound only in 2i [green], only at N24 [blue] or in both conditions [purple]). Selected naïve and formative genes are indicated in the plot. For each quadrant, percentages of FoxO1 2i-only, N24-only and 2i&N24 targets are shown.

c, Boxplot showing expression dynamics of 2i-specific ($n=341$, green), N24-specific ($n=1213$, blue) and 2i&N24 ($n=611$, purple) FoxO1 targets across a 2 hours-resolved WT differentiation time course. Non-targets ($n=22387$) are grey. Data are shown as $\log_2\text{FC}$ relative to 2i.

d, Enrichment analysis (EA) of FoxO1 targets within sets of naïve, formative and committed genes. Dot-colour indicates the FDR-values (only $\text{FDR} \leq 0.05$ are shown), dot-size the GeneRatio (overlap size/category size).

e, Genome-browser snapshots showing FoxO1 ChIP-signal in WT on indicated formative markers in 2i (green) and N24 (blue). Called peaks are indicated in the plots as bars (N24-only peaks: blue, shared peaks: purple).

f, Venn diagram showing overlap between FoxO1 targets (purple) and exit factors (grey). p value from a hypergeometric test of the overlap.

g, Box plot showing the expression of exit factors upregulated during WT differentiation ($n=233$, $\log_2\text{FC} > 0$), divided into FoxO1 N24 targets (blue) or non-targets (grey). Data are shown as $\log_2\text{FC}$ relative to 2i. p value from a two-tailed Wilcoxon rank sum test.

h, Venn diagram showing the overlap between FoxO1 targets (purple) and DEGs in *Pten* KO at N24 ($|\log_2\text{FC } Pten \text{ KO vs WT}| \geq 0.5$, $p\text{-adj.} \leq 0.05$, grey). p value from a hypergeometric test of the overlap.

i, Box plot showing the expression of core formative genes ($n=12$) in *Pten* KOs at N24, divided into FoxO1 N24 targets (blue) or non-targets (grey) measured by RNA-seq. Data are shown as $\log_2\text{FC}$ relative to WT. p value from a two-tailed Wilcoxon rank sum test.

j, Distribution of $\log_2\text{FC}$ of DEGs, ($p\text{-adj.} \leq 0.05$) in *Pten* KOs compared to WT cells in 2i, divided in FoxO1 2i targets (green) and non-targets (grey).

k, Box plot showing the expression of DEGs ($n=1655$, $p\text{-adj.} \leq 0.05$) in *Pten* KOs in 2i, divided into FoxO1 2i targets (green) or non-targets (grey) measured by RNA-seq. Data are shown as $\log_2\text{FC}$ relative to WT. p value from a two-tailed Wilcoxon rank sum test.

l, Box plot showing expression of genes upregulated during WT differentiation ($n=7273$, $\log_2\text{FC} > 0$) that are either co-bound by FOXO1 and OTX2 (pink), bound only by FOXO1 (purple), only by OTX2 (dark grey), or not bound (light grey). Data are shown as $\log_2\text{FC}$ relative to 2i. p values from two-tailed Wilcoxon rank sum tests comparing each group to the co-bound group are indicated.

m, Box plot showing expression of genes downregulated during WT differentiation ($n=6799$, $\log_2\text{FC} < 0$) that are either shared targets of FoxO1 and Tcf7l1 (pink), only FoxO1 (purple), only Tcf7l1 (dark grey), or non-targets (light grey) in 2i. Data are shown as $\log_2\text{FC}$ relative to 2i. p values from two-tailed Wilcoxon rank sum tests comparing each group to shared target group are indicated.

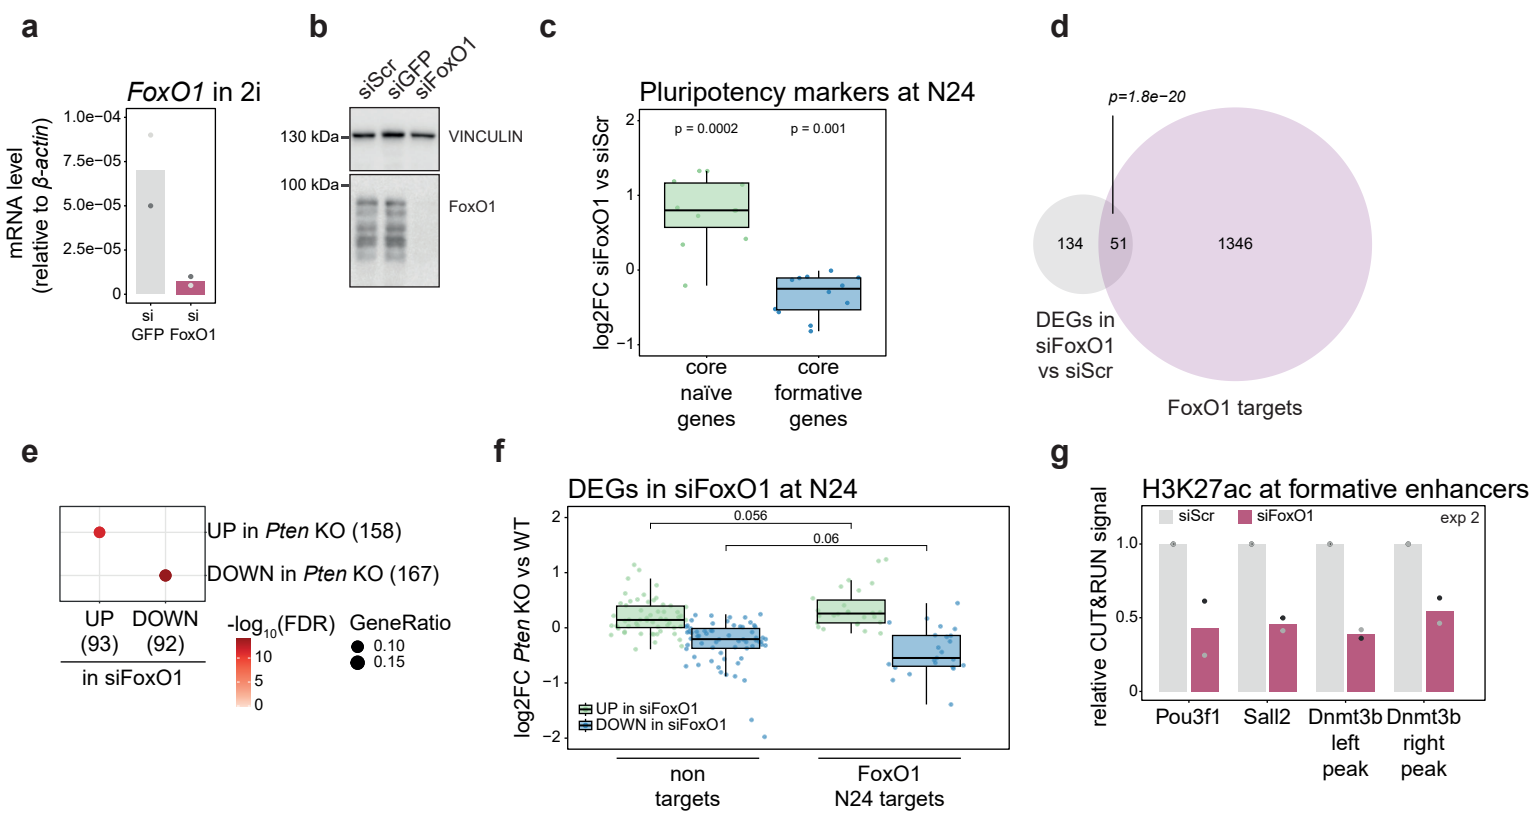

Supplementary Fig. 5 | Interference with FoxO1 nuclear shuttling impairs the transition from the naïve to the formative GRN.

a, *FoxO1* expression levels measured by RT-qPCR in WT cells transfected with control (siGFP, grey) or siRNAs targeting *FoxO1* (siFoxO1, red). Mean of n=2 independent experiments (depicted as distinct shades of grey) are shown. Expression was normalised to β -actin.

b, Western blot analysis for FOXO1 expression in cells transfected with control (siGFP and siScr) or siRNAs targeting *FoxO1* (siFoxO1). VINCULIN was used as a loading control. One representative of n=4 independent experiments.

c, Box plot showing the expression of naïve (n=13, green) and formative (n=12, blue) core genes in siFoxO1 at N24 as measured by RNA-seq. Data are shown as log2FC relative to siCtrl. *p* values from two-tailed Wilcoxon signed rank tests.

d, Venn diagram showing the overlap between *FoxO1* targets (purple) and genes differentially expressed in siFoxO1 at N24 (DEGs, *p*-adj. ≤ 0.2). *p* value derived from a hypergeometric test of the overlap.

e, Enrichment analysis (EA) of upregulated (UP) and downregulated (DOWN) genes in siFoxO1 at N24 with upregulated (UP) or downregulated (DOWN) genes in *Pten* KO at N24. Dot colour and size indicate FDR values (only FDR ≤ 0.05 are shown) and GeneRatio (overlap size/category size), respectively.

f, Box plot showing expression of up- (n=93, UP, green) or downregulated (n=92, DOWN, blue) genes upon siFoxO1 in *Pten* KOs at N24, divided into *FoxO1* N24 targets or non-targets. Data are shown as log2FC relative to WT. *p* value from two-tailed Wilcoxon rank sum test is indicated.

g, CUT&RUN analysis of H3K27ac levels on indicated enhancers after *FoxO1* siRNA (red). Signal was normalized to a genomic background region without H3K27ac signal in WT cells. Further, data was normalized to a H3K27ac peak found in *Drosophila* spike-in cells. Data are shown as relative to siScr control (grey). n=2 biological replicates. An independent experiment with n=2 biological replicates is shown in Fig. 5c.

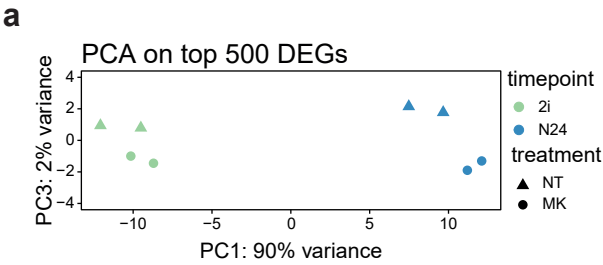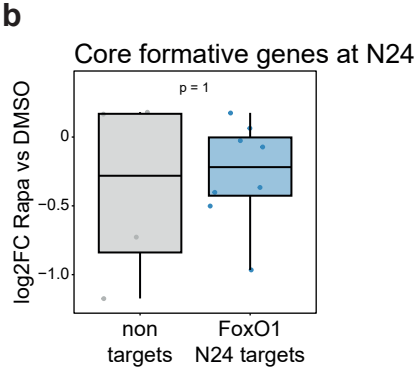

Supplementary Fig. 6 | Enforcing nuclear FoxO1 shuttling impairs the transition from the naïve to the formative GRN.

a, PCA analysis based on the top 500 DEGs in RNA-Seq data of WT cells non-treated (NT, triangles) or after treatment with MK-2206 (circles), in 2i (green) or at N24 (blue).

b, Box plot showing the expression of core formative genes (n=12) in WT cells after Rapamycin treatment at N24, divided into FoxO1 N24 targets (blue) or non-targets (grey). Data is shown as log₂FC relative to DMSO-treated cells. *p* value from two-tailed Wilcoxon rank sum test is indicated.

Source data for Supplementary Figures 1,2 and 5

Fig. S1a

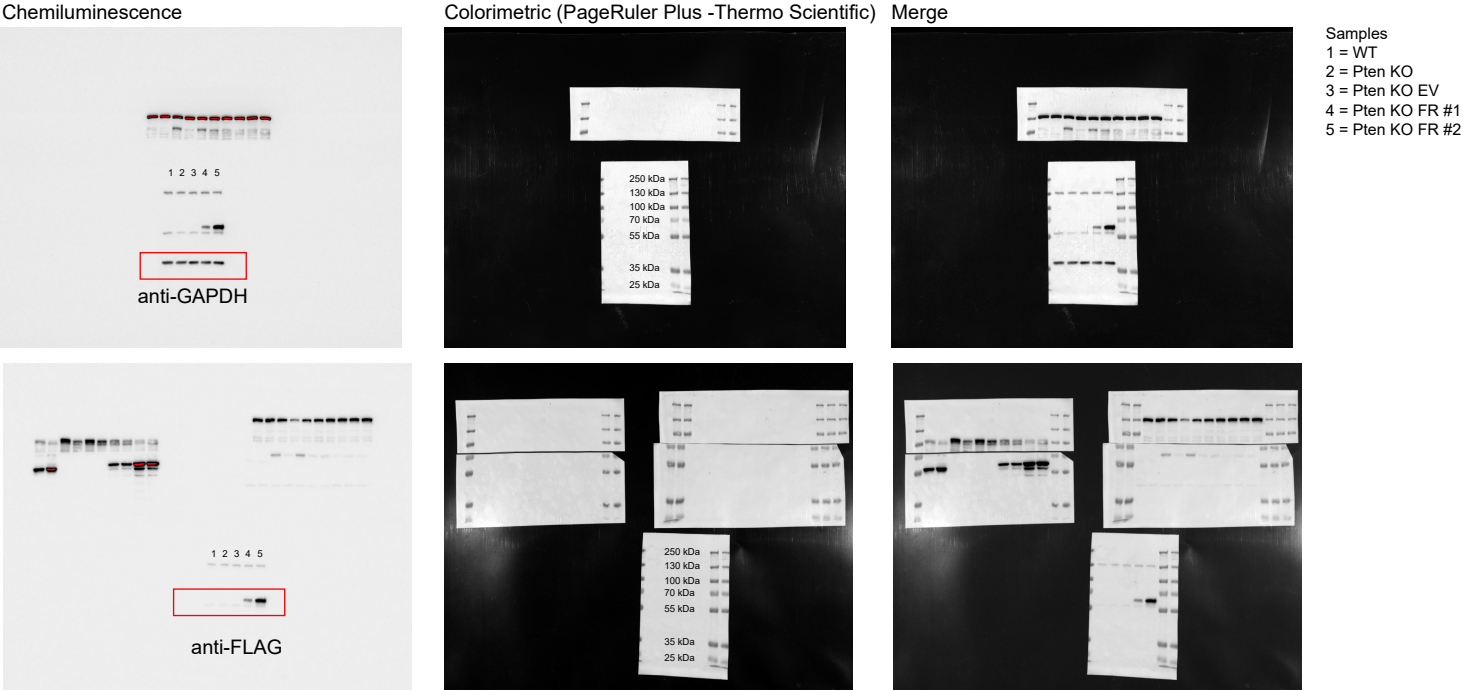

Fig. S1d

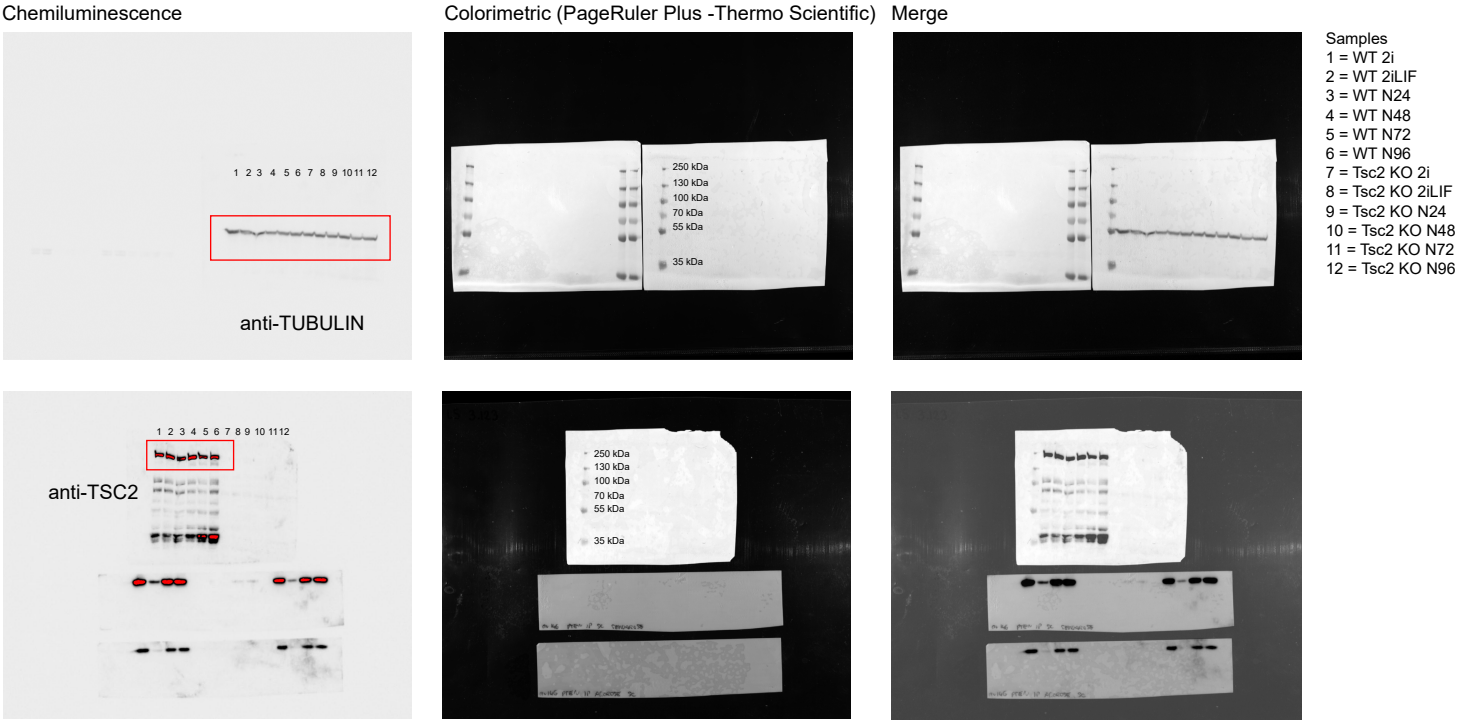

Fig. S1h

Chemiluminescence

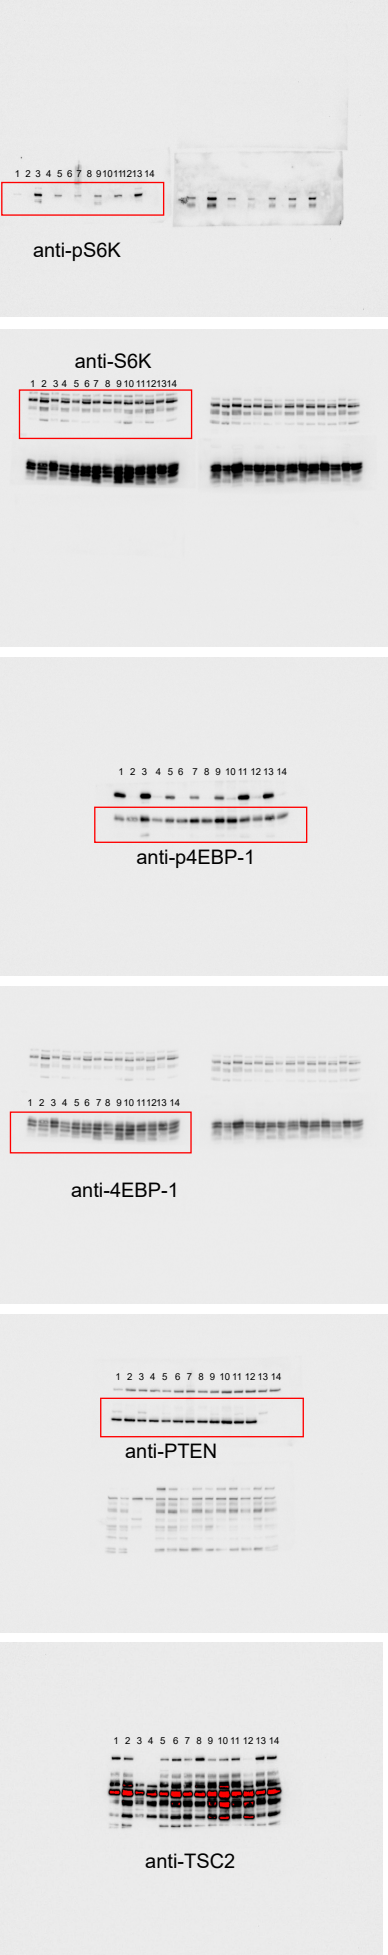

Colorimetric (PageRuler Plus -Thermo Scientific) Merge

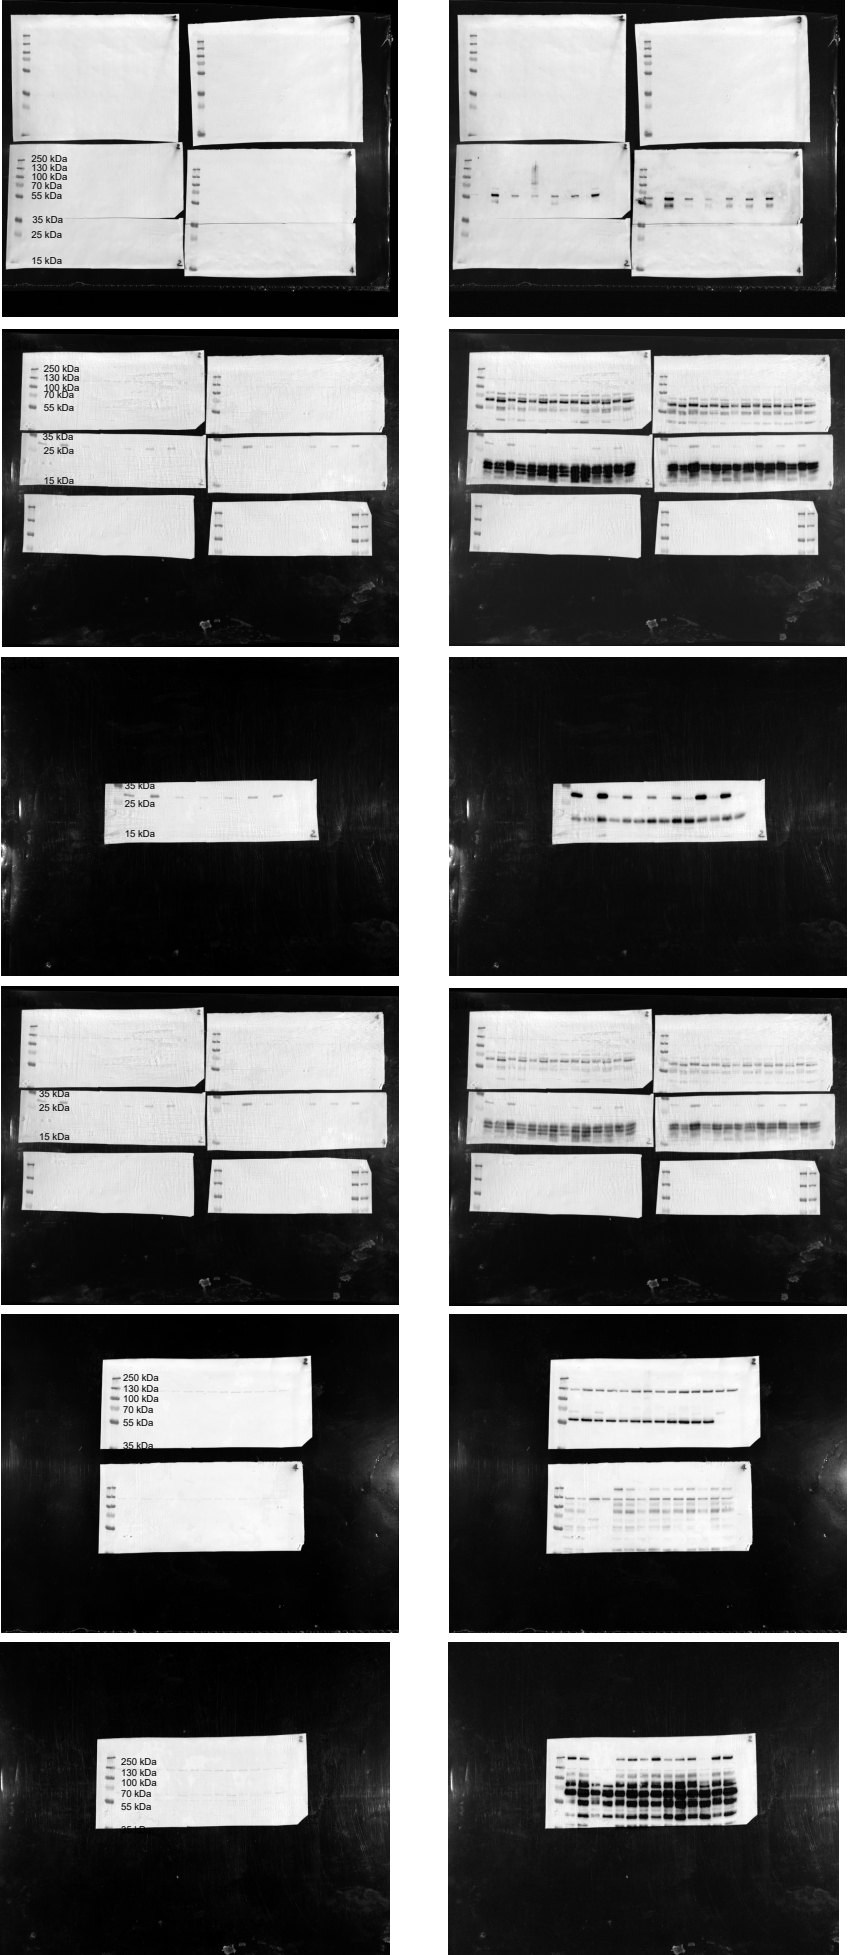

Samples
1 = WT DMSO
2 = WT Rapamycin
3 = Tsc2 KO DMSO
4 = Tsc2 KO Rapamycin
5 = Tcf7l1 KO DMSO
6 = Tcf7l1 KO Rapamycin
13 = Pten KO DMSO
14 = Pten KO Rapamycin

Fig. S1h

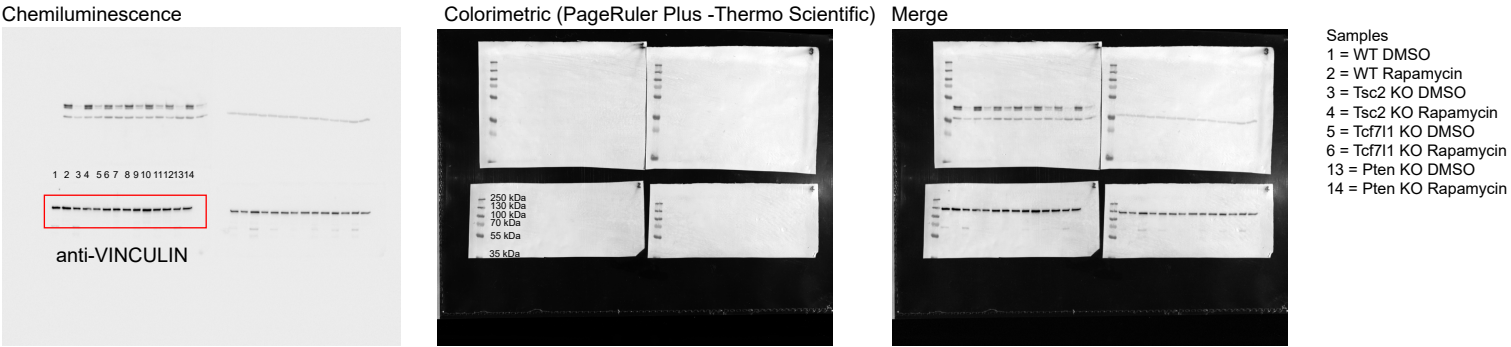

Fig. S1k

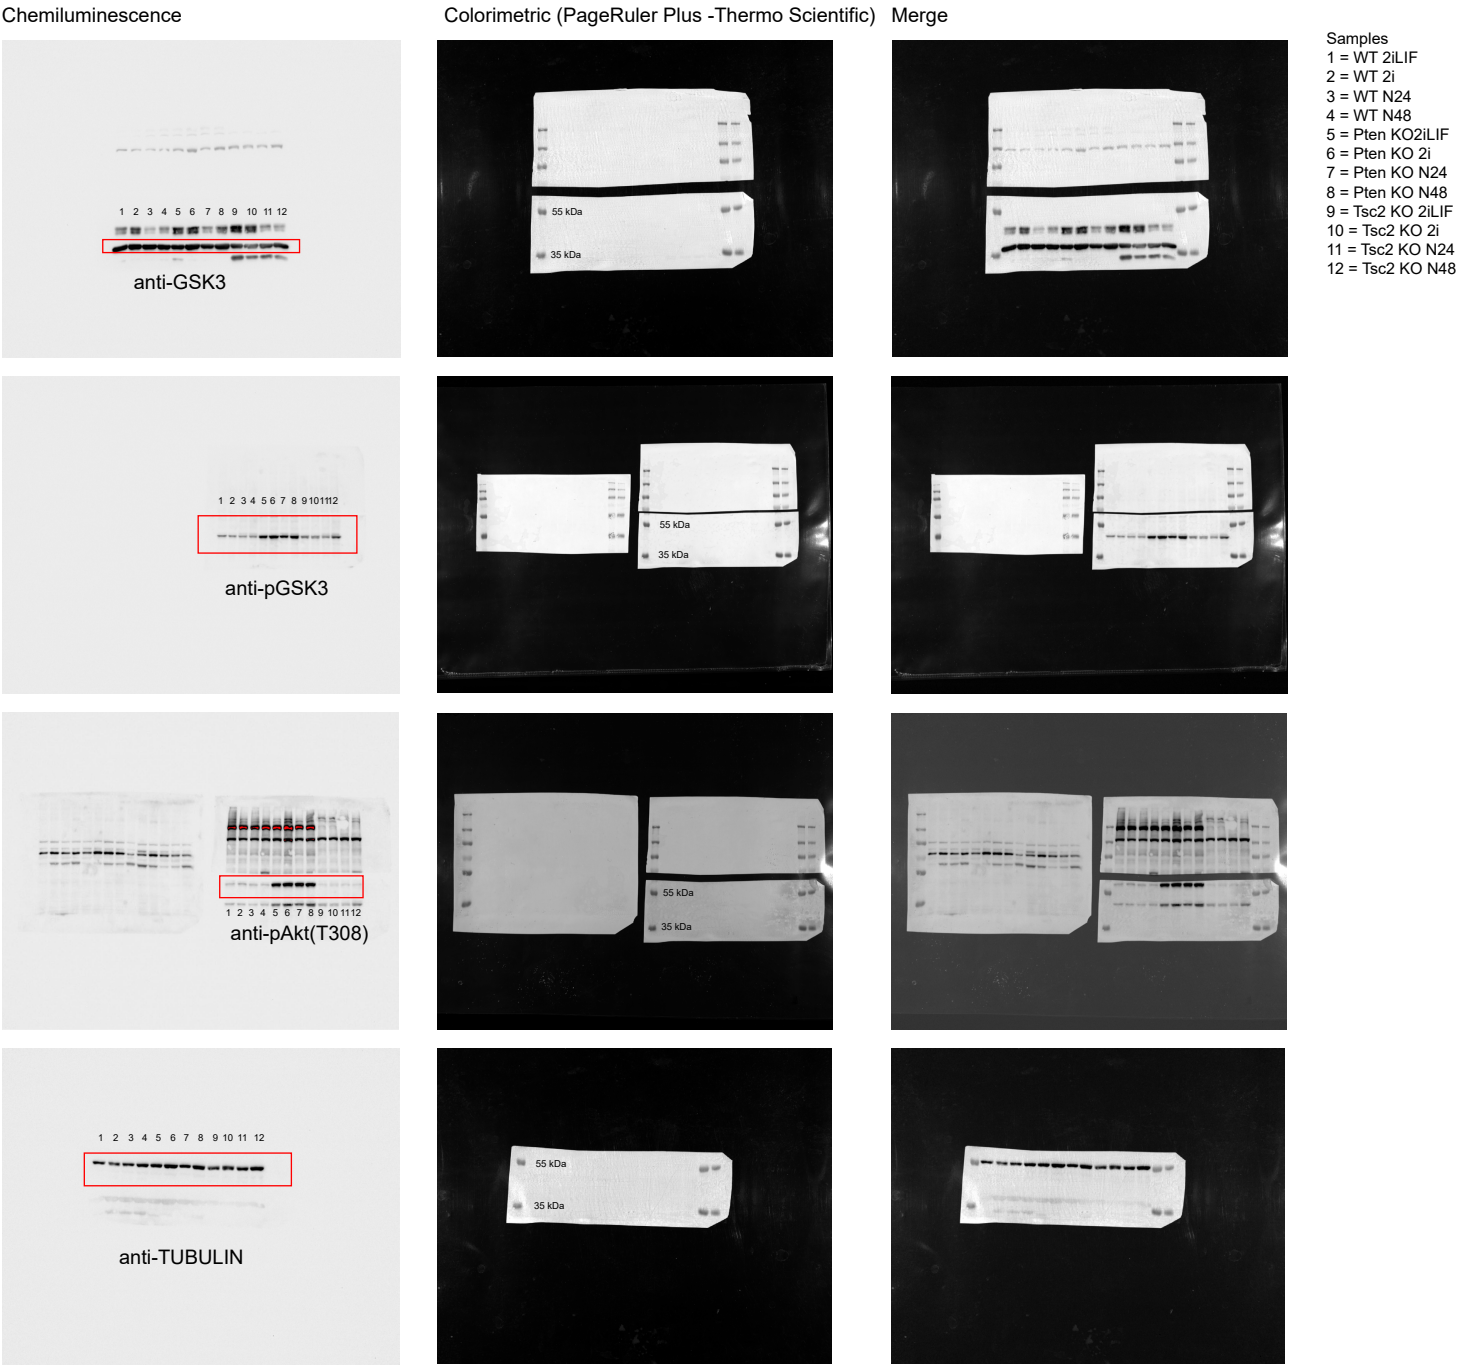

Fig. S2a

Chemiluminescence

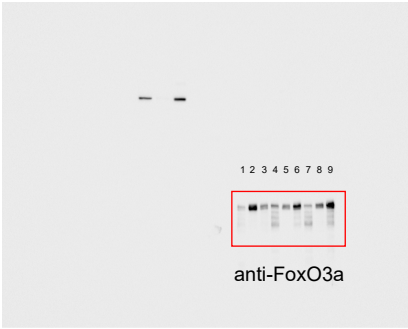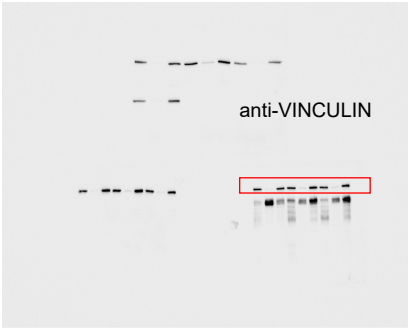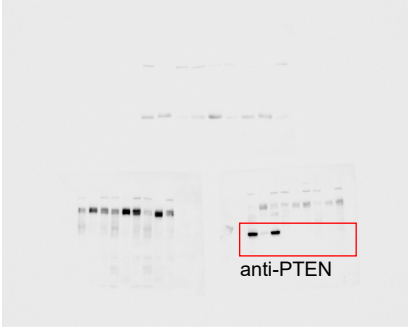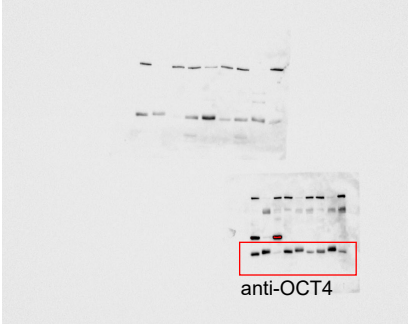

Colorimetric (PageRuler Plus -Thermo Scientific) Merge

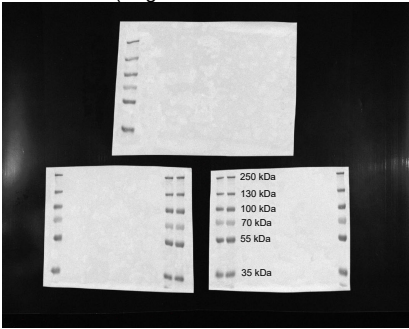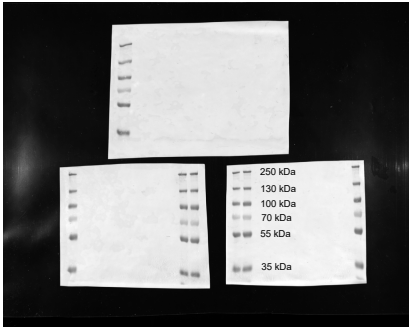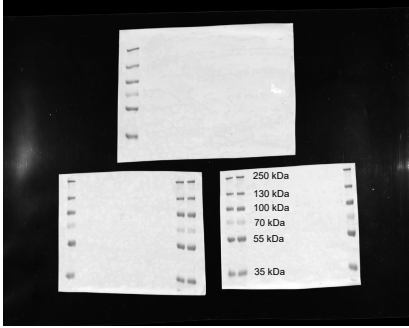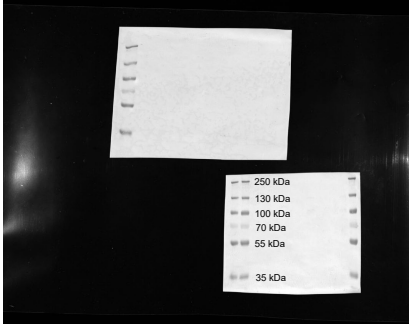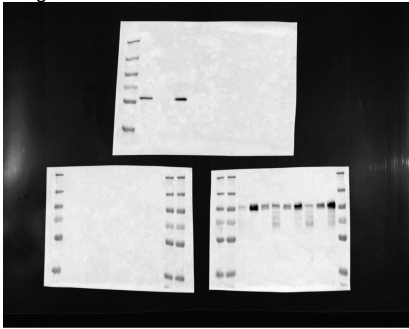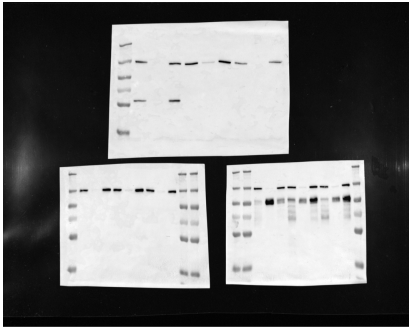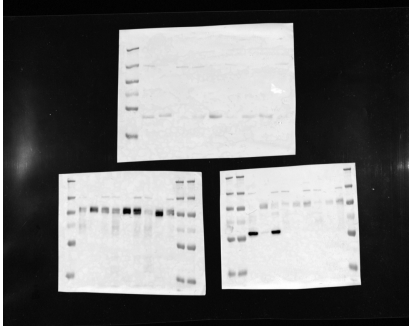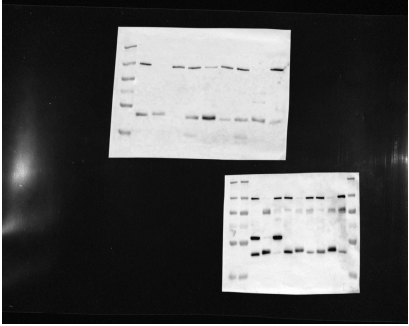

Samples
1 = WT total
2 = WT nuclear
3 = WT cytoplasmic
4 = Pten KO #1 total
5 = Pten KO #1 nuclear
6 = Pten KO #1 cytoplasmic
7 = Pten KO #2 total
8 = Pten KO #2 nuclear
9 = Pten KO #2 cytoplasmic

Fig. S2b

Chemiluminescence

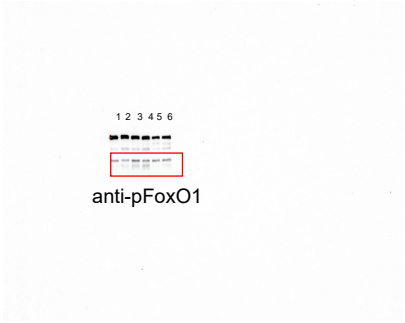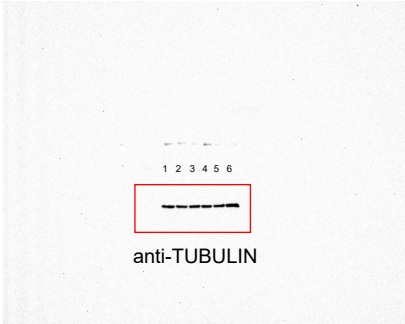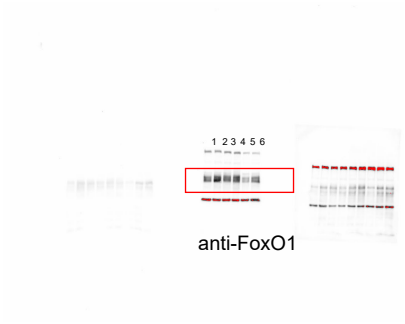

Colorimetric (PageRuler Plus -Thermo Scientific) Merge

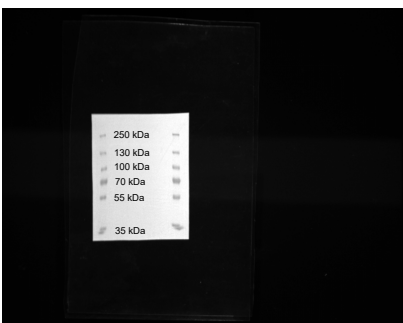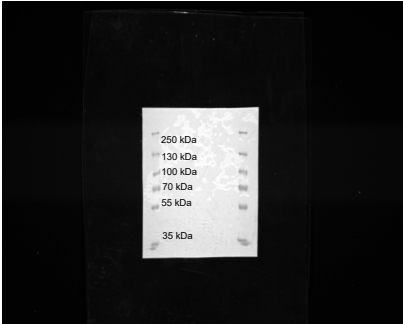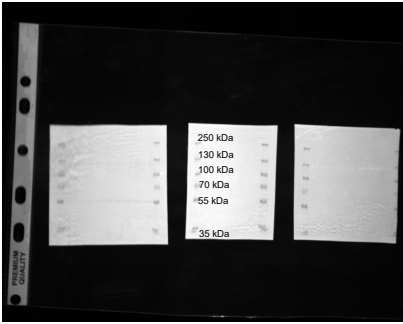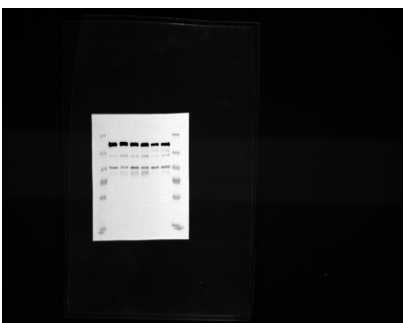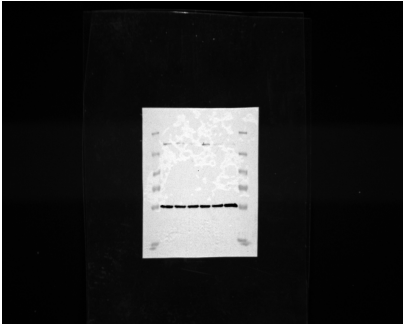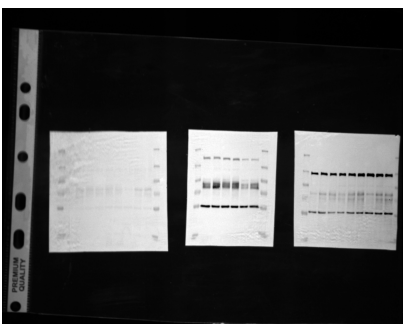

Samples
1 = WT 2i
2 = WT N24
3 = Pten KO 2i
4 = Pten KO N24

Fig. S5b

Chemiluminescence

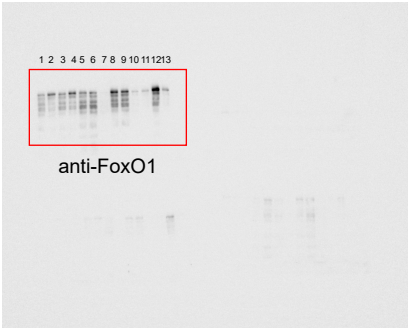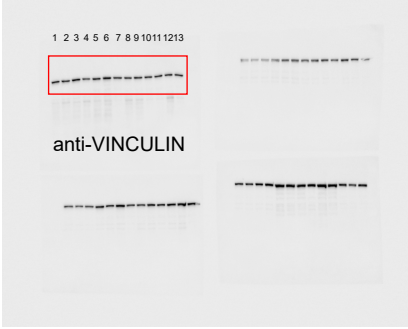

Colorimetric (PageRuler Plus -Thermo Scientific) Merge

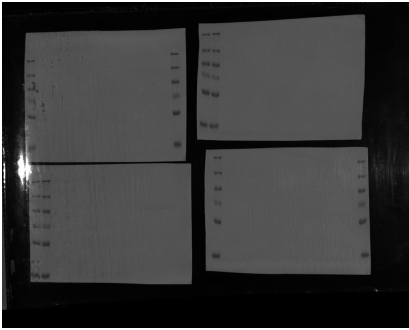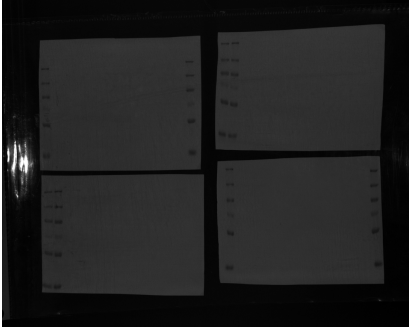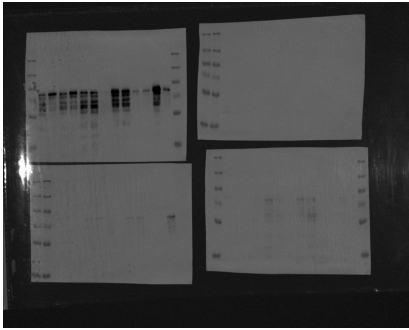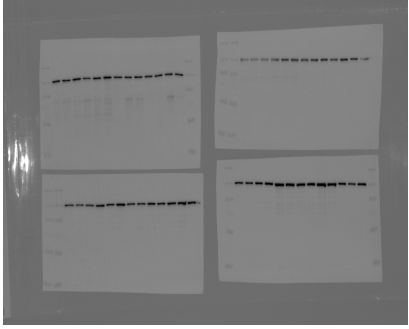

Samples
5 = siScr
6 = siGFP
7 = siFoxO1

# Supplementary material for: FoxO transcription factors actuate the formative pluripotency specific gene expression programme
**Source:** Nat Commun. 2024 Sep 9;15:7879. doi: 10.1038/s41467-024-51794-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Enrichment analysis results

File Name: Supplementary Data 2

Description: Expression data, gene categories and genomic locations

File Name: Supplementary Data 3

Description: Primers used in this study

How the deposited data were processed for this re-analysis (not part of the article)

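ATAC-seq was performed in 8 samples of RC9 mESCs, 2 replicates each of WT and *Pten* KO cells in 2i and at N24. The 2 consensus peak lists of WT cells were used, and *Pten* KO cells were not analysed here. Nothing in the sources used here says which cultures the replicates came from.

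According to the paper's Methods and the submitters' processing notes, the authors checked the reads with FastQC (version 0.11.9), mapped them to mm10 with Bowtie2 (version 2.4.4) in an nf-core ATAC-seq pipeline, and called peaks with Genrich (version 0.6.1). They kept peaks that overlapped by at least 50% between the 2 replicates, removed blacklisted regions and removed unplaced sequences by hand. Each deposited list thus gives 1 entry per consensus region, with its start and end in mm10 and a score. The score is the value the authors' files give for each peak, a whole number from 174 to 1000 in 2i and from 194 to 1000 at N24. How it was made is not described in the paper's text, and it was used only to rank or filter regions within a list. It was at its ceiling of 1000 in 41537 of 70800 2i regions and 29951 of 56639 N24 regions, so it does not order the stronger regions. Read shifting for the transposase, duplicate removal and the thresholds of the peak caller are not described in the paper's text. The reads per sample are given in the paper's Methods as a range over all samples. The lists give no reads per region or per replicate, so depth per region is unknown, a list with more reads behind it can hold more and wider regions, and 95% Wilson intervals and Fisher's exact tests describe the 2 lists and not the spread between replicates.

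From these lists, regions were compared with bedtools (version 2.31.1). A region was shared where it overlapped a region of the other list by at least 1 bp, and otherwise 2i-only or N24-only. The lists were merged for the total of open regions. Coordinates are given counted from 1 on GRCm38. TSSs and gene bodies came from the protein-coding genes of the GENCODE basic annotation (21911 gene symbols). A region's midpoint within 1 kb of a TSS was called promoter, and then 1 to 3 kb, gene body or intergenic. Regions were assigned to the gene of the nearest TSS within 100 kb. The share of N24-only regions of a gene list was set against 10000 random lists of the same size, matched on deciles of the number of merged regions per gene. The share of 2i-only regions of a list was given the same treatment. Such percentiles describe these 2 lists.

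The 16 gene lists (243 listed genes, 1 of them absent from the annotation), the motifs, the settings and the rule for named genes were fixed before the data were examined. The rule names the core naïve and formative genes, *Pten*, *Foxo1*, *Foxo3*, *Foxo4*, the genes of the CUT&RUN enhancers, up to 3 genes of each other list with the largest difference between N24-only and 2i-only regions, and the 10 genes with the largest difference each way among all genes. The paper's values for the core genes had been seen. Genes named beside these as examples of a list have no value of their own.

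The primers of Supplementary Data 3 were matched to GRCm38 exactly, and each pair had 1 product. Core motifs were taken from the consensus sequences in Supplementary Data 1 and searched on both strands in 200 bp around the midpoint of regions over 1 kb from a TSS. 2i-only and N24-only regions were compared with a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 16 motifs at a threshold of 0.05, with shared regions and dinucleotide-shuffled sequences beside them. Odds ratios within deciles are Mantel-Haenszel estimates. To find regions in repeated sequence, 3 words of 31 bases, 58 bp apart, were counted in the chromosomes for each region, and a region was called repeated where all 3 occurred more than once. The hypergeometric test used the peak counts of Supplementary Fig. 3d.

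Alternatives fixed beforehand were a reciprocal overlap of at least 50%, the upper part of each list by score (35400 and 28319 regions, ties broken by width), lists of the same length, leaving out X and Y, promoters of 3 kb, assignment within 50 kb or to gene bodies with 20 kb on either side, windows of 400 bp, all regions for the motifs, a margin of 500 bp for the amplicons, merging within 100 bp, and the 2i list alone as the background. As the score ceiling held more regions than the upper part, that part is the widest of the regions at the ceiling. Added after the data were examined were the 2i-only shares of gene lists with their percentiles, the shares of shared regions by location in each setting, regions at the score ceiling alone, all gene types, matching on GC content in steps of 2 percentage points, the sum of both lists as the background, and lists without repeated regions.

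Steps were tested on simulated data. Overlap calls and TSS distances of 2000 simulated regions were recovered without error (100%). Among 10 planted lists of 20 genes with 3 times the odds of N24-only regions, 80% passed percentile 97.5. Of 100 lists with no difference, drawn from the same genes as the random lists, 5% fell outside percentiles 2.5 and 97.5. Labels were drawn independently for each region, and the core lists hold 10 and 12 genes, so the 80% does not give the power for those lists. A planted motif was found, and none of the other 15 motifs passed the test. Python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1), pysam (version 0.24.0), samtools (version 1.23.1) and matplotlib (version 3.10.9) were used.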

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

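The tests of copied sequence at *Gm21119* with *Gm15319* and at *Sfi1* alone were chosen after the result was seen. Apart from *Esrrb* and *Tbx3*, the genes and the chromosome below lie outside those the paper discusses. Each count of the kind a gene was picked for is above 3, the limit that a count of 0 allows. As the genes were picked for the largest differences, this follows from the choice and is no test.

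Among all genes, those with the most 2i-only relative to N24-only regions were *Dst* with 22 2i-only regions, *Zfp704* with 20, *Myo10* with 18, *Magi1* with 17, *Baz2b*, *Kat6b* and *Frmd4a* with 15 each and *Hes1*, a target of Notch signalling, with 14, beside the naïve genes *Esrrb* and *Tbx3*. None of these genes had more than 2 N24-only regions. At *Dst* 22 of 39 regions and at *Baz2b* 15 of 19 were 2i-only, against 28.1% over all protein-coding genes, a difference that was not tested because the genes were picked for it. For the excess of 2i-only regions in the lists at large, deeper or looser peak calling in 2i is a candidate explanation, since shared regions were also wider in 2i (median 709 bp) than at N24 (647 bp). Of the 2i regions at the score ceiling, 22.7% had no N24 region, above the 10% set as the bound against this explanation. That bound was wrong, because the ceiling holds 58.7% of the list and so does not single out strong regions. Of the widest 10% of the 2i regions, 7.11% had no N24 region, between the 5% and 10% set as bounds. Peak calling and loss of open regions after 2i withdrawal cannot be told apart for the lists as a whole, because the paper gives the reads per sample as a range over all samples.

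The genes with the most N24-only relative to 2i-only regions were *Gm21119* with 19 N24-only regions, *Gm15319* with 14, *Spry4* with 10, *Sfi1* and *Pcdh1* with 8 each, *Abt1*, *Cradd* and *Ddr1* with 7 each and *Anks1b* and *Pax6* with 6 each. Reads shared between near-identical copies were tested as an explanation at *Gm21119*, *Gm15319* and *Sfi1* together, as set beforehand, and 78.0% of their N24-only regions (32 of 41, interval 63.3% to 88.0%) held words that all occur more than once in the chromosomes, above the 50% set as the bound in its favour. Taken apart afterwards, the share was 97.0% (32 of 33) at *Gm21119* and *Gm15319* on chromosome 8 and 0% (0 of 8, interval up to 32.4%) at *Sfi1*. It was 1.96% (1 of 51, interval up to 10.3%) at the other 7 genes. Shared regions of *Gm21119* and *Gm15319* were not counted, so the high share there does not show why regions were N24-only and not shared. The shares at *Sfi1* and at these 7 genes argue only against copies within the assembly that match exactly at all 3 words. Copies that differ within a word and copies missing from the assembly were not tested. Over all N24-only regions 13.2% were repeated, against 3.19% of 2i-only and 11.4% of shared N24 regions. For *Spry4*, a feedback inhibitor of FGF signalling, and *Pax6*, a neural TF gene, withdrawal of the inhibitors stays open as an explanation and was not tested in replicates.

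On Y, 41 regions were N24-only and 7 were 2i-only, and 38 of those 41 were repeated.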

How the results depend on the processing

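No paired analysis was possible because each list pools its 2 replicates and carries no value per replicate. For the same reason no replicate could be left out, and depth per region is unknown. Restriction to the score ceiling, all gene types, GC matching, the sum of both lists as the background, lists without repeated regions, the 2i-only shares of gene lists with their percentiles and the shares of shared regions by location were chosen after the data were examined. Over 415 recomputed values, 282 kept their direction and side of the threshold or, without a test, moved by no more than the counting error or 1.5 times, 117 moved further, 4 kept their sign but no longer passed the test, 1 newly passed it and 11 changed sign. Except where the construction of a setting is named, the cause was not tested. With a reciprocal overlap of at least 50%, 63.1% of 2i and 78.9% of N24 regions were shared with 2.18 2i-only regions per N24-only region, and 20 regions (11.5%, percentile 14.5) of the core naïve genes were N24-only. With the upper part of each list by score, which by construction leaves 35400 and 28319 regions (median widths 777 and 704 bp), 60.4% and 75.7% were shared, 14020 regions were 2i-only, the ratio was 2.03, merging gave 42265 regions, 61.3% of the regions of core naïve genes were 2i-only and 2 amplicons overlapped an N24 region. As the score ceiling held more regions than this part (41537 and 29951), all kept regions were at the ceiling and width decided which were kept. With lists of the same length, which forces the ratio towards 1 by construction, 72.3% and 72.8% were shared, 15388 regions were N24-only, the ratio was 1.02, the shares of core naïve genes were 8.33% N24-only and 39.2% 2i-only, and the N24-only share of core formative genes was 32.6%. At the score ceiling (41537 and 29951 regions, median widths 689 and 678 bp), 57.5% and 79.9% were shared, the ratio was 2.93, merging gave 47538 regions and 2 amplicons overlapped an N24 region. Without repeated regions 64.7% and 84.1% were shared and the ratio was 2.87. Promoter shares of shared, 2i-only and N24-only regions were 32.8%, 12.1% and 18.2% with promoters of 3 kb and 31.2%, 8.95% and 15.3% with all gene types, which also raised the genes with a region to 32955. The shares of regions in the other list, at promoters and then away from them, were 89.5% and 75.4% of N24 and 87.6% and 57.0% of 2i regions with the reciprocal overlap, 91.1% and 69.5% of N24 and 78.7% and 53.8% of 2i regions with the upper part of each list, 81.6% and 70.0% of N24 and 94.6% and 66.4% of 2i regions with lists of the same length, and 91.5% and 75.5% of N24 and 78.0% and 51.3% of 2i regions at the score ceiling. At promoters they were 91.0% of N24 and 84.9% of 2i regions with promoters of 3 kb and 91.9% and 87.8% with all gene types, with which 61.0% of 2i regions away from promoters were in the N24 list. In each of these settings, and without X and Y, the share at promoters was the higher. With a margin of 500 bp, 3 amplicons were near a 2i region. The ratio stayed above 1 in each of these settings, and its interval included 1 (0.997 to 1.04) with lists of the same length. The 2i-only share of core naïve genes stayed at or above percentile 99.68.

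Of the motifs, 1 was higher in N24-only regions with lists of the same length and 6 were higher in 2i-only regions after GC matching. Log2 odds ratios of 2i-only over N24-only regions changed sign for AP-1 (−0.053) with the reciprocal overlap, for OCT4-SOX2 (−0.23), KLF (−0.030) and CTCF (−1.49) with the upper part of each list, for TFCP2L1 (0.17) with lists of the same length, for KLF (−0.12) at the ceiling, and for FOXO (−0.33), OCT4 (−0.23), STAT3 (0.39), AP-1 (−0.10) and GATA (−0.24) after GC matching. KLF, and FOXO, OCT4 and GATA after GC matching, thereby also no longer passed the test. Of these values, only CTCF passed it after its change of sign (adjusted p = 1.1e-30 from Fisher's exact test, with 2.1e-53 to 0.00019 in the alternatives in which it was higher in 2i-only regions). With all regions at the score ceiling, of which the upper part keeps the widest, CTCF kept its sign. Without these alternatives the OCT4-SOX2 core was in 1 2i-only and 0 N24-only regions, so its change of sign carries no weight. The hypergeometric test kept its side of the threshold, with −log10 p from 232.9 to 316.5.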

Differences from the paper's values

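The paper gives a value for 1 measure computed here, the −log10 p of the FoxO1-FoxO3 overlap. It was 248.8 with the merged lists as background, and the paper's is about 290 in Supplementary Fig. 3d, read by eye. The paper's wording of its background was read here as the merged 2i and N24 lists of WT cells, and the background it used may hold other regions. The values lie within 1.5 times of each other on the −log10 scale, on which a small ratio is a difference of many orders of magnitude in p itself. With the 2i list alone it was 232.9, and with the sum of both lists as background, chosen after seeing the values, it was 316.5, both also within 1.5 times on that scale.

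The paper states that regions bound by FoxO TFs at N24 had near equal ATAC-seq signal in 2i and at N24. At the 6 genes with binding only at N24, 28 of 46 regions were in both lists, 7 were N24-only and 11 were 2i-only. Over all protein-coding genes 61.5% of regions were shared and 10.3% were N24-only. At the 6 genes 15.2% were N24-only (interval 7.57% to 28.2%), a difference that was not tested. These are all regions assigned to the genes and not the FoxO1-bound ones. The 2i-only regions among them do not bear on whether N24 regions were open in 2i. Of the 5 CUT&RUN amplicons, however, 4 overlapped an N24 region and 1 a 2i region, in whole or in part, and with a margin of 500 bp, set before the data were examined, 5 and 3 did. Peak lists hold presence and not signal, and the *Enpp2* and *Sall2* amplicons had no 2i region within 500 bp.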

Other observations

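The test of GC content at FOXO cores was chosen after the result was seen, and matching on GC content and the 2i-only shares of gene lists with their percentiles were added after seeing the data. At 21 genes of the FGF and ERK response, 37 of 227 regions were N24-only (16.3%, 95% Wilson interval 12.1% to 21.7%), at percentile 98.4 of matched random lists, led by *Spry4* with 10 N24-only against 2 2i-only regions, whereas *Etv5* and *Fgfr1* had 8 and 9 2i-only regions against 0 and 1. Of these 21 genes 13 had more 2i-only and 5 more N24-only regions. The FGF and ERK list stood at percentile 37.1 with the upper part of each list by score, 95.9 with lists of the same length, 75.2 at the score ceiling and 60.6 with gene bodies and 20 kb on either side. At 13 neural markers 20.9% (interval 13.8% to 30.3%) were N24-only, at percentile 99.2 (87.3 to 99.7 over the alternatives), led by *Pax6* with 6 against 1, and 13.2% were 2i-only, at percentile 0.06 (up to 14.1 with the upper part of each list). Classical FoxO targets had 16.7% N24-only regions, at percentile 97.2 and so within the central 95% of the random lists, and at percentiles 67.3 to 94.5 in the alternatives. Of these 24 genes 13 had more 2i-only and 6 more N24-only regions. *Gadd45a*, a DNA damage response gene, and *Fbxo32*, a ubiquitin ligase gene, had 3 N24-only regions each and no 2i-only region, and *Cdkn1a*, a cell cycle inhibitor gene, had 6 2i-only and 3 N24-only regions. Housekeeping genes had 8% 2i-only regions (percentile 0.04, and up to 12.7 at the score ceiling) and 14% N24-only regions (percentile 78.3).

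In the other lists outside the core genes the N24-only share was 13.5% at other formative genes, 7.74% at other naïve genes, 9.32% at general pluripotency genes, 8.94% at PI3K, AKT and FoxO pathway genes, 7.98% at WNT response genes, 9.21% at primitive endoderm markers, 12.2% at trophoblast markers, 9.33% at mesoderm markers, 8.33% at germline markers and 3.85% at fibroblast markers, all within the central 95% of the random lists. Some of these shares left that band in the alternatives. Other formative genes rose to 28.4% (percentile 99.4) with the upper part of each list, 23.9% (percentile 99.5) at the score ceiling and 32.1% (percentile 98.7) with lists of the same length, and other naïve genes stood at percentile 1.52 with gene bodies and 20 kb on either side. The WNT list fell to 2.56% (percentile 0) with the upper part of each list and 3.75% (percentile 0.66) at the score ceiling. Its 2i-only share of 39.3% (percentile 95.2) was also within the band and stood at percentiles 83.3 to 98.5 in the alternatives, with *Tcf7l1* at 12 2i-only regions against 1 and *Axin2* at 8 against 2. Of 16 lists, the N24-only share of 2 lay above the central 95% of the random lists and that of 1, the core naïve genes, below it. The 2i-only shares of the lists in this paragraph lay within the band, but passed its upper end in some alternatives for WNT response genes (with the upper part of each list), PI3K, AKT and FoxO pathway genes (percentile 99.7 with gene bodies and 20 kb on either side), primitive endoderm markers (percentiles 98.9 at the score ceiling and 98.1 with gene bodies) and mesoderm markers (percentile 97.7 with the upper part of each list).

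Core motifs were compared between the 21710 2i-only and the 7652 N24-only regions over 1 kb from a TSS. The ESRRB core was in 1.90% of 2i-only and 0.235% of N24-only regions, a log2 odds ratio of 3.00 (95% interval 2.33 to 3.68, adjusted p = 2.8e-33 from Fisher's exact test over these lists). TCF-LEF followed with 4.92% and 1.15% (2.15, adjusted p = 1.5e-58 from Fisher's exact test) and CTCF with 3.11% and 0.784% (2.01, adjusted p = 1.3e-34), although CTCF turned to −1.49 with the upper part of each list. In the alternatives ESRRB ranged from 1.80 to 3.05 and TCF-LEF from 1.30 to 2.20. The TFCP2L1 core was in 0.765% of 2i-only and 0.902% of N24-only regions (−0.25, adjusted p = 0.30 from Fisher's exact test) and was higher in N24-only regions at the score ceiling (−0.53, adjusted p = 0.041, with 0.066 to 0.50 in the other alternatives). The KLF core was in 3.56% and 2.91% (0.29, adjusted p = 0.0097 from Fisher's exact test), and passed the test in the same direction with lists of the same length (0.45, adjusted p = 1.5e-05), windows of 400 bp (0.35, adjusted p = 6.2e-05), all regions (0.28, adjusted p = 0.012) and GC matching (0.48, adjusted p = 0.0019), all from Fisher's exact test. It missed the test with the reciprocal overlap (0.17, adjusted p = 0.094 from Fisher's exact test), and with the upper part of each list and at the score ceiling it stood at −0.030 and −0.12 (adjusted p = 0.95 and 0.45 from Fisher's exact test). The OTX2 core was higher in N24-only regions, at 5.87% against 3.95% (−0.60, adjusted p = 3.0e-11 from Fisher's exact test), as was GRHL2, at 1.25% against 0.778% (−0.70, adjusted p = 0.00039). OTX2 stayed between −1.14 and −0.26 and passed the test in each alternative, while GRHL2 missed it with the upper part of each list (adjusted p = 0.051 from Fisher's exact test) and with lists of the same length (adjusted p = 0.26). The FOXO core was in 3.30% of 2i-only, 2.23% of N24-only and 2.48% of shared regions, and in 2.04% and 0.876% of shuffled 2i-only and N24-only regions. Over the 16 motifs 10 were higher in 2i-only regions, 2 in N24-only regions and 4 in neither. Among these 4, the OCT4-SOX2 core was in 1 2i-only and 0 N24-only regions, too few for the test to show a difference. The STAT3 core was in 19 and 13.

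GC content is a possible explanation, since it averaged 48.0% in 2i-only, 54.6% in N24-only and 53.4% in shared regions. After matching 6051 regions of each kind, 66.7% of the motifs that had passed the test passed it in the same direction (8 of 12), between the bounds set beforehand, so for the motifs as a whole GC content cannot be told apart from a change of TF binding between 2i and N24, which was not tested in replicates. The log2 odds ratio moved from 0.57 (interval 0.33 to 0.82) to −0.33 (−0.66 to −0.0024) for FOXO, from 1.06 (0.79 to 1.32) to −0.23 (−0.59 to 0.13) for OCT4, from 1.06 (0.67 to 1.46) to 0.33 (−0.17 to 0.82) for SOX and from 0.46 (0.17 to 0.74) to −0.24 (−0.62 to 0.15) for GATA, and these no longer passed the test. Among the motifs that still passed it, TEAD fell from 0.81 to 0.37 (0.14 to 0.60), TCF-LEF moved from 2.15 to 1.67 (1.32 to 2.03), ESRRB from 3.00 to 2.70 (1.95 to 3.45) and CTCF from 2.01 to 1.94 (1.50 to 2.38), while KLF moved from 0.29 to 0.48 (0.20 to 0.75), ZIC3 from 0.53 to 0.68 (0.46 to 0.90), OTX2 from −0.60 to −1.14 (−1.38 to −0.89) and GRHL2 from −0.70 to −1.57 (−2.15 to −0.98). GC content may thus account for part of some of these differences, TEAD among them.

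A hypothesis tested here was that FOXO cores mark regions that open after 2i withdrawal. Among N24 regions over 1 kb from a TSS, 16.5% of the 1039 with a FOXO core and 17.9% of the 41732 without were N24-only (odds ratio 0.904, 95% interval 0.766 to 1.07, Fisher's exact p = 0.235, adjusted 0.29). Within width deciles the odds ratio was 0.840 (0.709 to 0.994), which met the bound set against sites missed in wide regions as the reason. That test could not decide the question. Shared N24 regions were wider than N24-only ones (medians 647 and 452 bp over all locations), so missed sites would raise the ratio and not lower it. The odds ratio was 1.00 (0.844 to 1.19) within deciles of both GC content and width, as it would be if GC content were the source of the lower value. The value within width deciles alone met the bound set beforehand against the hypothesis. It leaves GC content in, however, and so does not count against the hypothesis. With GC content included the interval reaches 1.19, so a small excess is not excluded. For comparison, the OTX2 core gave 1.70 (1.51 to 1.90) and the ESRRB core 0.390 (0.239 to 0.636) within the same deciles.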
